# Single-cell transcriptomics reveal how root tissues adapt to soil stress

**DOI:** 10.1038/s41586-025-08941-z

**Published:** 2025-04-30

**Authors:** Mingyuan Zhu, Che-Wei Hsu, Lucas L. Peralta Ogorek, Isaiah W. Taylor, Salvatore La Cavera, Dyoni M. Oliveira, Lokesh Verma, Poonam Mehra, Medhavinee Mijar, Ari Sadanandom, Fernando Perez-Cota, Wout Boerjan, Trevor M. Nolan, Malcolm J. Bennett, Philip N. Benfey, Bipin K. Pandey

**Keywords:** Abiotic, Plant morphogenesis, Transcriptomics, Cell wall

## Abstract

Land plants thrive in soils showing vastly different properties and environmental stresses^1^. Root systems can adapt to contrasting soil conditions and stresses, yet how their responses are programmed at the individual cell scale remains unclear. Using single-cell RNA sequencing and spatial transcriptomic approaches, we showed major expression changes in outer root cell types when comparing the single-cell transcriptomes of rice roots grown in gel versus soil conditions. These tissue-specific transcriptional responses are related to nutrient homeostasis, cell wall integrity and defence in response to heterogeneous soil versus homogeneous gel growth conditions. We also demonstrate how the model soil stress, termed compaction, triggers expression changes in cell wall remodelling and barrier formation in outer and inner root tissues, regulated by abscisic acid released from phloem cells. Our study reveals how root tissues communicate and adapt to contrasting soil conditions at single-cell resolution.

## Abstract (web summary)

Single-cell RNA sequencing and spatial transcriptomic approaches reveal major expression changes in outer root cell types when grown in soil versus gel conditions, and also uncover how root tissues communicate and adapt to contrasting soil conditions at single-cell resolution.

## Main

Crops such as rice thrive in arable soils that show natural heterogeneity. The heterogeneous nature of soils is characterized by uneven distributions of nutrients, water, microorganisms and organic content that pose a stark contrast to the uniformity of growth media, underscoring the fundamental importance to understand how plant roots navigate, adapt and thrive at molecular and cellular levels in natural soils. Roots have evolved diverse strategies to tackle the variability in soil conditions^1,2^. However, our understanding of how roots respond to complex soil environments at a cellular level of resolution remains limited. The application of single-cell RNA sequencing (scRNA-seq) and spatial transcriptomic approaches to plant organs grown in diverse environments has the potential to reveal gene-expression complexity throughout root developmental stages, and identify mechanisms governing cell type-specific responses to environmental stresses^3,4^. Soil stresses represent a major challenge in global agriculture^5^. For example, soil compaction stress reduces root penetration, thereby affecting nutrient and water uptake and subsequently crop yield^6^. Roots have developed adaptive growth responses for compacted soils; but the underlying genes, cell group-specific transcriptional responses and molecular mechanisms remain poorly understood. To discover the mechanisms governing root responses to soil compaction at a cellular resolution, we pioneered transcriptomic profiling of rice root tissues grown in soils with and without compaction using single-cell approaches.

## Rice root scRNA-seq and spatial transcriptomic atlas

Protoplasts of rice primary roots, obtained from gel-based conditions, were initially adopted to generate a high-quality scRNA-seq reference dataset to show cell identities and differentiation trajectories^7^, and later compared to equivalent datasets generated from soil-grown roots. Using the 10X Genomics scRNA-seq platform, we profiled more than 47,000 root cells gathered from Xkitaake rice primary root tissues 2–3 days after germination across ten sets of independently grown seedlings. To enhance depth and assess data variability across laboratories, we integrated a previously published scRNA-seq dataset^8^ with our datasets. All datasets underwent processing with the COPILOT (cell preprocessing pipeline kallisto bustools) pipeline^9^, resulting in the integration of more than 79,000 high-quality cells to construct the final scRNA-seq atlas (Fig. 1a,b, Supplementary Video 1, Supplementary Table 1 and Supplementary Data 1). To mitigate the effect of protoplasting on gene expression, we identified protoplasting-induced genes by means of bulk RNA sequencing (RNA-seq, Supplementary Table 2) and excluded them from data integration and differential expression analysis. This approach ensured the robustness of our scRNA-seq findings.

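The bulk RNA-seq compared 4 libraries from intact roots with 4 from digested roots of Xkitaake seedlings grown on gel, Xkitaake being the Kitaake rice line that carries the XA21 transgene. Digestion with cell wall-degrading enzymes frees protoplasts, and the digested samples held these together with the pieces that had not come apart. The Methods give 2.5 h of digestion for gel-grown roots, and the sample labels give no time. For gel-grown seedlings the Methods state 30 min in bleach, germination at 30 °C and harvest at 2 to 3 days, whereas the labels state 10 min in bleach, 4 °C in the dark until germination and 1 to 3 days of growth, with the chamber at 28 °C. The libraries were of the QuantSeq type, which reads the 3′ end of each transcript, and carried unique molecular identifiers. The authors aligned the reads to the Michigan State University rice genome, counted them per gene with HTSeq and deposited whole counts without normalization. Intact libraries held 2546713, 2333236, 2592970 and 3595349 counts on genes in replicates 1 to 4, and digested libraries held 262709, 471019, 115006 and 150108. The median total of intact roots was 12.5 times that of digested roots (exact permutation test of the mean totals, two-sided, p = 0.0286, the smallest that 4 against 4 allow). One count corresponded to 8.70 CPM (counts scaled to the library's total) in the smallest library and to 0.278 CPM in the largest, so a low value in digested roots rests on a few molecules. Genes with at least 1 count numbered 21231 to 21955 in intact and 12366 to 16703 in digested libraries. All pairs of replicates within a group differed by more than the sampling noise (chi-square per degree of freedom 1.72 to 7.65), so none was taken for a library deposited more than once, and that each is its own sample rests on the labels. Of the 55986 genes listed, 13104 had enough counts under edgeR's filterByExpr to be tested. Counts were scaled by the TMM method and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the choices that could change the numbers are the test and its threshold, the libraries used, the scaling, the filter on low counts and the difference in depth.

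**Figure D1:**
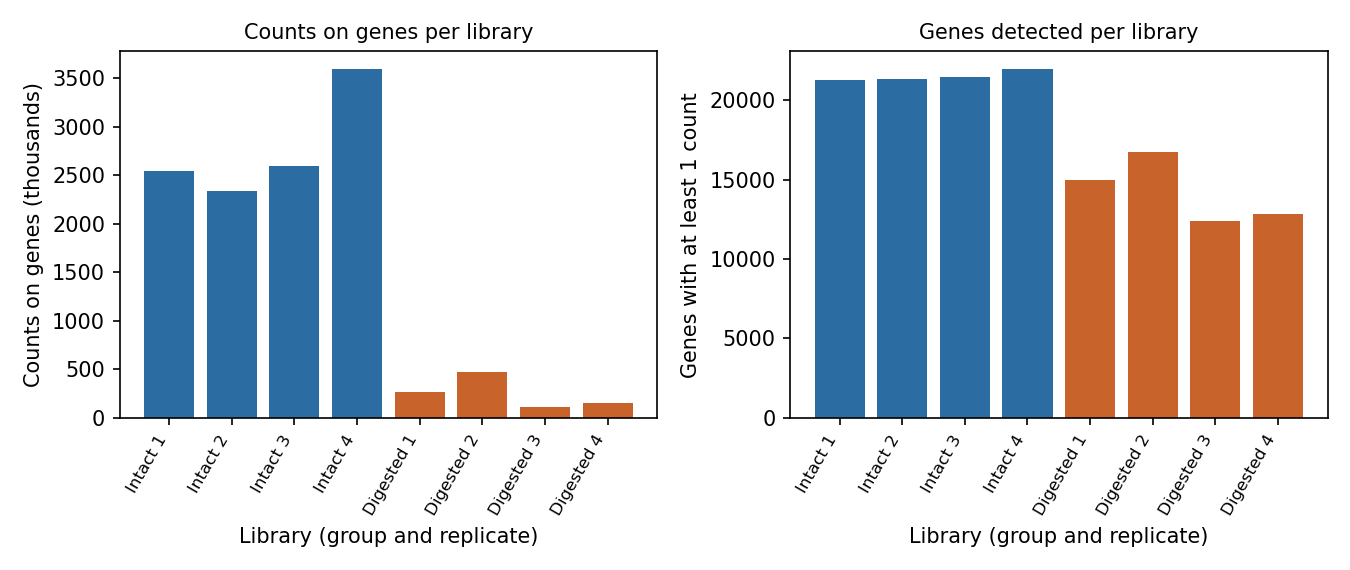
Counts on genes, on an axis scaled down for legibility (left), and number of genes with at least 1 count (right) for each of the 8 libraries, 1 bar per library, intact roots in blue and digested roots in orange. Every digested library lies below every intact library in both measures, the largest digested total being 471019 and the smallest intact total 2333236.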

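With digestion, 5048 of the tested genes changed at an adjusted p under 0.05, which is 38.5%. Of these, 2618 were higher and 2430 lower in digested roots. The median absolute log2 fold change of the changed genes was 1.80, and the biological coefficient of variation between replicates was 18.1%. The groups did not overlap in 4876 tested genes, or 37.2%. Chance alone gives 2.86% if all libraries vary alike, which the shallower digested libraries need not do, so that level is only a rough guide. Scaling by total counts moved the split most, to 2048 higher and 3722 lower, and upper-quartile factors gave 2096 higher and 3507 lower. These factors shifted the log2 fold change of the tested genes by a median of -0.31 and -0.27, and DESeq2's size factors shifted it by -0.14. The paper states that protoplasting-induced genes were identified by bulk RNA-seq and left out of data integration and differential expression analysis, in order to mitigate the effect of protoplasting on gene expression.

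**Figure D2:**
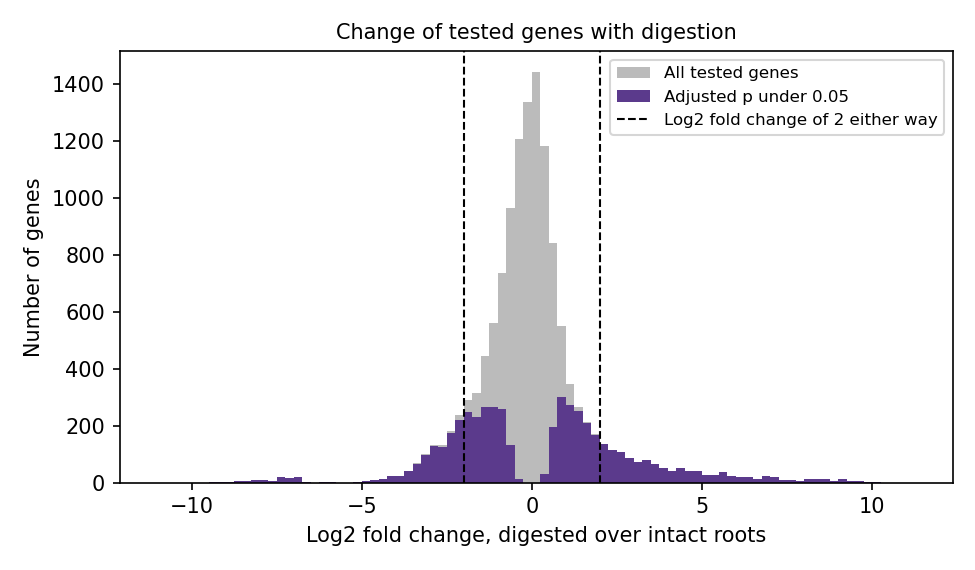
Histogram of the log2 fold change of digested over intact roots for all tested genes (grey) and for the 5048 with an adjusted p under 0.05 (purple), in number of genes. Dashed lines mark a log2 fold change of 2 either way.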

**Fig. 1:**
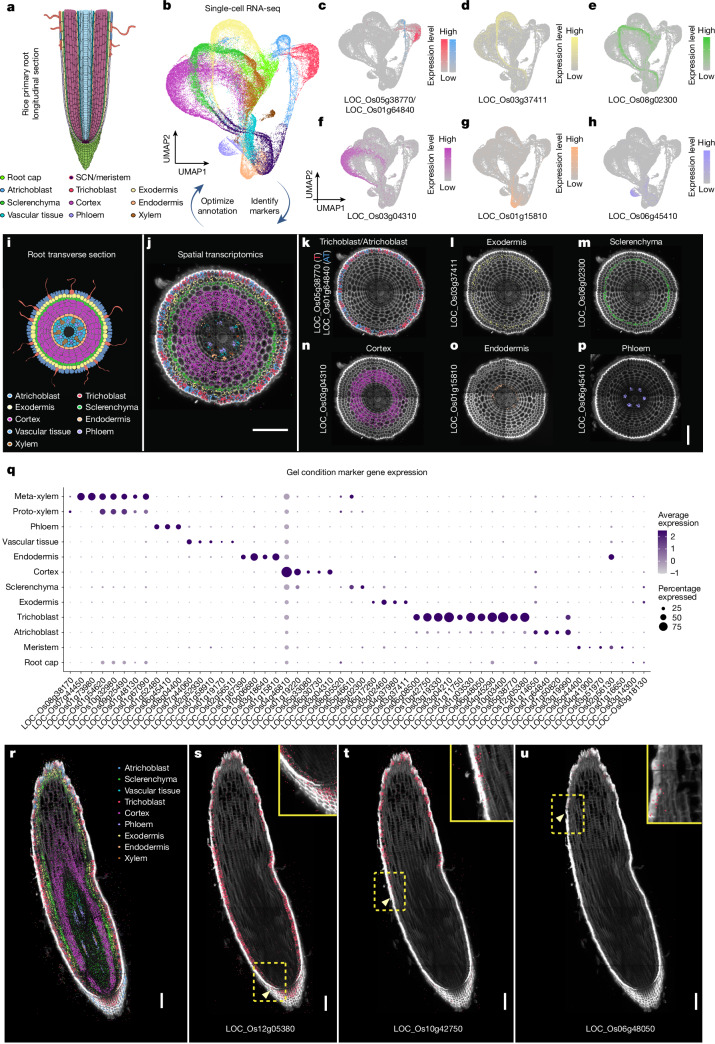
scRNA-seq and spatial transcriptomic analysis reveals trajectories and markers for rice root cell types. **a**, Illustration of rice primary root anatomy with different cell types highlighted. The stem cell niche (SCN), initial cells, daughter cells and other meristematic cells are labelled as SCN/meristem. Non-conducting stele tissues (pericycle, procambium and vascular ground tissue) are annotated as vascular tissue. **b**, UMAP visualization of major root cell clusters, with each dot representing a single cell. **c**–**h**, Expression of identified cell type markers in scRNA-seq data, with colour scales indicating normalized, corrected UMI counts: trichoblast and/or atrichoblast (**c**), exodermis (**d**), sclerenchyma (**e**), cortex (**f**), endodermis (**g**) and phloem (**h**). **i**, Schematic of the rice primary root transverse section. **j**, Spatial transcriptomic visualization of major cell type markers in transverse root sections. Each dot represents a detected mRNA molecule, colour-coded by cell type. **k**–**p**, Spatial expression of cell type markers in 5-day-old rice roots using Molecular Cartography: trichoblast and/or atrichoblast (**k**), exodermis (**l**), sclerenchyma (**m**), cortex (**n**), endodermis (**o**) and phloem (**p**). *n* = 9 biological replicates. **q**, Dot plot of cell type marker expression in gel samples. Dot size indicates the percentage of cells expressing each gene, and colour intensity represents average scaled expression. The full marker gene and their annotation list is in Supplementary Table 3. **r**, Visualization of major cell type marker expression in rice root longitudinal sections. Each dot denotes a detected mRNA molecule, with different colours denoting different cell types. **s**–**u**, Spatial analysis of trichoblast markers LOC_Os12g05380, *OsGT3* (**s**); LOC_Os10g42750, *OsCSLD1* (**t**); LOC_Os06g48050 (**u**), with detected mRNA molecules shown in red. Yellow arrowheads indicate the earliest expression along the proximal–distal root axis. Insets highlight expression initiation regions (yellow boxes, **s**,**t** 2X and **u** 3X). *n* = 3 biological replicates for gel-grown root longitudinal sections. Scale bars, 100 μm. Panels **a**,**i** adapted with permission from Xiaoying Zhu.

To ensure representation from all major developmental stages, we assigned developmental annotations to major cell types by comparing each cell’s transcriptome with bulk RNA-seq expression profiles of manually dissected root tissue segments corresponding to meristematic, elongation and maturation zones (Extended Data Fig. 1a and Supplementary Data 2). scRNA-seq studies often rely on pseudotime analysis to infer developmental stages, a computational method that orders cells on the basis of gene expression similarities but does not represent actual time. This approach is influenced by the choice of the starting point, which can affect interpretations. In our study, we integrated bulk RNA-seq data from rice root tissues at distinct developmental stages. Using stage-specific marker genes, we directly annotated developmental stages in our scRNA-seq dataset, aligning it more closely with experimental observations. This developmental-stage annotation is unique in our scRNA-seq dataset, compared to the previously published ones^8,10,11^.

High Spearman correlation among transcriptional profiles of all samples confirmed minimal batch effects (Extended Data Fig. 1b). For cell type annotation, we initially used principal component analysis (PCA) and clustering techniques, followed by the calculation of *z*-scores for published markers (Methods). However, because of the limited number of validated cell type markers, a substantial proportion of cells remained unannotated. To address this limitation, we used Molecular Cartography, an optimized multiplexed fluorescence in situ hybridization technology^12,13^. This allowed us to explore in situ gene-expression profiles for the candidate cell type markers identified in our putatively annotated cell type clusters. Our spatial transcriptomic experiments validated the cell type-specific expression of more than 40 markers (Fig. 1i–p, Extended Data Fig. 2, Supplementary Table 3 and Supplementary Data 3 and 4). We then refined our cell type annotation, relying on the expression patterns of validated markers in scRNA-seq clusters (Fig. 1c–h,q). The iterative feedback loop between scRNA-seq and spatial transcriptomics significantly increased the number of reliable markers for the major root cell types, enhancing cell annotation quality.

Integrating scRNA-seq and spatial transcriptomic data also showed temporal gene-expression dynamics. Pseudotime analysis demonstrated a continuous differentiation trajectory of rice root epidermis (Extended Data Fig. 1c,d), and we examined temporal expression patterns of differentially expressed genes (DEGs) involved in root hair differentiation (Extended Data Fig. 1e). Among the DEGs, three genes (LOC_Os12g05380, *OsGT3*, encoding a putative xylosyltransferase (XXT); LOC_Os10g42750, *OsCSLD1*, encoding Cellulose Synthase Like D1; LOC_Os06g48050, unannotated) showed a sequential pattern of expression along root hair differentiation, detected in both scRNA-seq data and spatial transcriptomics data (Fig. 1r–u and Extended Data Fig. 1f–k). Overall, our approach generated a high-resolution scRNA-seq atlas, with confidently annotated cell types and developmental stages.

## Soil-grown roots modify expression in outer tissues

To investigate the cell type-specific responses to natural soil condition relative to the gel-based condition, we used our standardized soil-based growth regime^14^. Xkitaake rice seedlings were cultivated in soils for 3 days, their roots were then harvested, after which scRNA-seq was conducted on protoplasts isolated from two biological replicates of 1-cm root tip segments. Root tip samples encompassed meristem, elongation and early maturation zones. To leverage our gel-based data for interpreting our soil-based data, gel-based and soil-based scRNA-seq datasets were integrated (Methods). Although the scRNA datasets obtained from different growth conditions could be distinguished with sample-wise correlation analyses, the gel-grown roots showed high one-to-one similarities with the soil-grown roots across almost all cell clusters (Extended Data Fig. 3b,c,h). Most validated cell type markers detected in our Molecular Cartography examination remained expressed in their target cell types under soil conditions (Fig. 2d–l, Extended Data Fig. 5a and Supplementary Data 5 and 6). We thus relied on the expression patterns of these marker genes to annotate the major cell types in our soil-based scRNA-seq data (Extended Data Fig. 3a,b and Supplementary Table 4). We verified the relatively high correlation of individual cell types between the two growth conditions (Extended Data Fig. 3d,f). Our scRNA-seq analysis showed a notable decrease in the number of root hair cells detected under soil conditions. To verify this reduction in trichoblast cell numbers, we examined the expression of a root hair cell-specific marker line (*proCSLD1::VENUS-N7*). Imaging showed highly similar expression patterns between gel and soil conditions, indicating that the observed decrease is probably due to the loss of root hair cells during the protoplasting process (Extended Data Fig. 3i–k). In conclusion, we managed to annotate our soil-based scRNA-seq data with our knowledge gained from both gel-based scRNA-seq data and spatial transcriptomic application to soil-grown roots.

**Fig. 2:**
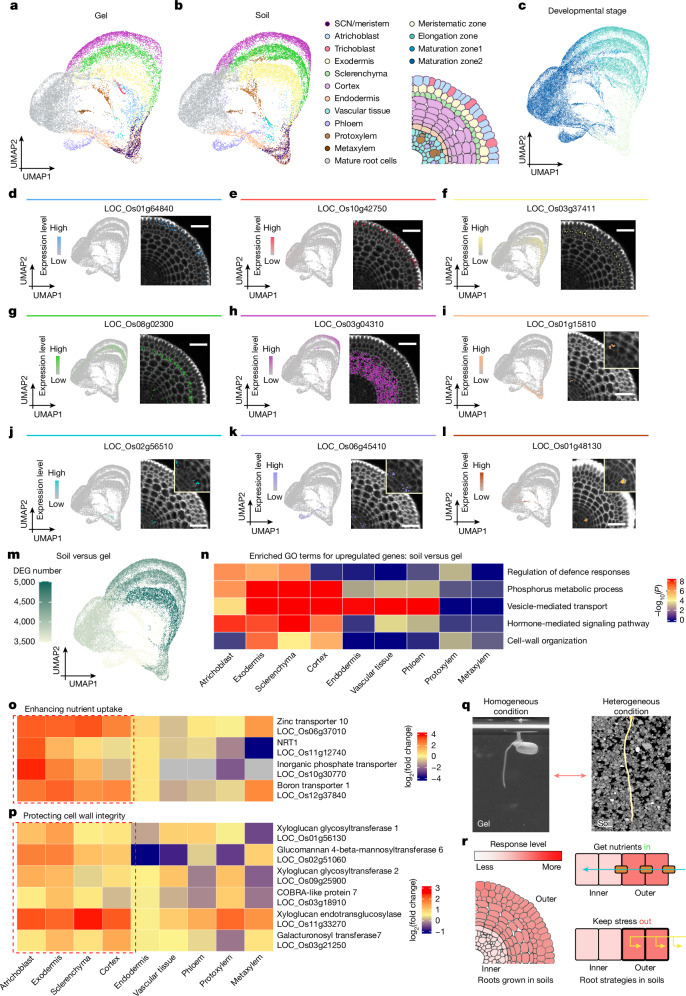
In comparison to artificial gel, growth in soils induces differential gene expression in outer root cell layers. **a**,**b**, UMAP projection of scRNA-seq from 21,356 cells from roots grown in gel (**a**) and 27,744 cells from roots grown in soils (**b**). Colours indicate cell type identity. **c**, UMAP projection with developmental-stage annotations, based on bulk RNA-seq data from rice roots grown in gel. **d**–**l**, Cell type marker expression in scRNA-seq and spatial data from roots in non-compacted soils: atrichoblast (**d**), trichoblast (**e**), exodermis (**f**), sclerenchyma (**g**), cortex (**h**), endodermis (**i**), vascular tissue (**j**), phloem (**k**) and xylem (**l**). Colour scale in feature plots shows normalized UMI counts. Spatial transcriptomics show marker expression in transverse sections, with dots representing detected mRNA molecules. Insets show magnified views (**i** ×1.8, **j**–**l** ×1.6). *n* = 4 biological replicates. Full marker gene list is in Supplementary Table 3. **m**, UMAP visualization of DEG numbers in gel versus soil conditions. The outer cell layers (exodermis, sclerenchyma and cortex) have more DEGs compared to the inner cell layers (endodermis and stele). **n**, Top enriched GO terms for upregulated genes in soil-grown roots include defence response, phosphorus metabolism, vesicle transport, hormone signalling and cell wall organization, mainly in outer cell layers. *P* values were calculated using a one-tailed hypergeometric test with g:Profiler2 g:SCS for multiple comparison correction. **o**,**p**, Nutrient uptake (**o**) and cell wall strengthening genes (**p**) are induced in soil-grown roots, particularly in epidermis, exodermis, sclerenchyma and cortex (red box), highlighting their role in adapting to heterogeneous soil environments. Grey boxes indicate genes not detected in the analysis. **q**, Schematics illustrating rice roots grown in homogeneous gel versus heterogeneous soils. **r**, Single-cell transcriptomics indicate that outer cell layers respond more to soil heterogeneity, enhancing nutrient uptake to support root development while mitigating local stress effects on growth. Scale bars, 50 μm. Source Data

To delve into the mechanisms governing cell type-specific responses to soil growth conditions, we conducted differential expression analysis for confidently annotated root cell types and developmental stage-enriched groups (Methods). This analysis revealed 11,259 DEGs (fold change greater than 1.5, false discovery rate less than 0.05, Supplementary Table 5). Notably, 31% of DEGs were altered in a single cell type or developmental stage, indicating that changes in growth conditions modulate distinct sets of genes in specific cell type contexts (Extended Data Fig. 5m,n). Most DEGs were found in the outer root cell types (epidermis, exodermis, sclerenchyma and cortex), whereas the inner stele layers (such as phloem and endodermis) showed relatively minor changes (Fig. 2a–c,m and Extended Data Fig. 5m). This pattern indicates that even under non-stressed soil conditions, roots modify their gene expression compared to gel-grown roots, particularly in outer cell layers.

Gene ontology (GO) analysis of these DEGs revealed the functional classes enriched in outer tissues of soil-grown roots notably include nutrient metabolism (particularly phosphate and nitrogen pathways), alongside vesicle-mediated transport, cell wall integrity, hormone-mediated signalling and defence responses, compared to axenic gel conditions (Fig. 2n–p, Supplementary Table 6). The increased expression of genes involved in nitrogen and phosphorus metabolism in outer cell layers further indicates that root cells dynamically adjust their metabolic processes to respond to fluctuating nutrient availability in soils. We also identified several micro nutrient (zinc and boron) uptake-related genes (*OsZIP10* and *OsBOR1*) showing enhanced expression in the outer cell layers. Our scRNA-seq analysis indicates that roots use various adaptive strategies to improve nutrient uptake, including strengthening cell wall integrity, enhancing cell communication by means of hormone signalling and using vesicle-mediated transport mechanisms, in response to the heterogeneous distribution of nutrients in the soils.

In our study, we used the model rice variety Xkitaake to establish our scRNA-seq resource given the wealth of functional resources available in this background including mutant collections^15^ and exploited in our recent study^2^. However, Xkitaake is a transgenic line containing the *XA21* gene, which encodes a plasma membrane-localized protein that confers resistance to *Xanthomonas oryzae* pv. *oryzae* (Xoo) in rice. To assess the potential influence of *XA21* on rice root gene expression, we conducted scRNA-seq on Kitaake genotype under both gel and soil conditions (Extended Data Fig. 4a–e). Cell type annotation revealed similar enrichment of DEGs in outer root cells as observed in Xkitaake (Extended Data Fig. 4a and Supplementary Tables 7 and 8). We further validated the enriched GO terms through a comparative scRNA-seq analysis of the Kitaake genotype. The GO term enrichment patterns and associated gene expression changes (Supplementary Table 9), related to nutrient homeostasis, cell wall integrity, hormone-mediated signalling and vesicle-mediated transport were consistent between Xkitaake and Kitaake in the scRNA-seq analysis (Extended Data Fig. 4c–e). For defence responses, scRNA-seq analysis of Xkitaake compared to Kitaake showed relatively higher expression of defence-related genes in Xkitaake (Extended Data Fig. 4h,i), indicating that *XA21* can enhance defence responses under changing growth conditions. However, when examining specific defence response genes in Kitaake under soil versus gel conditions, we also detected their induction in soil conditions (Extended Data Fig. 4f,g,j,k). Thus, although *XA21* is not required for the enhanced defence response observed in natural soils as compared to the gel growth regime, it amplifies the defence response triggered by these growth condition changes.

Hence, compared to when propagated in sterile homogeneous gel, roots grown in soils seem to adapt to their heterogeneous environment by upregulating defence, nutrient and cell wall-related gene expression across all the cell types. The outer cell layers are more responsive compared to the inner cell layers, reinforcing nutrient uptake (that is, ‘get nutrients in’) and cell wall integrity, to facilitate root exploration for heterogeneous resources in soil (Fig. 2q,r). This cell layer-specific responsiveness also helps to protect developing roots from abiotic and biotic signals (that is, ‘keep stress out’) that are unevenly distributed in natural soils (Fig. 2q,r). These important insights highlight the benefit of applying single-cell profiling approaches on samples grown in a natural soil environment.

## Soil compaction triggers root ABA and barrier formation

Root systems can adapt to contrasting soil stresses, yet how their responses are programmed at the individual cell scale remains unclear. Soil compaction reduces the ratio of air spaces versus soil particles, resulting in higher mechanical strength that impedes root growth and triggers adaptive responses^6^. To show how individual root cell types exposed to compaction stress modify their gene-expression profiles, scRNA-seq and spatial transcriptomic datasets were generated from roots grown at higher soil bulk density (1.6 g cm^−^^3^ compared to 1.2 g cm^−^^3^; Fig. 3a–c and Methods). Molecular Cartography revealed most validated cell type markers remained expressed in their target cell types under compacted soil growth conditions (Fig. 3c, Extended Data Fig. 5b–l and Supplementary Data 7 and 8). This is consistent with the detected high correlation between two soil conditions across most cell layers (Extended Data Fig. 3e,g).

**Fig. 3:**
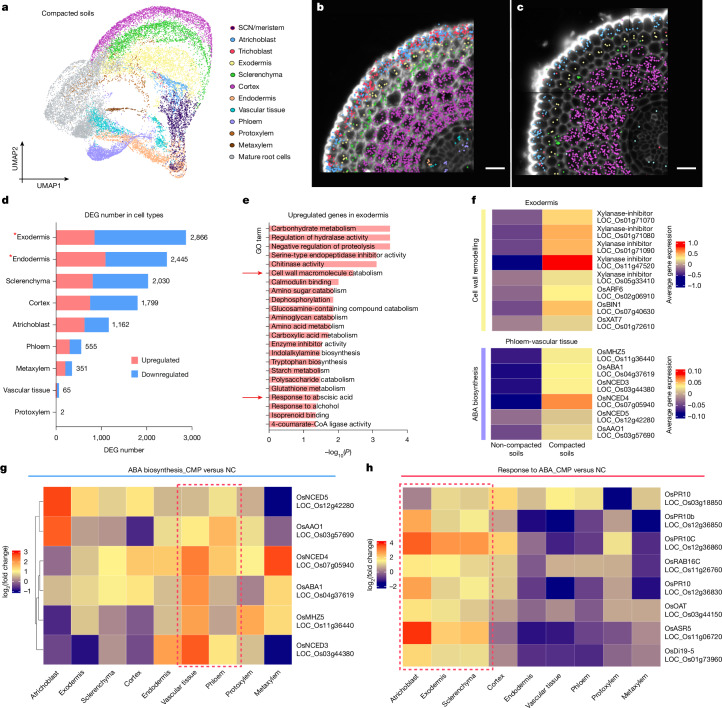
Soil compaction stress triggers root cell type-specific expression changes including ABA and barrier formation genes in stele and exodermal tissues. **a**, UMAP visualization of scRNA-seq of rice primary roots grown in compacted soils. Colours indicate cell type annotation. **b**,**c**, Spatial expression maps of major cell type markers in transverse root sections from non-compacted (**b**) and compacted (**c**) soils. Dots represent detected mRNA molecules, colour-coded by cell type. *n* = 4 biological replicates for compacted soil-grown roots. **d**, The number of DEGs between non-compacted and compacted soil conditions for nine annotated rice primary root cell types. The numbers next to the bars represent the total number of DEGs in the specific cell type. Exodermis and endodermis, marked by red asterisks, are the two cell types with the most DEGs, indicating that they are particularly influenced by soil compaction. **e**, Enriched GO terms for upregulated exodermis genes under compaction. Cell wall metabolism and ABA responses are highlighted (red arrows). The one-tailed hypergeometric test with g:Profiler2 g:SCS algorithm was used for *P* value calculation. **f**, Heatmap presenting the average of normalized gene expression for the upregulated DEGs relevant to cell wall remodelling in exodermis (top), and ABA biosynthesis in phloem-related vascular tissue (bottom). Colour bars indicate the scaled expression level in these cell types. **g**, Heatmap showing the spatial expression pattern of key ABA biosynthesis genes in compacted versus non-compacted soil conditions. The vascular tissues and phloem cell files are demarcated with a rectangular border highlighting the tissue-specific induction of ABA biosynthesis genes. **h**, Heatmap showing the spatial expression pattern of key ABA-responsive genes in compacted versus non-compacted soil conditions. The outer cell layers are marked with a rectangular border highlighting the outer tissue-specific induction of ABA-responsive genes. Scale bars, 25 μm. Source Data

Next, we performed a comparative analysis to determine the most transcriptionally affected cell groups and understand the nature of their responses to soil compaction stress. We further checked the DEGs for each confidently annotated root cell type and developmental stage-enriched groups. We identified 7,947 DEGs (fold change greater than 1.5, false discovery rate less than 0.05). Here 42% of DEGs were altered in a single cell type or developmental stage (Extended Data Fig. 6a–d). Notably, exodermis and endodermis emerged as the two cell layers particularly influenced by soil compaction, showing the highest number of DEGs (Fig. 3d, Extended Data Fig. 6b and Supplementary Table 10).

Analysing enriched GO terms for the most affected cell types, exodermis and endodermis, showed a significant association with cell wall component metabolism (Fig. 3e, Extended Data Fig. 6f–h and Supplementary Table 11). The group of cell wall-related proteins with differential gene expressions included EXPANSINS (EXPA), a family of plant cell wall regulatory proteins that facilitate turgor-driven cell enlargement^16^. Notably, bulk RNA-seq of Xkitaake also showed similar induction of EXPA in compacted soil conditions (Supplementary Table 12 and Extended Data Fig. 7c). The upregulation of EXPA gene expression in both the exodermis and cortex (Extended Data Fig. 7c and Supplementary Table 10), is consistent with the observed enlarged cell area for both cell types under compacted soil conditions as roots undergo radial expansion (Extended Data Fig. 7e–h and Supplementary Table 13), necessitating cell wall remodelling of outer root tissues^17^. A deeper analysis of the DEGs pinpointed several genes encoding xylanase inhibitors, indicative of secondary cell wall formation, given xylan’s significant role as a secondary cell wall component^18^. In addition, xylanase inhibitors are important defence components, primarily found in the cell walls of monocots where they inhibit the hemicellulose-degrading activity of microbial xylanases. This indicates that root defence responses are also activated by soil compaction. In addition, we observed upregulation of other genes involved in cell wall metabolism in the exodermis with soil compaction, including *XTH22* (LOC_Os02g57770), *OsARF6* (LOC_Os02g06910)^19^ and *OsBRI1* (LOC_Os07g40630)^20^ (Fig. 3f, top). Similar upregulation of cell wall-relevant genes was detected in the endodermis (Extended Data Figs. 6c and 7a–d), indicating the induction of cell wall metabolism in both exodermis and endodermis.

A group of water stress-responsive genes also showed enhanced expression in both exodermis and endodermis under compacted soil conditions (Extended Data Fig. 6e). The induction of water stress relevant genes indicates root tissues experience water stress in compacted soils, leading us to investigate the expression of genes relevant to abscisic acid (ABA), which is tightly linked to water stress^21–23^. Significantly, enriched GO terms for upregulated genes in exodermis also included the class ‘response to ABA’ (Fig. 3e). We thus checked the spatial expression of ABA biosynthesis genes in our scRNA-seq dataset. We identified strong upregulation of *OsAAO1* and *OsNCED* genes (which encode enzymes catalysing the last steps of ABA biosynthesis) in phloem-derived vascular tissue^23^ (Fig. 3f, bottom and g and Extended Data Fig. 8a). We also noted induced expression of ABA-responsive genes in other outer cell layers (beside exodermis) in response to soil compaction (Fig. 3h and Extended Data Fig. 8c). Moreover, we also found similar induction of ABA biosynthesis genes in our bulk RNA-seq in compacted soil conditions (Extended Data Fig. 8b).

Our scRNA-seq analysis shows that ABA biosynthesis occurs predominantly in inner cell layers, whereas ABA responses are activated in outer cell layers. This aligns with published findings that ABA synthesized in the root stele moves radially outwards with water flux to activate responses in outer tissues^24^. Hence, our scRNA-seq dataset demonstrates how compaction stress drives coordinated, cell-specific responses to stress signals, such as ABA, progressing from the inner to the outer root cell layers.

## ABA induced root barriers reduce water loss during compaction

Soil compaction is known to exert water stress on roots as moisture release is reduced from the smaller soil pores^25^. The coordinated regulation of suberin and lignin accumulation in roots is essential to maintain the water balance for various plant species^26,27^. Our scRNA-seq analysis revealed upregulated expression of many lignin and suberin biosynthesis genes in outer (exodermis) and inner (endodermis) root cell layers that can form apoplastic water-impermeable barriers (Extended Data Fig. 6i). We found similar induction of several lignin and suberin biosynthesis genes in our bulk RNA-seq dataset in compacted soil conditions (Extended Data Fig. 6i). To validate our expression results, histochemical staining was performed for lignin (basic fuchsin) and suberin (fluorol yellow) in mature wild-type (WT) rice root tissues exposed to non-compacted and compacted soil conditions. Our imaging of these barrier components revealed higher lignification (Fig. 4a versus 4e) and suberization (Fig. 4b versus 4f) in root exodermal, endodermal and vascular cell types exposed to compacted soil conditions. To test whether compaction stress induced barrier formation is regulated by ABA, we characterized lignin and suberin levels in roots of the rice ABA biosynthesis mutant *mhz5* grown in compacted soils^28,29^. *MHZ5* expression is significantly induced by soil compaction in the phloem-related vascular tissue in our scRNA-seq dataset (Fig. 3f). In contrast to WT, *mhz5* roots did not show induction of lignin and suberin levels in response to compacted soil conditions (Fig. 4c versus 4g and Fig. 4d versus 4h and Extended Data Fig. 8m–t). Moreover, we also quantified lignin levels in WT and *mhz5* root tips grown under both compacted and non-compacted soils, showing a significant increase of lignin in WT, whereas the *mhz5* mutant showed no substantial difference under compacted conditions (Extended Data Fig. 8d). To further confirm the role of ABA in regulating barrier formation under compacted soil conditions, we analysed lignin and suberin patterns in two additional ABA biosynthetic mutants (*aba1* and *aba2*), both of which showed minimal barrier induction in compacted soils (Extended Data Fig. 8e–l) Hence, our results show that ABA has a key role in triggering barrier formation during compaction stress conditions, similar to the radial oxygen loss barrier being induced in stagnant soil conditions^30^.

**Fig. 4:**
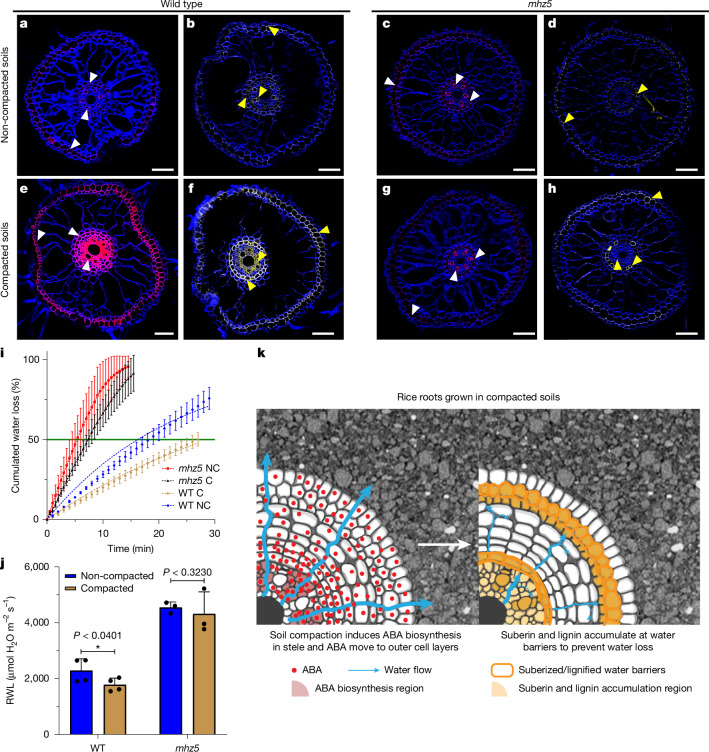
ABA-dependent suberin and lignin deposition protects rice roots against radial water loss under soil compaction. **a**–**h**, Histochemical staining of WT and *mhz5* root cross-sections from non-compacted (**a**–**d**) and compacted (**e**–**h**) soil conditions. **a**,**b**,**e**,**f**, Lignin staining (basic fuchsin, magenta, white arrowheads) of WT non-compacted (**a**) and compacted soil grown root (**e**) and suberin staining (fluorol yellow, yellow, yellow arrowheads) of WT radial root sections in non-compacted (**b**) and compacted soil (**f**) are shown. **c**,**d**,**g**,**h**, Similarly, lignin imaging of *mhz5* roots in non-compacted (**c**) and compacted soils (**g**) and suberin imaging of *mhz5* roots are shown in non-compacted (**d**) and compacted soil (**h**) conditions. Sections are roughly 2 cm behind the root tip. Staining experiments were repeated three times independently (*n* = 6 for non-compacted and *n* = 4 for compacted soils per experiment). **i**, Cumulative water loss in WT and *mhz5* segments (3 cm long including the root tip) under non-compacted or compacted conditions. Data are mean ± s.d. The models fitted are shown as a dashed line for both genotypes and growth conditions (two-phase decay). The green line marks the time when 50% of water was lost. C, compacted soils, NC, non-compacted soils. *n* = 5 replicates per genotype and conditions. **j**, Radial water loss rates quantified at the time point when 50% of the water was lost from roots. Statistical comparison was done by a one-tailed *t*-test. Bars indicate mean ± s.d. *n* = 4 for WT and *n* = 3 for *mhz5*. WT (*P* < 0.0401): * denotes a significant difference with *P* < 0.05; *mhz5* (*P* < 0.3230): difference not significant. **k**, Schematics illustrating rice root cell type-specific responses to soil compaction stress. Phloem relevant vascular tissue upregulates the expression of ABA biosynthesis genes. ABA targets outer root cell types, potentially following the outward water flow. ABA reaches outer cell layers, such as the exodermis, to induce water-impermeable barriers. ABA promotes suberin and lignin accumulation, forming water-impermeable barriers that enhance structural support, reduce radial water loss and protect root systems under compaction stress. Scale bars 50 μm (**b**,**c**,**e**) and 75 μm (**a**,**d**,**f**–**h**). Panel **k** adapted with permission from Xiaoying Zhu. Source Data

What is the physiological and functional importance of lignin and suberin barrier formation? One key link between secondary cell wall formation in barriers is the enhanced cell wall stiffness that helps to protect roots from soil mechanical stress. The higher expression and accumulation of lignin and suberin in the endodermis prompted us to analyse the cell wall stiffness of endodermal cells under both non-compacted and compacted soil conditions. Our phonon imaging revealed increased stiffness in the endodermal cell layer under compacted soil conditions (Extended Data Fig. 7i–n), providing direct evidence of rice roots enhancing cell wall rigidity to deal with mechanical stress.

On the basis of the induction of key water stress-responsive genes and enhanced barrier formation under compaction, we sought to delineate the actual role of the barriers in dealing with water stress in compacted soils. To evaluate this, we performed radial water loss experiments using WT and *mhz5* root tips grown in either non-compacted or compacted soil conditions. Three-centimetre-long root tips were excised from soil-grown roots and kept in a humidity-controlled environment to quantify the weight loss, as an indirect measurement of radial water loss. WT root segments grown in non-compacted soil conditions lost half of their water content in just 17 min, whereas root tips exposed to compaction stress took almost 25 min. Hence, cumulative water loss in compacted root tips was roughly 1.5 times slower than in non-compacted root tips (Fig. 4i). This reduction in radial water loss after exposure to compaction stress is not observed in *mhz5* mutant root tips (Fig. 4i,j and Extended Data Fig. 8u).

Our results show that ABA has a key role in triggering adaptive responses to compaction stress, which include induction of lignin and suberin barriers in the exodermis and stele cell types, which collectively act to prevent root radial water loss. The induction of ABA biosynthesis is a hallmark of physiological water stress conditions^31^. Our scRNA-seq approach provides spatial insights into the cascade of signalling events taking place in specific cell types when roots are exposed to soil compaction. In response to this soil stress phloem cells upregulate expression of biosynthesis genes for the abiotic stress signal ABA, which then targets outer root cell types such as the exodermis to form water-impermeable barriers to reduce root moisture loss (Fig. 4k).

## Discussion

Our study shows how cellular-resolution transcriptomic approaches can provide unprecedented new insights into root–soil interactions and adaptive responses. Most root stress studies performed so far have been conducted in aseptic growth systems such as gel-based media. However, plant roots are normally exposed to a heterogeneous soil environment, encompassing a range of textures, microbiomes and levels of moisture and nutrients^32^. Single-cell transcriptomics showed key transcriptional differences among cell types when grown in a natural soil system versus an axenic gel system. Transcriptional differences were predominantly confined to outer root tissues, whereas inner root cell types showed limited response. Upregulated genes in soil-grown roots included *NB-ARC*, *WRKY48* and those encoding cupin domain proteins and strip rust proteins, known to respond to bacterial, viral and fungal pathogens. Transcript levels of nucleotide-binding leucine-rich repeat genes (NLRs) are normally low in the absence of pathogens. The elevated spatial expression of NLRs indicates that outer root cell types are exposed to the soil microbes when cultured in real soil environments. Alternatively, plant roots may deliberately upregulate immune response component expression in outer root cell layers to prepare for the biotic heterogeneity in soil environments. In soil-grown roots, upregulated genes include transporters for macronutrients (nitrate and phosphate) and micronutrients (zinc, iron, magnesium, boron and potassium), as well as genes involved in defence responses, vesicle-mediated transport and cell wall remodelling. This expression pattern illustrates how plant roots sense diverse elements within natural soils and change molecular responses enhancing readiness to biotic challenges, nutrient transport to drive growth and development to explore the soil environments effectively. Thus, sensing of the external environment concomitantly with cell signalling and cellular reprogramming collectively orchestrate the growth and adaptation of plant roots in soil environments.

Root cell types growing in soils have to sense and respond to not only biotic but also abiotic stresses. Our study also explored how root cell types responded to the model abiotic soil stress, compaction. Radial expansion of outer root cell types (including exodermis, cortex and epidermis) represents a hallmark of plant adaptive growth response to soil compaction stress^32^ (Extended Data Fig. 7e–g). This adaptive growth response, primarily driven by radial cortical cell expansion, will necessitate the remodelling of cortical cell walls and, as a result of this expansion, all surrounding outer root cell layers would also undergo cell wall modifications. Consistent with this, our scRNA-seq dataset revealed enrichment of cell wall remodelling gene classes, including EXPA and GRPs (glycine rich protein genes), in outer cell types (Extended Data Fig. 7c). Also, considering the increased mechanical stress applied to neighbouring cell layers due to the expansion of cortical cells^17^ the responsive cell layers can either enhance the cell wall stiffness by cell wall remodelling, or expand themselves to release the stress. The accumulation of lignin and suberin at the exodermis and endodermis may also serve to enhance the mechanical stability of root tips. Indeed, our phonon imaging (Brillouin microscopy) provides direct evidence that rice roots reinforce cell wall rigidity at barriers to support and protect root systems and plants under compaction stress.

Soil compaction not only imposes mechanical stress on roots, but also reduces water and nutrient absorption. The latter is due, in part, to compacted soil pores being more difficult for roots to extract water from^28,33^, creating water stress-like conditions. Consistent with this, our scRNA-seq dataset revealed upregulation of key ABA biosynthesis genes in root vascular cell types in response to compaction stress (Fig. 3g and Extended Data Fig. 8a). Elevated ABA levels target outer root layers, potentially through the outward water flow^24^, triggering induced expression of ABA-responsive genes in these cell types (Fig. 3h). ABA-dependent root adaptive responses to compaction stress included elevated lignin and suberin accumulation in water barriers and stele cell types at the root maturation zone, as opposed to the younger regions (Extended Data Fig. 8m–t). We demonstrate that ABA-dependent formation of these barriers facilitates water retention in root tips during compaction stress.

Our study provides direct evidence of cell wall remodelling through increased expression of suberin and lignin biosynthesis genes, specifically in the exodermis and endodermis, as revealed by scRNA-seq data. This enhanced accumulation of suberin and lignin was further validated using fluorescent dye staining and direct quantification of lignin in rice roots. Our scRNA-seq analysis revealed many aspects of cell wall remodelling closely linked to cell wall properties, morphology and growth. Beyond EXPA genes, we examined the expression of cellulose synthase (CESA) and xyloglucan biosynthesis genes (Extended Data Fig. 7a–d). Both groups showed enhanced expression, with CESAs slightly induced in sclerenchyma and xylem cells, whereas xyloglucan biosynthesis genes showed strong but less cell type-specific patterns. These findings indicate that distinct aspects of cell wall remodelling are regulated by different cell type-specific mechanisms.

Besides ABA, ethylene and auxin are also reported to have roles in root responses to soil compaction. Comparative heatmaps of ethylene biosynthesis and signalling-related genes under compacted versus non-compacted soil conditions (Extended Data Fig. 9c,d,f) show the induction of several prominent ERF and EIL genes. Their enhanced expression was also supported by bulk RNA-seq data (Extended Data Figs. 9 and 10). However, no cell type-specific expression patterns were observed for these genes. Similarly, auxin signalling genes show increased expression under soil compaction (Extended Data Fig. 9a,b,e), but without cell type-specific induction. These findings indicate that ABA, rather than ethylene or auxin, drives cell type-specific gene expression changes in response to soil compaction.

Is the ABA-mediated radial water loss prevention functionally connected to root growth in compacted soils? As our previous study has revealed that *mhz5*, as well as other ABA biosynthesis mutants, *aba1* and *aba2*, all have relatively longer roots than WT in compacted soils^28^, we propose that increased water loss triggers enhanced root elongation. This may be a direct consequence of impaired cortical radial expansion and potentially reflects a root strategy to rapidly explore water resources.

In summary, our single-cell and spatial transcriptomics data provide insights into how root cells sense and respond to their biotic soil environment and abiotic stresses such as compaction in a cell type-specific manner. The single-cell resolution of our approaches has been instrumental in pinpointing key genes and cell types, pathways and processes, stress signals and inter-cellular signalling mechanisms that enable roots to adapt to growth in soils. Leveraging these new soil-grown root datasets will underpin efforts to develop crops more resilient to complex edaphic stresses and contribute to future-proofing plants against challenging environmental conditions.

## Methods

### Plant materials and growth conditions

The rice line used in this study is Xkitaake, a Kitaake line transformed with the *XA21* gene driven by the maize (*Zea mays*) ubiquitin promoter^15,34^. To ensure that the presence of *XA21* does not influence the gene-expression trends observed in our scRNA-seq analysis, we also included the non-transgenic Kitaake line for comparison. Seeds were dehulled, sterilized with 50% bleach for 30 min and rinsed five times with sterilized water. Rice seedlings were then inserted into Yoshida’s media solidified with 0.15% gellan gum (Gelzan, Caisson)^35^, with the embryo positioned facing upwards. Rice seeds were kept at 30 °C in the dark for 2 or 3 days until they germinated.

For gel-based growth conditions, germinated rice seedlings were then transferred to a Percival growth chamber set to 28 °C, and constant light (2,000 LUX) for 2–3 days before harvesting.

To establish the soil-based growth conditions, Wedowee sandy loam soils from Johnston County, NC, USA (15% clay, 75% sand, 15 g kg^−1^ organic C, 1 g kg^−1^ total N, cation exchange capacity (CEC) 6.4 meg per 100 g, base salt, 83%, P = 199 g m^−^^3^, K = 78 g m^−3^, Ca = 804 g m^−^^3^, pH 5.8) was used. Soils were air dried, crushed and then passed through a sieve with a 2-mm mesh size. To allow packing of soils to certain bulk densities, the soils were lightly sprayed with sterilized water and mixed thoroughly. Non-compacted soil condition was packed up to 1.2 g cm^−^^3^ (1.2 bulk density (BD)), Compacted soil was pressed to make 1.6 g cm^−3^ (1.6 BD). Soils were packed in three-dimensionally printed mesocosms at bulk density of 1.2 or 1.6 BD and then saturated with sterilized water^14^. In the soils (both compacted and non-compacted) used in our experiments, excess water was drained through gravitational pull to mimic the near-field capacity conditions. Germinated rice seedlings (maximum of four seedlings per mesocosm) with equivalent length radicles (roughly 0.5 cm) were placed below the soil surface (10 mm), and then grown in a Percival growth chamber set to 28 °C and constant light (2000 LUX) for 2–3 days before harvesting.

### Bulk RNA-seq profiling of rice root sections from meristem, elongation and maturation zones

Sections (root tip to end of lateral root cap, meristem; end of lateral root cap to the start of root hair elongation, elongation; 1 mm each beyond the start of root hair elongation, maturation 1 and maturation 2) were collected into 10 μl of RNA-later (Ambion) in the lid of a 1.5-ml tube. Samples were frozen in liquid nitrogen and stored at −80 °C, and then processed by grinding with a blue homogenization pestle. RNA was isolated using the Zymo MagBead RNA Isolation kit according to the manufacturer’s protocol (Zymo). RNA was used as input into the Lexogen QuantSeq 3′ FWD RNA-Seq library preparation procedure according to the manufacturer’s protocol, using the unique molecular identifier (UMI) PCR add-on kit. Libraries were indexed and pooled on an Illumina NextSeq. Reads were aligned to Michigan State University Rice genome v.7 with the STAR aligner^36^, deduplicated using UMI-Tools^37^ and counted with HTSeq-Count.

### scRNA-seq profiling of rice root protoplasts using the 10X Genomics Chromium system

For rice seedling harvesting, gel-grown rice seedlings were directly pulled out from the growth media and root tips were cut in the enzyme solution within the optimal osmotic conditions. For soil-grown rice seedlings, the three-dimensionally printed mesocosms were opened and rinsed with gentle water flow. The seedlings were exposed and further rinsed with a gentle water flow to remove attached soil particles. Gentle brushing with a small paint brush was also carried out to remove the remaining soil particles. The root tips were then cut in the enzyme solution with the optimal osmotic conditions.

For gel-based scRNA-seq protoplasting sample, roughly 1-cm root tips were harvested from 15–40 roots, chopped with sharp razor for 1 min and then placed into a 35-mm petri dish containing a 70-μm cell strainer and 4.5 ml enzyme solution (4% [w/v] cellulase (ONOZUKA R-10, GoldBio), 1.5% Macerozyme R10 (GoldBio), 0.24% Pectolyase (Sigma P3026), 0.4 M mannitol, 20 mM MES (pH 5.7), 20 mM KCl, 10 mM CaCl_2_, 0.1% bovine serum albumin and 0.000194% (v/v) 2-mercaptoethanol). The digestion was incubated on an 85-rpm shaker at 28 °C for 2.5 h with extra pipette mixing every 30 min. The resulting cell solution was filtered twice through 40-μm cell strainers, transferred into a Falcon Round-Bottom Polystyrene Test Tubes and then centrifuged for 5 min at 500*g* in a swinging bucket rotor. The pellet was washed with 2 ml of washing solution (0.4 M mannitol, 20 mM MES (pH 5.7), 20 mM KCl, 5 mM CaCl_2_, 0.1% bovine serum albumin and 0.000194% (v/v) 2-mercaptoethanol), and centrifuged again at 500*g* for 3 min. The washing step was repeated for one more time and the pellet resuspended in the washing solution (normally 50–80 µl) without CaCl_2_ at a concentration of roughly 2,000 cells per µl. Cell concentration was counted using a C-chips disposable hemocytometer (Fuchs Rosenthal, 20 µl, VWR, catalogue no. 22-600-102).

For soil-based scRNA-seq protoplasting, the procedure mirrors that of gel-based RNA-seq protoplasting, with modifications to chopping time (reduced to 45 s) and digestion time (extended from 2.5 to 3 h). These adjustments aim to enhance protoplast yield without introducing excessive debris. Despite careful washing of soil from root tips, a significant number of epidermal cells were probably removed, potentially altering the proportions of trichoblast and atrichoblast cells under different growth conditions. We conducted root trichoblast cell-specific reporter image analysis in gel, non-compacted and compacted soil conditions and we did not see a difference in the number of cells expressing the *proCSLD1:VENUS-N7* reporter^38^.

For chromium-based droplet production, we loaded 16,000 (32,000) cells, with the aim to capture 10,000 (20,000 for High Throughput version) cells per sample with the 10X Genomics Chromium 3′ Gene expression v.3 (for sc_7), v.3.1 (for sc_108, sc_109, sc_115, sc_116, sc_192, sc_193, sc_194, sc_195 and sc_196) or v.3.1 High Throughput (for sc_199, sc_200, sc_201 and sc_202, sc_303, sc_304, sc_305 and sc_306) kits.

### scRNA-seq data preprocessing

Raw sequencing reads underwent demultiplexing from Illumina BCL files to generate FASTQ files for each sample using CellRanger mkfastq (v.3.1.0, 10X Genomics). Subsequently, reads were aligned to the *Oryza sativa* genome BSgenome object (BSgenome.Osativa.MSU.MSU7) along with the MSU7 gene annotation file. This alignment was carried out using the scKB script within the COPILOT preprocessing pipeline^9^, which integrates kallisto^39^ and bustools^40,41^. Quality filtering of cells was performed with the R package COPILOT^9^. COPILOT uses a non-arbitrary scheme to eliminate empty droplets and low-quality cells, using a 5% mitochondrial expression threshold as the criterion for searching the initial cut-off defining low-quality cells (parameter mt.threshold set to 5). A single iteration of COPILOT filtering (parameter filtering.ratio set to 1) was applied, effectively segregating high-quality cells from the background, as indicated by barcode rank plots. To address issues related to doublets and outliers, the resulting high-quality cells underwent further filtering, removing the top 1% of cells based on UMI counts. Putative doublets were identified and removed using DoubletFinder^42^ with the estimated doublet rate from the 10X Genomics Chromium Single Cell 3′ Reagent Kit user guide.

### Normalization, annotation and integration of scRNA-seq datasets

Downstream analyses were conducted using Seurat v.3.1.5. Individual processing and examination of samples were performed, followed by data normalization using SCTransform^43^. As a standard step in scRNA-seq data processing, we identified protoplasting-induced genes using bulk RNA-seq (Supplementary Table 2). These genes were excluded from our analysis. Specifically, we conducted bulk RNA-seq comparisons between intact roots and digested roots to identify general protoplasting-induced genes. Furthermore, we compared roots digested for 2.5 versus 3 h to account for digestion time effects and further minimize their impact on gene-expression trends in the gel versus soil comparison (Extended Data Fig. 10).

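Among genes that the paper names elsewhere, OsNCED3 (LOC_Os03g44380), which encodes a 9-cis-epoxycarotenoid dioxygenase of abscisic acid (ABA) biosynthesis, rose from 2.59 ± 0.966 CPM (SD, n = 4) in intact roots to 38.4 ± 15.5 CPM (SD, n = 4) in digested roots. Its log2 fold change was 3.67 (standard error 0.45), with an adjusted p of 1.21e-07 from edgeR's quasi-likelihood test. OsNCED4 (LOC_Os07g05940) had 1 count over the 4 intact libraries and 56 over the 4 digested ones, a log2 ratio of 9.59 with a 95% counting interval of 7.05 to 14.92 (exact binomial, counting error only). MHZ5 (LOC_Os11g36440), also of ABA biosynthesis, went from 3.14 ± 1.03 to 17.7 ± 1.93 CPM (SD, n = 4 each). Its log2 fold change was 2.55 (standard error 0.51, adjusted p = 0.000175 by edgeR), from 36 counts in intact and 16 in digested roots. OsBRI1 (LOC_Os07g40630) went from 2.33 ± 0.736 to 68.6 ± 35.2 CPM (SD, n = 4 each), a log2 fold change of 4.72 (standard error 0.40, adjusted p = 9.46e-11 by edgeR). OsARF6 (LOC_Os02g06910) went from 15.6 ± 4.20 to 69.7 ± 22.5 CPM (SD, n = 4 each), a log2 fold change of 2.12 (standard error 0.31, adjusted p = 2.20e-06 by edgeR). For OsARF6 the value lay between 1.81 and 2.27 over the other ways of processing, so that it did not always reach 2. All 4 digested libraries exceeded all 4 intact libraries for each of these genes. The gene with the largest fitted log2 fold change of all tested genes, LOC_Os06g44010, had 1 count in intact and 148 in digested roots, a log2 ratio of 10.99 with a 95% counting interval of 8.49 to 16.31. LOC_Os09g31040 had no count in intact roots and 60.2 ± 41.8 CPM (SD, n = 4) in digested roots. In counts summed over the 4 libraries of each group and divided by their summed library sizes after TMM scaling, it was at least 307-fold higher in digested roots, taking 3 counts over the 4 intact libraries as the floor.

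**Figure D3:**
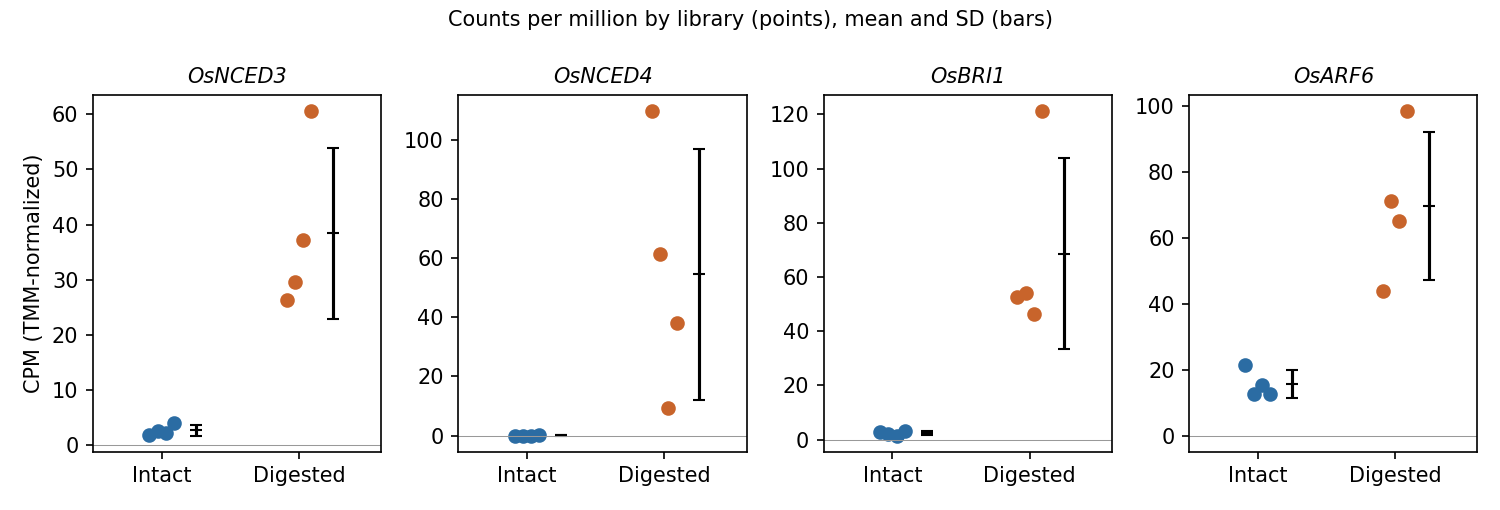
TMM-normalized CPM of OsNCED3, OsNCED4, OsBRI1 and OsARF6 in each of the 4 intact (blue) and 4 digested (orange) libraries, with the mean as a dash and the SD as a bar. In each panel, which has its own linear axis from about 0, the digested libraries lie above the intact ones.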

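The genes higher by a log2 fold change of at least 2 carried 23.1% ± 2.76 of the counts in digested roots and 2.55% ± 0.0799 in intact roots (SD, n = 4 each). The genes lower by as much carried 1.01% ± 0.236 in digested and 7.46% ± 0.241 in intact roots (SD, n = 4 each). Both shares differed between the groups by more than the spread of replicates (exact permutation test, two-sided, p = 0.0286), although the genes were chosen by the same comparison. With both directions left out, 74.2% ± 2.66 of the counts of digested roots and 87.7% ± 0.231 of those of intact roots (SD, n = 4 each) lay on the other tested genes.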

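Digested roots also had genes at lower levels than intact roots. OsBOR1 (LOC_Os12g37840) fell from 233 ± 33.1 to 68.7 ± 22.8 CPM (SD, n = 4 each), a log2 fold change of -1.75 (standard error 0.23) with an adjusted p of 5.27e-07 from edgeR's quasi-likelihood test. The trichoblast genes LOC_Os06g48050 and OsGT3 (LOC_Os12g05380) changed by -2.60 (standard error 0.37, adjusted p = 1.43e-06 by edgeR) and -2.44 (standard error 0.55, adjusted p = 0.000754 by edgeR), with 761 and 386 counts over the 4 intact libraries and 9 and 5 over the 4 shallower digested ones. OsCSLD1 (LOC_Os10g42750) changed by -1.63 (standard error 0.45, adjusted p = 0.00546 by edgeR), with 552 and 13 counts. LOC_Os09g23140, which had the lowest fitted log2 fold change of all tested genes, had 587 counts in intact roots and none in digested roots, and in summed counts was at least 14.2-fold lower against a floor of 3 counts over the 4 digested libraries. LOC_Os09g18450, with 485 counts and none, was at least 11.7-fold lower on the same floor, and its call was lost without digested roots replicate 2 (adjusted p = 0.0655 by edgeR, where the other alternatives went down to 9.64e-13). OsZIP10 (LOC_Os06g37010), with 100 and 4 counts, XTH22 (LOC_Os02g57770), with 62 and 8, and OsAAO1 (LOC_Os03g57690), with 49 and 2, were left out by the filter on low counts. Fitted without the filter, they were not called (adjusted p = 0.355, 0.494 and 0.617 by edgeR).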

All detected genes, excluding those associated with mitochondria, chloroplasts or affected by protoplasting (absolute log_2_ fold change greater than or equal to 2), were retained for analysis (Supplementary Tables 2, 5, 8 and 10). 

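At an absolute log2 fold change of at least 2 and an adjusted p under 0.05 (edgeR), 2209 genes differed between intact and digested roots, 1187 of them higher and 1022 lower after digestion. Which direction had more genes depended on the scaling, with 1105 higher and 1185 lower under DESeq2's size factors, 1023 and 1373 under total counts, and 1041 and 1337 under upper-quartile factors. The groups' CPM values did not overlap in 2115 of these genes, or 95.7%. In 11 of the higher genes the intact libraries had no count, and in 92 of the lower genes the digested libraries had none. With 3 counts as the floor, all 11 of the former but only 36 of the latter stayed past the threshold, since the digested libraries were shallower. At a fold change of at least 2, which is the wording of Supplementary Table 2, 4120 genes differed, 2090 higher and 2030 lower. Under the same other scalings, 1896, 1720 and 1760 were higher and 2409, 3007 and 2874 lower. Testing against the threshold itself (glmTreat) gave 874 higher and 145 lower genes at a log2 fold change of 2, the alternative that moved the lower count most. Leaving out 1 intact library moved the lower count to 623, 562, 571 or 601 for replicates 1 to 4. Only 8689 to 8805 genes were then tested, in place of 13104. Of the genes past the threshold in either direction that were still tested, 96.3% to 98.0% stayed past it. Leaving out 1 digested library gave 1222 to 1379 lower genes.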

PCA was executed by calculating 50 principal components using the RunPCA function (with approx = FALSE). Subsequently, uniform manifold approximation and projection (UMAP) nonlinear dimensionality reduction was computed by means of the RunUMAP function using all 50 principal components with default parameters.

These processing steps are detailed and documented in Jupyter notebooks (provided on GitHub at https://github.com/zhumy09/scRNA-seq-for-rice).

Data integration was carried out using Seurat v.3.1.5, following the Seurat reference-based integration pipeline^44,45^. The sample with the highest median UMI/gene per cell and the highest number of detected genes was selected as the reference (sample name, tz2; Supplementary Data 1). The 12 WT replicates (tz2, tz1, sc_108, sc_109, sc_7, sc_115, sc_116, sc_192, sc_193, sc_194, sc_195, sc_196) were used to construct the WT atlas shown in Fig. 1, including two previously published samples (tz1, tz2; Supplementary Data 1). For the integrated object containing eight samples shown in Figs. 2 and 3, comprising gel-grown (sc_192, sc_193, sc_194, sc_195) and soil-grown samples (sc_199, sc_200, sc_201, sc_202), sample sc_201 was chosen as the reference. These processing steps are detailed and documented in Jupyter notebooks (provided on GitHub at https://github.com/zhumy09/scRNA-seq-for-rice).

The cell type annotation for both integrated objects was based on markers (Supplementary Table 3) that have been previously validated and show specific local expression on the atlas UMAP. Marker gene-expression *z*-scores were calculated depending on clustering. Clusters were defined using the Seurat FindClusters function by testing the modularity parameter, ranging from res = 2 (low) to res = 300 (high), until the reasonable cluster numbers were reached. Coarse and finely-resolved clusters were annotated by comparing average marker gene *z*-scores. Cells annotated with the same cell identity by both resolutions were considered confidently annotated, forming the consensus annotation. This combination effectively annotated rare cell types while capturing major cell types given that high resolution and low noise provided by low-resolution are balanced. New reference expression profiles for each cell type were built by averaging the expression values for cells in the consensus annotation. All cells were then re-annotated using the correlation-based approach, which calculates Pearson correlation coefficients between each cell and reference expression profiles for cell types, assigning each cell the cell type with the highest correlation coefficient.

To eliminate the potential occurrence of specific cell groups being filtered out during our COPILOT-based scRNA-seq data preprocessing, possibility as a result of induced cell stresses, we also conducted an examination of the cell type identities for the low-quality cells and found no enrichment of any particular cell type (Supplementary Data 9). This confirmed that we have inclusively incorporated high-quality cells representative of all major cell types in an unbiased manner.

For developmental-stage annotation, correlation annotation compared each cell from scRNA-seq to bulk data from morphologically defined sections (Supplementary Data 2) for both the 12-sample WT atlas and the 8-sample integrated object grown in gel versus soil.

### Plotting gene-expression values on the UMAP projection

We examined the gene expression patterns by plotting the log-normalized, ‘corrected’ counts produced by the SCTransform function rather than the batch-corrected ‘integrated’ values. The UMAPs were generated with the ‘featureplot’ function in the Seurat package.

Jupyter notebooks illustrating the gene expression plotting process are available on GitHub at https://github.com/zhumy09/scRNA-seq-for-rice.

### Pseudotime estimation and heatmaps of gene-expression trends

Rice root epidermal cells were extracted from the integrated Seurat objects (12 gel-grown Xkitaake). Pseudotime was then inferred on the SCT assay of the extracted epidermal cells using Monocle3 (ref. ^46^). The learn_graph and order_cell functions in Monocle3 package were used to generate pseudotime metadata. Owing to the complexity of defining epidermal principal points, we opted to calculate pseudotime values separately for atrichoblast and trichoblast cells. Subsequently, these values were merged back into the pseudotime metadata. Furthermore, we manually delineated ten developmental groups. The construction of a UMAP representing the pseudotime trajectory and gene expression (SCT) was achieved using the ‘plot_cells’ and ‘plot_genes_in_pseudotime’ functions in the Monocle3 package. Differential expression analysis for genes was conducted using the ‘graph_test’ function within Monocle3. The modular expression trends of DEGs were visualized using the ComplexHeatmap package in R^47^.

Jupyter notebooks illustrating the pseudotime analysis process are available on GitHub at https://github.com/zhumy09/scRNA-seq-for-rice.

### Pseudobulk differential expression analysis

Pseudobulk methods, which aggregate cell-level counts for subpopulations of interest on a per-sample basis, have been identified as top performers for cross-condition comparisons in scRNA-seq^48,49^. Hence, we used a pseudobulk approach implemented in muscat (multi-sample multi-group scRNA-seq analysis tools)^48^.

Differential expression analysis was conducted for our non-compacted soil-based samples versus gel-based samples, as well as for our compacted soil-based samples versus non-compacted soil-based samples. Pseudobulk expression profiles for individual cell types in each sample were aggregated for these subpopulations by summing the raw counts (RNA assay) using the ‘aggregateData’ function. Subsequently, differential expression testing was performed using the edgeR method^50^ incorporated in the ‘pbDS’ function. A gene was considered differentially expressed in a given subpopulation if the false discovery rate adjusted *P* value was less than or equal to 0.05, absolute fold change was greater than or equal to 1.5, and detection frequency was greater than or equal to 10% in any of the included conditions. GO enrichment analysis was carried out on the DEGs using the R package gprofiler2 (ref. ^51^). Visualizations were generated using Seurat^45^, ComplexHeatmap^47^ and ggplot2 (ref. ^52^). The full tables containing gene-expression trends and GO term enrichment information for all detected genes and GO terms from the scRNA-seq data comparison across various growth conditions is available in Supplementary Data 10.

Jupyter notebooks illustrating the pseudobulk differential expression analysis process are available on GitHub at https://github.com/zhumy09/scRNA-seq-for-rice.

### Spatial transcriptomic sample preparation

The spatial transcriptomic sample preparation followed the protocol provided by Resolve Biosciences, with minor adjustment. Root parts of rice seedlings were isolated and fixed in a paraformaldehyde (PFA)-Triton-X solution: 4% [w/v] PFA (Sigma, catalogue no. 158127) and 0.03% Triton-X (Fisher Sci, catalogue no. AC327371000) in 1× PBS solution. The fixation was conducted within a 20-ml glass scintillation vial (Fisher Sci, catalogue no. 03-340-25N). The vial, containing rice roots, was placed on ice under a vacuum chamber. Vacuum was applied to the rice roots for 10 min, and this was repeated four times. Subsequently, the rice roots were rinsed with 1× PBS and dehydrated with an ethanol gradient (15, 30, 50, 70, 80, 90 and 100%), each concentration for 1 h on ice. The roots were then kept in 100% ethanol overnight.

For clearing the roots, a mixture of ethanol and Histo-clear (VWR, catalogue no. 101412-878) was applied in the following concentrations: 100% ethanol, 75% ethanol + 25% Histo-clear, 50% ethanol + 50% Histo-clear, 25% ethanol + 75% Histo-clear and 2× 100% Histo-clear, each for 1 h. The Histo-clear was then aspirated, and the vial was filled halfway with a mixture of 100% Histo-clear and melted paraplast (Leica, catalogue no. 39601006). The roots were included overnight at precisely 60 °C. The top half of Histo-clear was later replaced with paraplast, following an embedding routine that involved exchanging the top half of the embedding solution twice a day for 2 or 3 days until the sample stayed at the bottom of the containers.

The embedded roots were then mounted into plastic tissue embedding moulds (VWR, catalogue no. 15160-339) with properly adjusted orientation using flamed forceps. Paraplast-embedded roots were cut into 10-µm sections. These root tissue sections were transferred to cover slips provided by Resolve Biosciences, and the cover slip was placed in a slide dryer at 42 °C overnight. To prevent detachment issues, the cover slip could be placed in a 60 °C incubator for 5–30 min before proceeding to the next step.

Tissue sections mounted were deparaffinized with Histo-clear (100% Histo-clear, 100% Histo-clear, 25% ethanol + 75% Histo-clear, 50% ethanol + 50% Histo-clear, 75% ethanol + 25% Histo-clear, 100% ethanol). This was followed by rehydration with an ethanol gradient (100, 90, 80, 70, 50, 30%). The tissue was then permeabilized with proteinase K (Invitrogen, catalogue no. 25530049) buffer: 10 µm ml^−1^ Proteinase K, 100 mM Tris-HCl, 50 mM EDTA) and a 0.2% [w/v] glycine (Promega, catalogue no. H5073) solution. The tissue was also refixed with a 4% [w/v] PFA solution and acetylated with an acetylation solution: 0.1 M triethanolamine (Sigma, 90279), 0.5% [v:v] acetic anhydride (Sigma, catalogue no. 320102) and 0.4% [v:v] HCl in 1× PBS. Dehydration with an ethanol gradient (30, 50, 70, 80, 90, 100, 100%) followed.

Finally, SlowFade antifade Mountant (Invitrogen, catalogue no. S36967) was applied to the tissue, and the cover slip where the tissue sections were mounted was covered with another cover slip. A slide box was used to store the cover slips with root tissue, tightly sealed with parafilm and shipped with dry ice to Resolve Biosciences for messenger RNA (mRNA) detection and imaging, with Molecular Cartography technique.

In brief, preserved mRNA molecules were hybridized with specifically designed probes based on sequence complementarity. Each probe contained a long tail with many binding sites for various fluorescent dyes. These long tails facilitated several rounds of imaging of the same probe with different fluorescent colours, generating a unique barcode for each individual gene.

The probe–mRNA complexes were sequentially coloured, imaged and decoloured for several imaging rounds. Fluorescent signal images captured on the root tissue sections were processed to identify individual mRNA molecules. Detected mRNAs corresponding to the same gene were assigned a unified identity and false-coloured for clear visualization and presentation.

The raw data for the spatial transcriptomic data included in Figs. 1–3, Extended Data Figs. 2 and 5 can be found in Supplementary Data 4 (gel), Supplementary Data 6 (non-compacted soils) and Supplementary Data 8 (compacted soils).

### Spatial transcriptomic data analysis

The Resolve Biosciences dataset comprises both stained root images and transcript detection profiles. Staining images using Calcofluor white to visualize cell boundaries were processed using the ImageJ app provided by Resolve Biosciences. The Molecular Cartography plugin facilitated the visualization of mRNA detection. Transcript information was stored in a .txt file, which could be loaded using the Molecular Cartography plugin. Specific genes with mRNA detection were selected, and each assigned unique colours and dot diameters. The resulting mRNA detection images were saved as screenshots. Subsequently, image brightness and contrast were adjusted using the auto-setting in ImageJ, for presentation.

It is notable that the detected mRNA levels in roots grown in compacted soils were considerably lower compared to those grown in gel and non-compacted soil conditions. We suspect this may be due to reduced fixation efficiency. Roots grown in compacted soils undergo radial expansion, enhanced barrier formation and increased mucilage secretion (data not shown), all of which probably hinder formaldehyde penetration into inner cell layers. As a result, mRNA preservation efficiency is diminished, particularly for markers in the stele tissue. Despite these challenges, we successfully identified roughly 20 robust cell type-specific markers under compacted soil conditions, as detailed in Supplementary Data 8.

### Bulk RNA-seq of Xkitaake roots

Root tips (roughly 1 cm) from Xkitaake rice varieties were harvested from gel, non-compacted and compacted soil conditions, and flash-frozen in liquid nitrogen. For RNA isolation, root tips were ground to a fine powder in liquid nitrogen using a mortar and pestle, followed by the addition of 1 ml of RLT buffer to the powdered tissue. RNA was then isolated and purified using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. Raw reads were processed by removing adapter sequences and filtering out low-quality nucleotides (base quality lower than 5). HISAT2 was used to align reads to the *Oryza sativa* (Japonica) genome, and gene-expression levels were quantified using the fragments per kilobase of transcript sequence per million mapped reads) method. Differential gene expression (log_2_ fold change greater than or equal to 1.0) was analysed through read count normalization, model-dependent *P* value estimation (*P*_adj_ ≤ 0.05), and false discovery rate (FDR) adjustment.

### Cell area quantification

A 4% agarose gel was prepared and poured into a square petri dish, allowing it to cool for 2 min. Rice roots were then embedded in the gel for 45 min. Subsequently, the agarose block containing the root tips was radially sectioned with a razor. Transverse sections, each with a thickness of 500 µm at 0.7 cm from the root tips, were transferred to slides. Calcofluor white staining, at a concentration of 10 mg ml^−1^, was applied to the transverse sections on slides for 1 min. After aspirating the staining solution, a drop of sterilized water was added on top of the sections. The root transverse sections were imaged using Zeiss 880 Confocal microscopy (excitation wavelength 405 nm, emission wavelength 410–585 nm). For data collection with the confocal microscopy, we used Zen 2009 v.6.0.0.303.

The acquired confocal images in CZI format were converted to TIF format and opened with MorphoGraphX^53^. The images underwent the following processing steps: (1) Gaussian blur with *x*-sigma, *y*-sigma and *z*-sigma set to 1 µm. (2) Edge detect with a threshold of 100, multiplier of 2, adapt factor of 0.3 and fill value of 30,000. (3) Fill holes with the *x* and *y* radii both set to 10, threshold of 10,000, depth of 0 and fill value of 30,000. (4) Marching cube surface with a cube size of 5 µm and a threshold of 2,000. (5) Subdivide meshes and smooth meshes until the final vertices number was close to 700,000. (6) Project signal with minimum distance of 18, maximum distance of 22, minimum signal of 0 and maximum signal of 60,000.

The resulting mesh files, representing the sample structure, were then manually segmented to identify individual cells. The mesh number in segmented cells facilitated the final quantification of cell areas.

### Lignin and suberin imaging

Rice roots (WT (cv Nipponbare), *mhz5*, *aba1* and *aba2*) grown for 3 days under ± compaction conditions were gently removed from the 3D-printed soil columns, cleaned using deionized water and a thin brush, and embedded in 4% melted agarose. The agarose blocks containing the roots were then positioned in a vibratome (Leica), cut into 100-µm thick primary root cross-sections (1–1.5 cm or 2–2.5 cm behind the root tip), and stored in 20% ethanol. For lignin staining, the cross-sections were incubated for 10 min in a 0.2% solution of basic fuchsin dissolved in ClearSee^54^ and mixed 1:1 with aqueous calcofluor white to stain cell walls^55^. The stained cross-sections were quickly rinsed with ClearSee and then washed for 1.5 h in fresh ClearSee, replacing the solution halfway through.

For suberin staining, the primary root cross-sections were stained for 10 min in a 0.01% fluorol yellow solution dissolved in pure ethanol, prepared from a 1% fluorol yellow solution dissolved in dimethylsulfoxide. The stained cross-sections were rinsed once with deionized water and incubated for 10 min in aqueous calcofluor white. Finally, the cross-sections were washed 2–3 times in 50% ethanol for 20 min.

For confocal imaging, primary root tip cross-sections stained for lignin or suberin were mounted in a drop of ClearSee or 50% glycerol, respectively, and positioned on a Leica SP5 inverted confocal microscope. The excitation (Ex) and emission (Em) settings used were as follows: basic fuchsin, 561 nm (Ex), 600–650 nm (Em); calcofluor white, 405 nm (Ex), 425–475 nm (Em); fluorol yellow, 488 nm (Ex) and 520–550 nm (Em). For both basic fuchsin or fluorol yellow with calcofluor white, a sequential scanning was configured with the corresponding settings mentioned above.

### Lignin analysis from compacted root tips

The dried root tips (WT (cultivar Nipponbare) and *mhz5* mutant root tips) were grinded into a fine powder using a microcentrifuge tube with two metal beads (3 mm) for 1 min 30 s at 20 Hz, and then solvent extracted with sequential extractions of water (1 ml, 30 min, 98 °C), ethanol (1 ml, 30 min, 76 °C), chloroform (1 ml, 30 min, 59 °C) and acetone (1 ml, 30 min, 54 °C). The extract-free samples were dried under vacuum (overnight, 50 °C) and considered as cell wall residue.

Acetyl bromide lignin was determined as previously described^56^ with modifications. In brief, 1–2 mg of cell wall residue was incubated in 200 µl of acetyl bromide solution (25% acetyl bromide in glacial acetic acid) in a 2-ml Eppendorf for 3 h at 50 °C. After cooling the samples on ice, 360 µl of 2 M NaOH, 65 µl of 0.5 M hydroxylamine hydrochloride and 375 ml of glacial acetic acid were added. After centrifuging for 5 min at 14,000*g*, 50 µl of supernatant and 150 µl of acetic acid were added to wells of a 96-well ultraviolet transparent plate (Thermo Scientific). The absorption was measured at 280 nm with a microtitre plate reader (Microplate-reader SpectraMax 250, Sopachem), SoftMax Pro v.5 was used for collecting data and applying the extinction coefficient for grasses 17.75 g l^−1^ cm^−1^. Two technical replicates of each biological replicate were analysed.

### Radial water loss assay

Rice seedlings (either WT or *mhz5*), grown for 3 days under ±compaction, were gently removed from the three-dimensionally printed soil columns. They were then delicately brushed with deionized water to remove soil particles, and the diameter of each seminal root was measured. The primary root of each seedling (4–6 seedlings were used for each replicate) was cut into a 3-cm segment, including the root tip. After gently blotting with paper towels, each segment was positioned inside a five-digit balance closed chamber (Automatic balance, Mettler Toledo) over a thin nylon mesh. The cut ends of the segments were sealed using vacuum grease (Dow Corning) before placing them in the balance.

After 1 min of equalization inside the chamber, the fresh weight was recorded and subsequently, the weight was recorded every 30 s for up to 25–30 min. A constant relative humidity was maintained by adding bags with silica gel, which maintained the relative humidity inside the chambers at 30–35%. The silica gel was replaced after every three replicates. The temperature and relative humidity were monitored using a digital logger. Following the measurements, the root segments were wrapped and preweighed in aluminium foil and placed inside a 65 °C oven for 48 h to obtain the dry mass. The dry mass was subtracted from the initial fresh mass to obtain the total water content of each replicate. Water loss at every time point was recorded to plot the cumulative water loss (percentage of total water content). The length and diameter of the roots were used to calculate the total lateral surface, and the water loss at each time point was divided by this value to obtain the radial water loss rates (µmol m^−2^ s^−1^).

### Cell wall mechanical imaging in compacted soils (phonon imaging)

Phonon microscopy is an optical elastography technique that uses the phenomenon of Brillouin scattering to probe mechanical information in biological specimens with subcellular resolution. Phonon microscopy photoacoustically stimulates GHz frequency coherent acoustic phonons that, as they propagate through the specimen, periodically modulate the local refractive index that induces resonant optical scattering of a probe laser^57^. Through conservation of energy, the Brillouin scattered probe photons are frequency shifted by the phonon frequency (the so-called Brillouin frequency shift) and this can be detected either using a high-resolution spectrometer as with Brillouin microscopy^58^, or interferometrically in the time domain^59^.

Phonon microscopy is capable of measuring a specimen’s mechanical properties through the relationship between the measured Brillouin frequency shift (*f*_B_) and the sound velocity (*v*):

$${f}_{{\rm{B}}}=\frac{2nv}{{\lambda }_{{\rm{probe}}}}$$

for normal optical incidence where *n* is the refractive index and *λ*_probe_ is the optical probing wavelength. Provided *n* is known a priori, a measurement of the Brillouin frequency shift infers a measurement of the local sound velocity, which is determined by the elasticity of the specimen in the form of the longitudinal elastic modulus ($$M={\rho v}^{2}$$).

An absolute measurement of *M* requires knowledge about the mass density; however, refractive index and mass density of plant cells have been shown to vary substantially less than inter-specimen and inter-environmental variation in elasticity^60^. In this work, we use the relative difference in Brillouin frequency shift ($$\Delta {f}_{{\rm{B}}}$$) between the cell wall and the water:ethanol filled cytoplasm as a proxy for the relative difference in cell wall elasticity in compacted and non-compacted conditions. It is worth noting that the longitudinal modulus should not be directly compared with the Young’s modulus, as the two describe elasticity at very different time and frequency scales (for example, Hz to kHz deformations compared with GHz); however, it has been shown that there is an empirical relationship between the two quantities^61^.

### Sample preparation and signal processing for phonon microscopy

The harvested and cleaned root tips (1.5 cm) were embedded in 4% molten agarose within a three-dimensionally printed root tip cassette. Agarose blocks containing the root tips were sectioned transversely into 50-µm slices. These root cross-sections were fixed in 20% ethanol for phonon imaging experiments. A cross-section was laid flat onto a photoacoustic transducer (200-nm thick partially transparent metal:dielectric cavity on a 170-µm sapphire cover slip), covered in roughly 50–100 µl of water:ethanol medium and then topped with a glass cover slip. Residual medium was wicked away and the cover slip sandwich was sealed shut using varnish.

Once placed into the phonon microscope, a region of interest was selected (for example, the endodermis) and a 2D raster scan was performed. A phonon time-of-flight signal was detected at each spatial pixel position, and the relative Brillouin frequency shift (Δ*f*_B_) and the acoustic attenuation (*α*_B_) were measured for each pixel using a fast Fourier transform and wavelet transform, respectively (Extended Data Fig. 7i,j and k,l, respectively). The spatial resolution of the technique will be determined by the optical diffraction limit (a function of optical wavelength and numerical aperture), and in this case was roughly 300 nm. This is greater than the expected thickness of the cell wall, and so the technique is probing the average elasticity of the sample volume weighted by the optical intensity distribution.

To isolate the endodermal region of interest, the Brillouin and attenuation maps were manually segmented based on positioning, morphology and size. From these segmented datasets, Δ*f*_B_ versus *α*_B_ cluster maps were generated and then segmented using a two-component Gaussian mixture model. This grouped the data into two clusters that were labelled ‘background’ and ‘cell wall’. Intervals of roughly 70% confidence were determined within these clusters and mean Δ*f*_B_ and *α*_B_ values were calculated. The distributions identified through the two-component Gaussian mixture model are in good agreement with the spatial positions of the cell walls and cytoplasm regions.

Using the above methodology, we report in Extended Data Fig. 7n that the relative Brillouin frequency shifts in compacted endodermal cell walls are statistically significantly greater than the equivalent cell walls grown in non-compacted conditions (*P* < 0.0001). Furthermore, the measurements extracted from the cytoplasm regions can be used as a control, and a Yuen’s *t*-test indicates that the two groups are not statistically significantly different (*P* > 0.05). These data indicate that the compacted cell walls have greater elasticity than those grown in non-compacted soils.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-08941-z.

## Supplementary information

Reporting Summary

Supplementary Table 1 scRNA-seq sample high-quality cell numbers related to cell type and developmental-stage annotation related to Figs. 1–3.

Supplementary Table 2 Protoplast inducing gene list (include both protoplasted versus non-protoplasted and protoplasted for 3 h versus protoplasted for 2.5 h), together with rice mitochondrial and chloroplast gene lists.

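The sheet of genes that differ between protoplasted and non-protoplasted roots lists identifiers only, with neither fold changes nor directions, and the first 1999 of its 2358 rows were read here. Since this is part of the sheet, no overlap with it was tested, and look-ups of single genes are not given. Its description defines them by a fold change of at least 2, whereas the Methods give an absolute log2 fold change of at least 2. Without a p threshold, the deposited counts gave 2248 genes at the Methods' threshold, and 2184 higher genes or 4852 in both directions at the sheet's. The sheet on digestion time holds 232 genes from a comparison not analysed here.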

Supplementary Table 3 Cell type marker list identified through the integration of published data, single-cell RNA-seq data and spatial transcriptomics.

Supplementary Table 4 Clusters annotation for Xkitaake gel, non-compacted soils and compacted soils scRNA-seq integrated object based on average *z*-scores of cell type markers.

Supplementary Table 5 DEG list in each cell type in the comparison of Xkitaake scRNA-seq data between gel-grown roots and soil-grown roots.

Supplementary Table 6 Enriched GO term for DEGs in each cell type in the comparison of Xkitaake scRNA-seq data between gel-grown roots and soil-grown roots.

Supplementary Table 7 Clusters annotation for Xkitaake gel, non-compacted soils scRNA-seq and Kitaake gel, non-compacted soils scRNA-seq integrated object based on average *z*-scores of cell type markers.

Supplementary Table 8 DEG list in each cell type in the comparison of Kitaake scRNA-seq data between gel-grown roots and soil-grown roots.

Supplementary Table 9 Enriched GO term for DEGs in each cell type in the comparison of Kitaake scRNA-seq data between gel-grown roots and soil-grown roots.

Supplementary Table 10 DEG list in each cell type in the comparison of Xkitaake scRNA-seq data between non-compacted-soil-grown roots and compacted-soil-grown roots.

Supplementary Table 11 Enriched GO term for DEGs in each cell type in the comparison of Xkitaake scRNA-seq data between non-compacted-soil-grown roots and compacted-soil-grown roots.

Supplementary Table 12 The summary file of our bulk RNA-seq results, including (1) the normalized read counts for Xkitaake roots protoplasted for 2.5 h (P2.5 hours), Xkitaake roots protoplasted for 3 h (P3 hours), Xkitaake roots grown in gel conditions (Gel), Xkitaake roots grown in non-compacted soil conditions (NC) and Xkitaake roots grown in compacted soil conditions (CMP); (2) DEGs for comparison between Xkitaake roots P3 hours and P2.5 hours, DEGs for comparison between Xkitaake CMP and NC; (3) enriched GO terms for Xkitaake CMP and NC upregulated genes and Xkitaake CMP and NC downregulated genes.

Supplementary Table 13 Cell area of exodermis and cortex cells quantified for transverse sections of rice roots grown in non-compacted and compacted soils.

Supplementary Table 14 Locus ID or putative gene annotation, and relevant biological functions for the genes included in figures in this paper.

Supplementary Data 1 scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

Supplementary Data 2 Raw reads processed file and averaged read counts for the RNA-seq data of manually dissected root tissue segments corresponding to meristematic, elongation and maturation zones. R codes for generating the reads files are also included.

Supplementary Data 3 Combined feature plots representing the expression patterns of cell type markers in single-cell RNA-seq data. Each image represents the gene expressions of markers for one certain cell type.

Supplementary Data 4 Expression patterns of cell type markers in spatial transcriptomics data for gel-grown roots. A PDF summary file that includes all the sample and gene information for visualization is included. The raw spatial transcriptomics data for gel-grown roots, as well as the list of candidate genes for probe designing are also included.

Supplementary Data 5 Combined Feature plots representing the expression patterns of cell type markers in single-cell RNA-seq data for non-compacted soil grown roots. Each image represents the gene expressions of markers for one certain cell type.

Supplementary Data 6 Expression patterns of cell type markers in spatial transcriptomics data for non-compacted soil grown roots. A PDF summary file that includes the sample and gene information for visualization is included. The raw spatial transcriptomics data for non-compacted soil grown roots is also included.

Supplementary Data 7 Combined feature plots representing the expression patterns of cell type markers in scRNA-seq data for compacted soil grown roots. Each image represents the gene expressions of markers for one certain cell type.

Supplementary Data 8 Expression patterns of cell type markers in spatial transcriptomics data for compacted soil grown roots. A PDF summary file that includes the sample and gene information for visualization is included. The raw spatial transcriptomics data for compacted soil grown roots is also included.

Supplementary Data 9 Jupyter notebook for checking the cell type identity for low-quality cells after the COPILOT processing of soil-based scRNA-seq data is included.

Supplementary Data 10 Full gene and GO term for differential expression analysis. CSV files including the full (all, not filtered by *P* value or fold change) gene and GO term for differential expression analysis of our scRNA-seq data. The comparison includes Xkitaake_Soil versus Gel, Xkitaake_CMP versus NC and Kitaake_Soil versus Gel (where CMP represents compacted soil conditions and NC represents non-compacted soil conditions). These are raw data to generate gene expression and GO term enrichment files for heatmap plotting.

Peer Review File

Supplementary Video 1 Animation showing 3D UMAP of the atlas with cell type annotations. The rotating 3D UMAP of the gel-based scRNA-seq atlas with cell type annotations. Each dot represents an individual cell with a high-quality single-cell transcriptome. Colours indicate different cell types. This 3D UMAP corresponds to Fig. 1b.

## Source data

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

## Data Availability

All information supporting the conclusions are provided with the paper. scRNA-seq data for Xkitaake and Kitaake roots grown under gel and soil conditions is available at National Center for Biotechnology Information (NCBI) BioProject PRJNA1055099 (GSE251706). scRNA-seq from ref. ^8^ (PMID 33824350) is available at NCBI BioProject PRJNA706435 and PRJNA706099. Bulk RNA-seq data for developmental-stage annotation is available at NCBI BioProject PRJNA1082669 (GSE260671). Bulk RNA-seq data for protoplasting-induced genes is available at NCBI BioProject PRJNA1194134 (GSE283509). Bulk RNA-seq data for Xkitaake roots grown under compacted and non-compacted soil conditions are available at NCBI BioProject PRJNA1193632 (GSE283428). Raw data for spatial transcriptomics (Molecular Cartography) is provided in Supplementary Data 4 (gel), Supplementary Data 6 (non-compacted soils) and Supplementary Data 8 (compacted soils). Source data are provided with this paper. Gene accession number information is available in Supplementary Table 14. Supplementary tables are provided with this paper. Supplementary Data 1–10 are available on the Nature Figshare platform at 10.6084/m9.figshare.25146260. The processed scRNA-seq for gel-grown rice roots is now publicly accessible through a user-friendly platform hosted on Shiny (https://rice-singlecell.shinyapps.io/orvex_app/).

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z

# tz1 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |            |
|-----------------------------------------------|------------|
| Estimated Number of High Quality Cell         | 18,526     |
| High Quality Cell                             | 22.99 %    |
| Total UMI Counts in High Quality Cell         | 39,498,225 |
| UMI Counts in High Quality Cell               | 65.81 %    |
| Median UMI Counts per High Quality Cell       | 1,551      |
| Median Genes per High Quality Cell            | 813        |
| Total Genes Detected in High Quality Cell     | 30,597     |
| Cell above Mitochondrial Expression Threshold | 13.1 %     |
| Estimated Doublet Rate in High Quality Cell   | 13.75 %    |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 445,233,609  |
| Reads Pseudoaligned       | 81.5 %       |
| Reads on Whitelist        | 80.68 %      |
| Total UMI Counts          | 60,020,312   |
| Sequencing Technology     | 10xv2        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

## UMI Counts Histogram

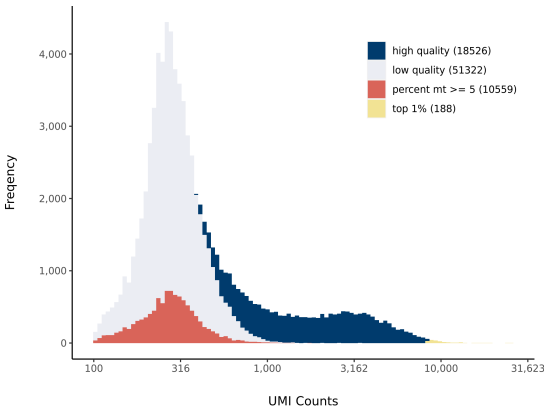

## Number of Genes Histogram

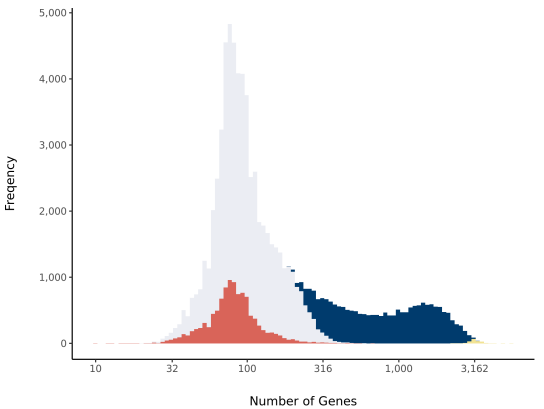

## Barcode Rank Plot

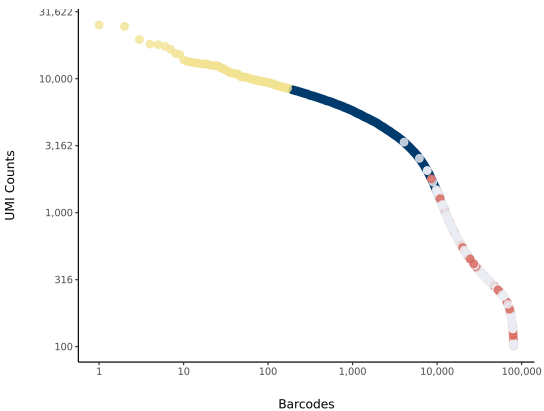

# tz2 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 19,604      |
| High Quality Cell                             | 23.49 %     |
| Total UMI Counts in High Quality Cell         | 340,202,445 |
| UMI Counts in High Quality Cell               | 75.17 %     |
| Median UMI Counts per High Quality Cell       | 12,262.5    |
| Median Genes per High Quality Cell            | 3,436       |
| Total Genes Detected in High Quality Cell     | 34,838      |
| Cell above Mitochondrial Expression Threshold | 12.83 %     |
| Estimated Doublet Rate in High Quality Cell   | 14.54 %     |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 824,342,115  |
| Reads Pseudoaligned       | 88 %         |
| Reads on Whitelist        | 94.89 %      |
| Total UMI Counts          | 452,555,775  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

## UMI Counts Histogram

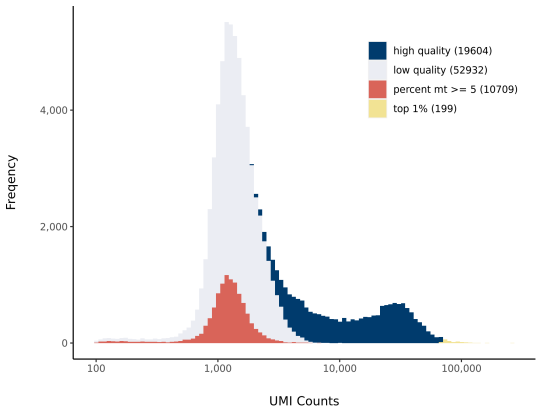

## Number of Genes Histogram

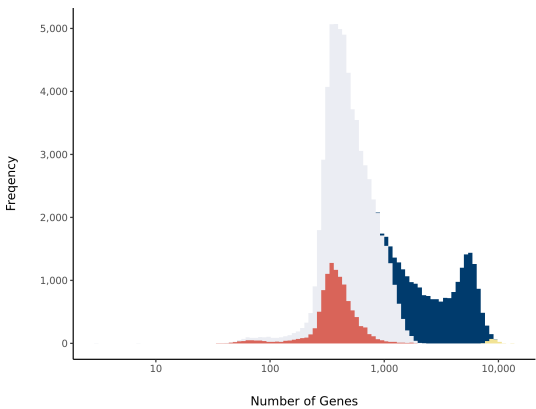

## Barcode Rank Plot

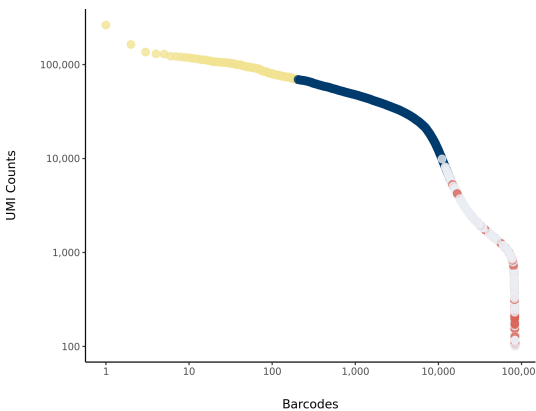

# sc\_7 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |            |
|-----------------------------------------------|------------|
| Estimated Number of High Quality Cell         | 3,117      |
| High Quality Cell                             | 60.44 %    |
| Total UMI Counts in High Quality Cell         | 74,956,511 |
| UMI Counts in High Quality Cell               | 93.88 %    |
| Median UMI Counts per High Quality Cell       | 22,013     |
| Median Genes per High Quality Cell            | 4,234      |
| Total Genes Detected in High Quality Cell     | 29,813     |
| Cell above Mitochondrial Expression Threshold | 4.6 %      |
| Estimated Doublet Rate in High Quality Cell   | 2.42 %     |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 230,816,429  |
| Reads Pseudoaligned       | 84.3 %       |
| Reads on Whitelist        | 93.36 %      |
| Total UMI Counts          | 79,845,109   |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

|              |                    |
|--------------|--------------------|
| Sample       | sc_7               |
| Name         | Rice 1cm untreated |
| Source       | Benfey lab         |
| Genotype     | X.Kitaake          |
| Transgene    | NA                 |
| Treatment    | Untreated          |
| Age          | 2_day              |
| Timepoint    | NA                 |
| Rep          | 2                  |
| Target Cells | 10,000             |
| Date         | 2019-12-18         |
| Seq Run      | Nolan_6131         |

## UMI Counts Histogram

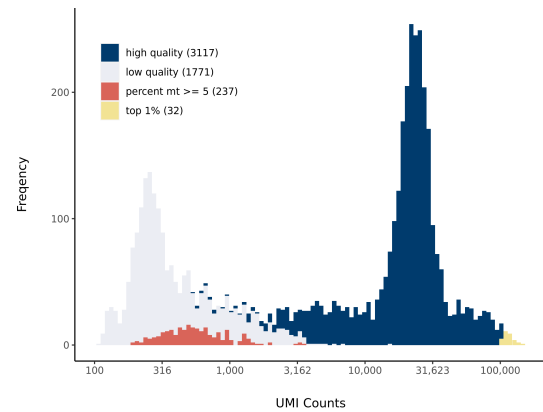

## Number of Genes Histogram

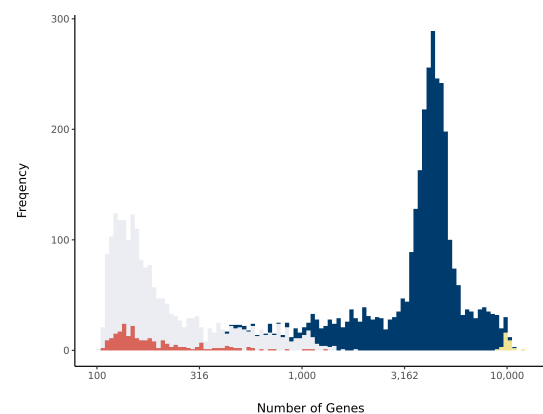

## Barcode Rank Plot

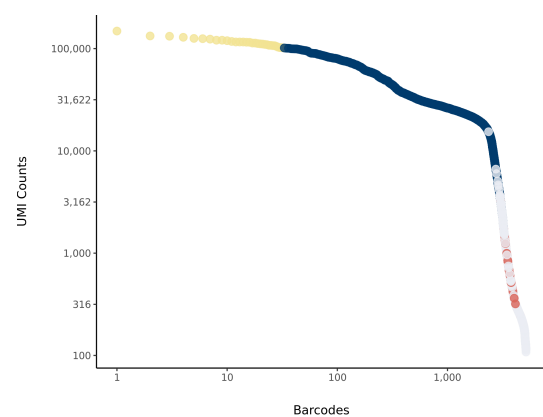

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |            |
|-----------------------------------------------|------------|
| Estimated Number of High Quality Cell         | 5,200      |
| High Quality Cell                             | 5.35 %     |
| Total UMI Counts in High Quality Cell         | 90,168,086 |
| UMI Counts in High Quality Cell               | 51.16 %    |
| Median UMI Counts per High Quality Cell       | 12,265.5   |
| Median Genes per High Quality Cell            | 3,212      |
| Total Genes Detected in High Quality Cell     | 30,224     |
| Cell above Mitochondrial Expression Threshold | 10.68 %    |
| Estimated Doublet Rate in High Quality Cell   | 3.95 %     |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 308,624,433  |
| Reads Pseudoaligned       | 84.2 %       |
| Reads on Whitelist        | 86.66 %      |
| Total UMI Counts          | 176,250,933  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

## UMI Counts Histogram

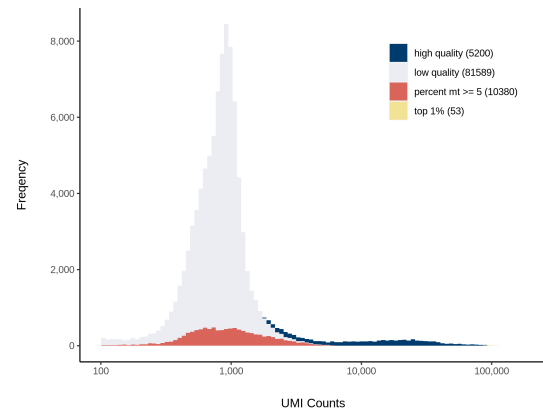

## Number of Genes Histogram

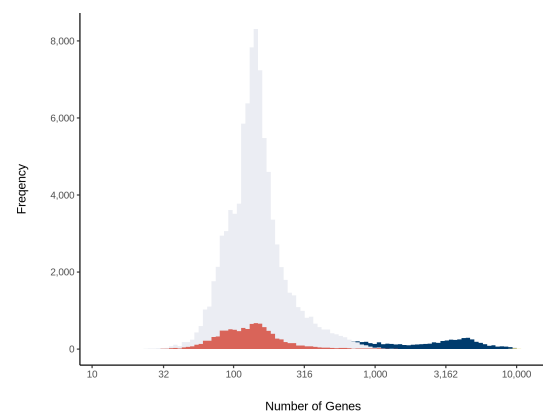

## Barcode Rank Plot

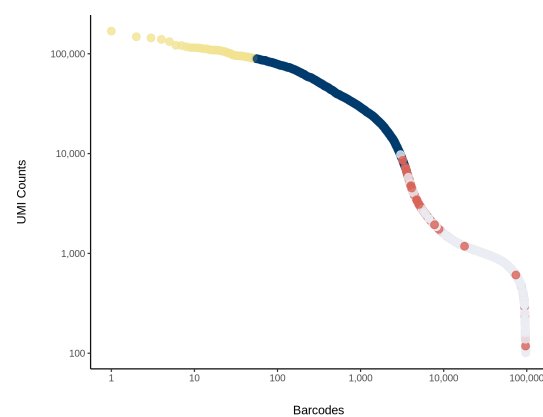

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 4,665       |
| High Quality Cell                             | 4.98 %      |
| Total UMI Counts in High Quality Cell         | 115,826,697 |
| UMI Counts in High Quality Cell               | 64.74 %     |
| Median UMI Counts per High Quality Cell       | 10,096      |
| Median Genes per High Quality Cell            | 2,808       |
| Total Genes Detected in High Quality Cell     | 31,061      |
| Cell above Mitochondrial Expression Threshold | 8.14 %      |
| Estimated Doublet Rate in High Quality Cell   | 3.56 %      |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 351,974,854  |
| Reads Pseudoaligned       | 86.8 %       |
| Reads on Whitelist        | 88.32 %      |
| Total UMI Counts          | 178,897,997  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

## UMI Counts Histogram

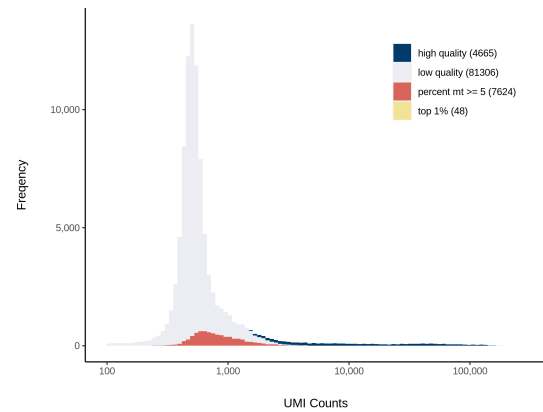

## Number of Genes Histogram

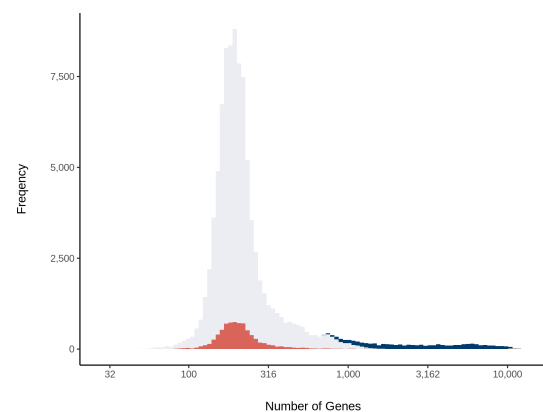

## Barcode Rank Plot

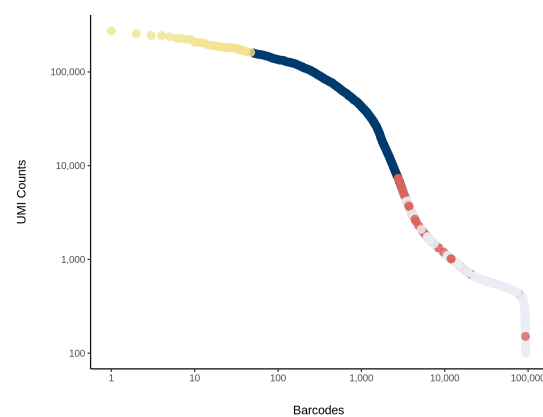

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |            |
|-----------------------------------------------|------------|
| Estimated Number of High Quality Cell         | 3,474      |
| High Quality Cell                             | 4.03 %     |
| Total UMI Counts in High Quality Cell         | 72,685,831 |
| UMI Counts in High Quality Cell               | 33.91 %    |
| Median UMI Counts per High Quality Cell       | 10,507     |
| Median Genes per High Quality Cell            | 2,689.5    |
| Total Genes Detected in High Quality Cell     | 31,479     |
| Cell above Mitochondrial Expression Threshold | 6.35 %     |
| Estimated Doublet Rate in High Quality Cell   | 2.68 %     |

## Sequencing Stats

|                           |                     |
|---------------------------|---------------------|
| Number of Reads Processed | 483,682,795         |
| Reads Pseudoaligned       | 84 %                |
| Reads on Whitelist        | 95.23 %             |
| Total UMI Counts          | 214,373,707         |
| Sequencing Technology     | 10xv3               |
| Species                   | <i>Oryza sativa</i> |
| Transcriptome             | MSU7                |

## Sample Stats

## UMI Counts Histogram

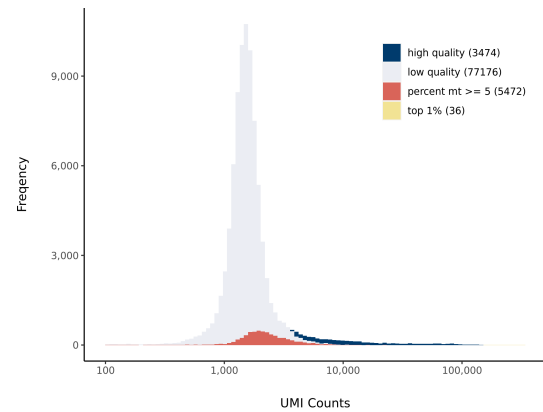

## Number of Genes Histogram

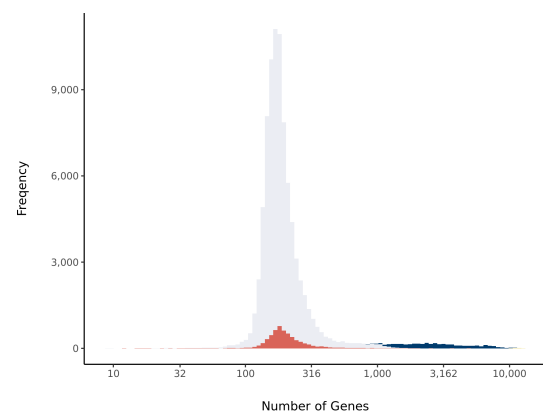

## Barcode Rank Plot

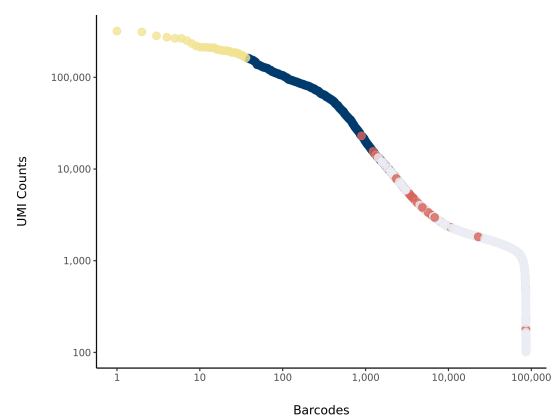

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 5,410       |
| High Quality Cell                             | 6.3 %       |
| Total UMI Counts in High Quality Cell         | 110,100,592 |
| UMI Counts in High Quality Cell               | 41.03 %     |
| Median UMI Counts per High Quality Cell       | 13,388      |
| Median Genes per High Quality Cell            | 3,376       |
| Total Genes Detected in High Quality Cell     | 32,851      |
| Cell above Mitochondrial Expression Threshold | 8.18 %      |
| Estimated Doublet Rate in High Quality Cell   | 4.1 %       |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 477,710,327  |
| Reads Pseudoaligned       | 85.6 %       |
| Reads on Whitelist        | 95.12 %      |
| Total UMI Counts          | 268,341,154  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

## UMI Counts Histogram

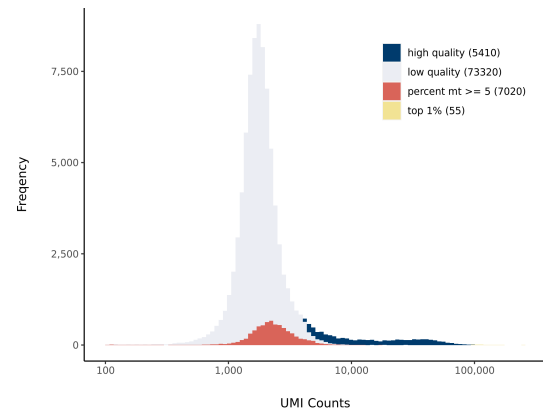

## Number of Genes Histogram

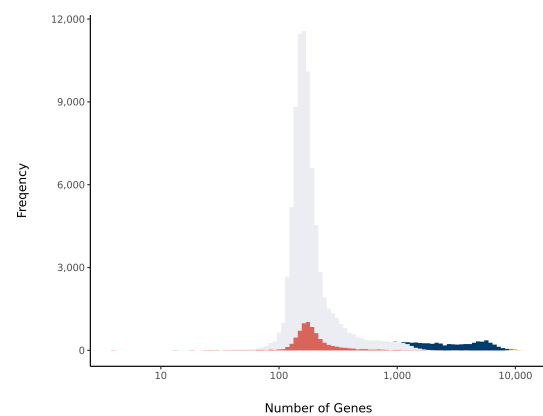

## Barcode Rank Plot

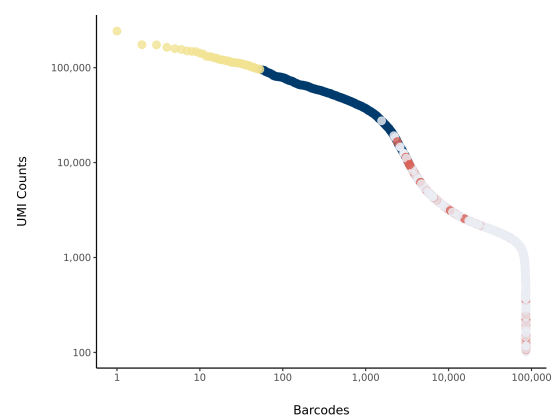

# sc\_192 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 7,021       |
| High Quality Cell                             | 9.14 %      |
| Total UMI Counts in High Quality Cell         | 144,773,020 |
| UMI Counts in High Quality Cell               | 73.57 %     |
| Median UMI Counts per High Quality Cell       | 18,745      |
| Median Genes per High Quality Cell            | 4,052       |
| Total Genes Detected in High Quality Cell     | 32,336      |
| Cell above Mitochondrial Expression Threshold | 5.24 %      |
| Estimated Doublet Rate in High Quality Cell   | 5.29 %      |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 525,577,848  |
| Reads Pseudoaligned       | 87.2 %       |
| Reads on Whitelist        | 95.18 %      |
| Total UMI Counts          | 196,774,926  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

|              |                |
|--------------|----------------|
| Sample       | sc_192         |
| Name         | X. kitaake box |
| Source       | Benfey Lab     |
| Genotype     | X. kitaake box |
| Transgene    | NA             |
| Treatment    | NA             |
| Age          | 4 day          |
| Timepoint    | NA             |
| Rep          | NA             |
| Target Cells | 10,000         |
| Date         | 2022-06-14     |
| Seq Run      | NA             |

## UMI Counts Histogram

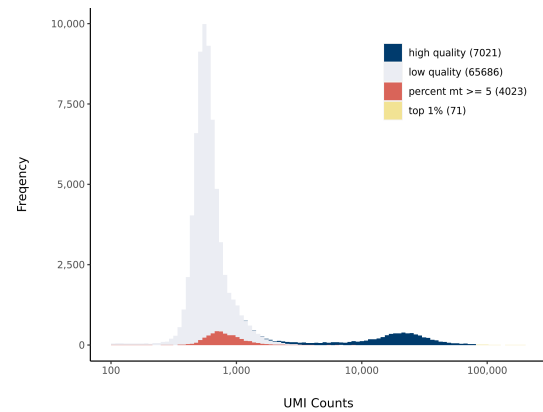

## Number of Genes Histogram

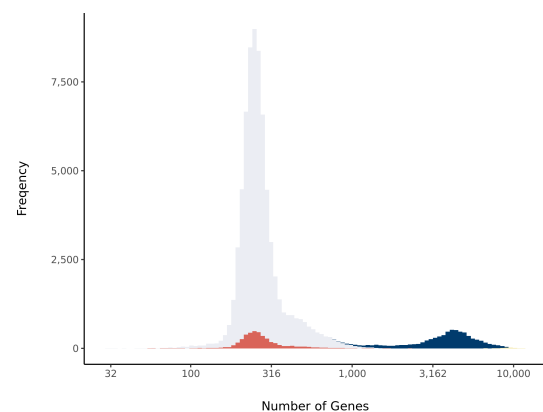

## Barcode Rank Plot

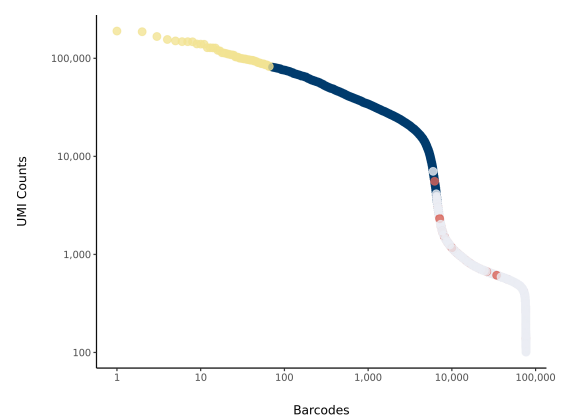

# sc\_193 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 5,528       |
| High Quality Cell                             | 7.15 %      |
| Total UMI Counts in High Quality Cell         | 122,376,071 |
| UMI Counts in High Quality Cell               | 67.96 %     |
| Median UMI Counts per High Quality Cell       | 20,248      |
| Median Genes per High Quality Cell            | 4,174       |
| Total Genes Detected in High Quality Cell     | 32,078      |
| Cell above Mitochondrial Expression Threshold | 5.25 %      |
| Estimated Doublet Rate in High Quality Cell   | 4.19 %      |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 534,162,746  |
| Reads Pseudoaligned       | 86.3 %       |
| Reads on Whitelist        | 94.23 %      |
| Total UMI Counts          | 180,070,886  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

|              |                |
|--------------|----------------|
| Sample       | sc_193         |
| Name         | X. kitaake box |
| Source       | Benfey Lab     |
| Genotype     | X. kitaake box |
| Transgene    | NA             |
| Treatment    | NA             |
| Age          | 4 day          |
| Timepoint    | NA             |
| Rep          | NA             |
| Target Cells | 10,000         |
| Date         | 2022-06-14     |
| Seq Run      | NA             |

## UMI Counts Histogram

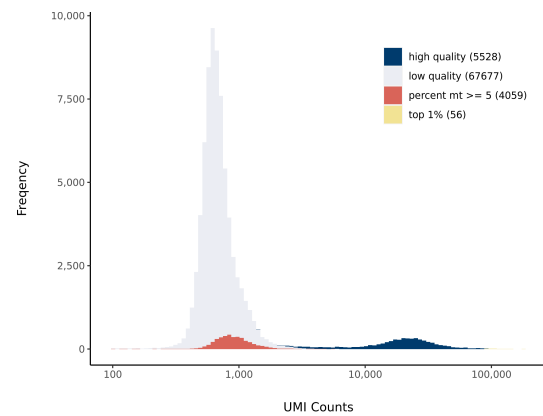

## Number of Genes Histogram

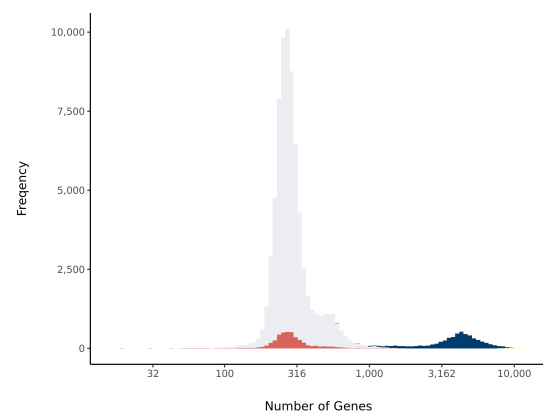

## Barcode Rank Plot

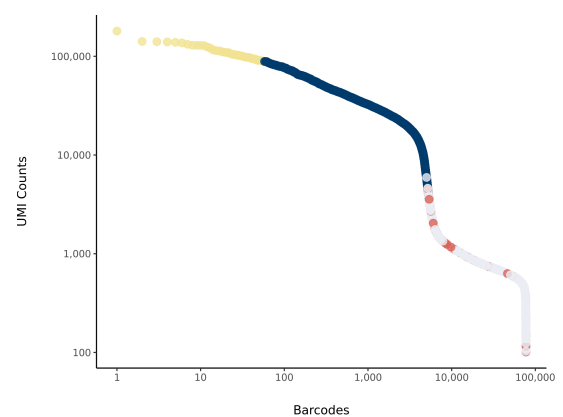

# sc\_194 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 4,782       |
| High Quality Cell                             | 5.57 %      |
| Total UMI Counts in High Quality Cell         | 172,090,018 |
| UMI Counts in High Quality Cell               | 66.74 %     |
| Median UMI Counts per High Quality Cell       | 32,039      |
| Median Genes per High Quality Cell            | 5,049       |
| Total Genes Detected in High Quality Cell     | 31,783      |
| Cell above Mitochondrial Expression Threshold | 3.37 %      |
| Estimated Doublet Rate in High Quality Cell   | 3.64 %      |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 548,632,234  |
| Reads Pseudoaligned       | 87.8 %       |
| Reads on Whitelist        | 95.95 %      |
| Total UMI Counts          | 257,856,816  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

|              |                |
|--------------|----------------|
| Sample       | sc_194         |
| Name         | X. kitaake box |
| Source       | Benfey Lab     |
| Genotype     | X. kitaake box |
| Transgene    | NA             |
| Treatment    | NA             |
| Age          | 4 day          |
| Timepoint    | NA             |
| Rep          | NA             |
| Target Cells | 10,000         |
| Date         | 2022-06-21     |
| Seq Run      | NA             |

## UMI Counts Histogram

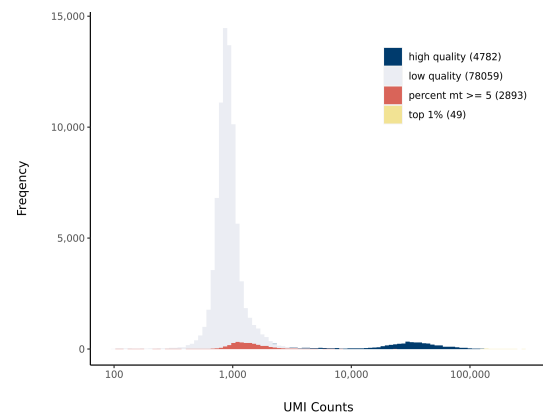

## Number of Genes Histogram

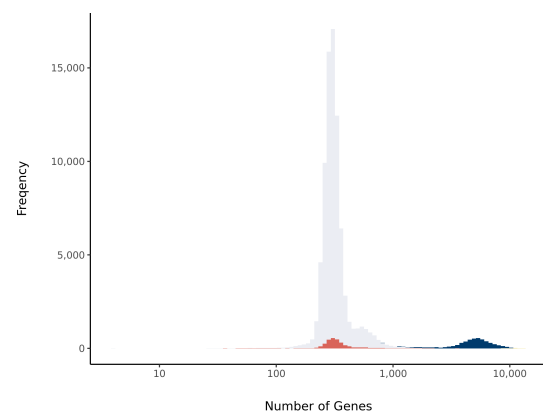

## Barcode Rank Plot

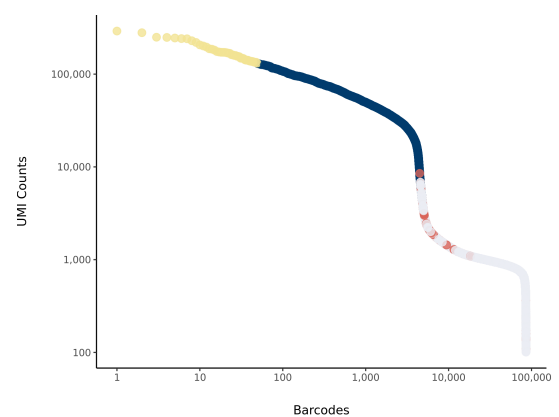

# sc\_195 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 4,992       |
| High Quality Cell                             | 5.86 %      |
| Total UMI Counts in High Quality Cell         | 146,293,247 |
| UMI Counts in High Quality Cell               | 67.97 %     |
| Median UMI Counts per High Quality Cell       | 26,990      |
| Median Genes per High Quality Cell            | 4,666.5     |
| Total Genes Detected in High Quality Cell     | 31,265      |
| Cell above Mitochondrial Expression Threshold | 3.94 %      |
| Estimated Doublet Rate in High Quality Cell   | 3.8 %       |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 413,315,420  |
| Reads Pseudoaligned       | 87.6 %       |
| Reads on Whitelist        | 95.58 %      |
| Total UMI Counts          | 215,228,971  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

|              |                |
|--------------|----------------|
| Sample       | sc_195         |
| Name         | X. kitaake box |
| Source       | Benfey Lab     |
| Genotype     | X. kitaake box |
| Transgene    | NA             |
| Treatment    | NA             |
| Age          | 4 day          |
| Timepoint    | NA             |
| Rep          | NA             |
| Target Cells | 10,000         |
| Date         | 2022-06-21     |
| Seq Run      | NA             |

## UMI Counts Histogram

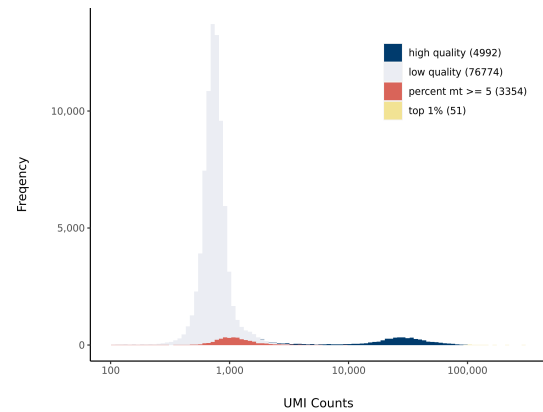

## Number of Genes Histogram

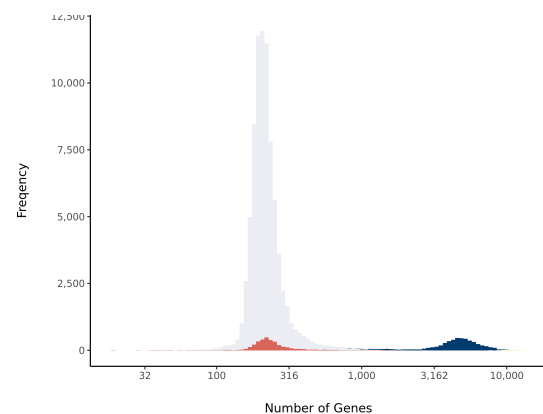

## Barcode Rank Plot

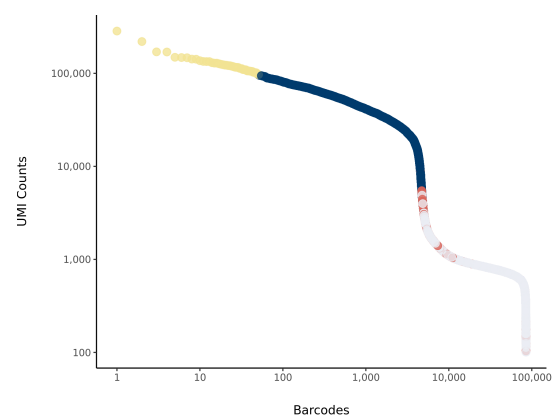

# sc\_196 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |            |
|-----------------------------------------------|------------|
| Estimated Number of High Quality Cell         | 4,719      |
| High Quality Cell                             | 5.88 %     |
| Total UMI Counts in High Quality Cell         | 77,514,592 |
| UMI Counts in High Quality Cell               | 37.41 %    |
| Median UMI Counts per High Quality Cell       | 13,970     |
| Median Genes per High Quality Cell            | 3,284      |
| Total Genes Detected in High Quality Cell     | 31,700     |
| Cell above Mitochondrial Expression Threshold | 19.02 %    |
| Estimated Doublet Rate in High Quality Cell   | 3.6 %      |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 654,281,982  |
| Reads Pseudoaligned       | 85.3 %       |
| Reads on Whitelist        | 92.99 %      |
| Total UMI Counts          | 207,177,662  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

|              |                |
|--------------|----------------|
| Sample       | sc_196         |
| Name         | X. kitaake box |
| Source       | Benfey Lab     |
| Genotype     | X. kitaake box |
| Transgene    | NA             |
| Treatment    | NA             |
| Age          | 4 day          |
| Timepoint    | NA             |
| Rep          | NA             |
| Target Cells | 10,000         |
| Date         | 2022-07-05     |
| Seq Run      | NA             |

## UMI Counts Histogram

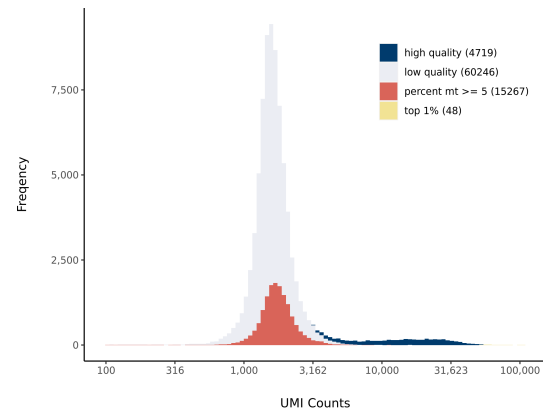

## Number of Genes Histogram

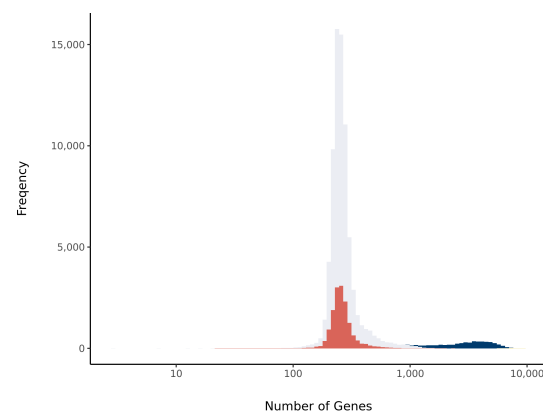

## Barcode Rank Plot

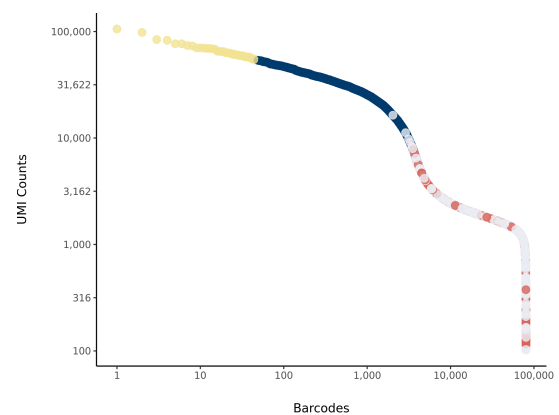

# sc\_199 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 11,155      |
| High Quality Cell                             | 6.65 %      |
| Total UMI Counts in High Quality Cell         | 201,215,055 |
| UMI Counts in High Quality Cell               | 63.73 %     |
| Median UMI Counts per High Quality Cell       | 16,040      |
| Median Genes per High Quality Cell            | 3,502       |
| Total Genes Detected in High Quality Cell     | 33,467      |
| Cell above Mitochondrial Expression Threshold | 4.71 %      |
| Estimated Doublet Rate in High Quality Cell   | 4.46 %      |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 695,861,968  |
| Reads Pseudoaligned       | 83.2 %       |
| Reads on Whitelist        | 94.7 %       |
| Total UMI Counts          | 315,754,518  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

|              |                                     |
|--------------|-------------------------------------|
| Sample       | sc_199                              |
| Name         | X. kitaake soil non-compact 1cm tip |
| Source       | Benfey Lab                          |
| Genotype     | X. kitaake soil                     |
| Transgene    | NA                                  |
| Treatment    | NA                                  |
| Age          | 5 days                              |
| Timepoint    | NA                                  |
| Rep          | NA                                  |
| Target Cells | 12,000                              |
| Date         | 2022-09-07                          |
| Seq Run      | NA                                  |

## UMI Counts Histogram

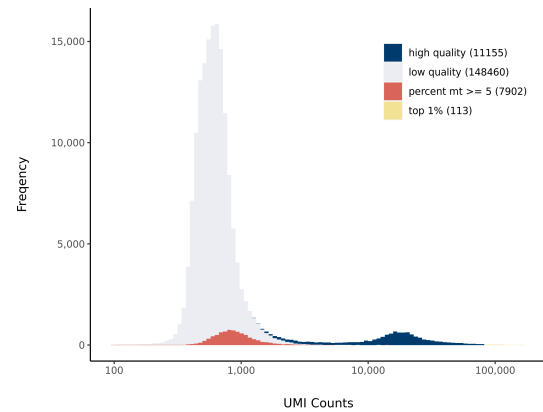

## Number of Genes Histogram

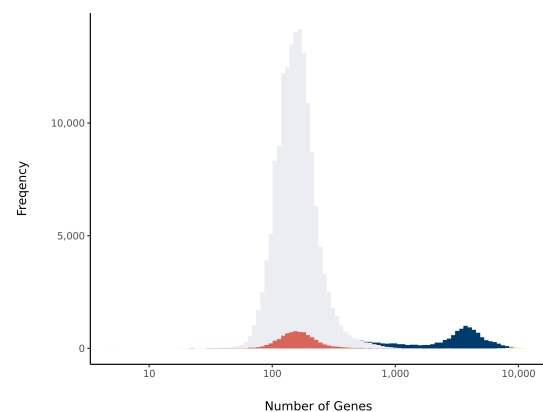

## Barcode Rank Plot

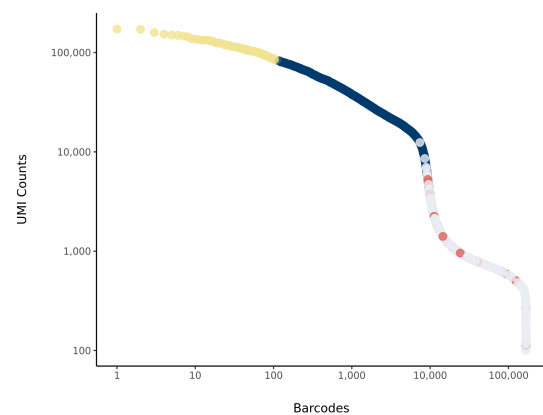

# sc\_200 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 18,449      |
| High Quality Cell                             | 11.04 %     |
| Total UMI Counts in High Quality Cell         | 196,208,424 |
| UMI Counts in High Quality Cell               | 70.83 %     |
| Median UMI Counts per High Quality Cell       | 9,383       |
| Median Genes per High Quality Cell            | 2,797       |
| Total Genes Detected in High Quality Cell     | 32,153      |
| Cell above Mitochondrial Expression Threshold | 1.71 %      |
| Estimated Doublet Rate in High Quality Cell   | 7.38 %      |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 455,288,708  |
| Reads Pseudoaligned       | 84.9 %       |
| Reads on Whitelist        | 95.73 %      |
| Total UMI Counts          | 277,021,685  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

|              |                                     |
|--------------|-------------------------------------|
| Sample       | sc_200                              |
| Name         | X. kitaake soil non-compact 1cm tip |
| Source       | Benfey Lab                          |
| Genotype     | X. kitaake soil                     |
| Transgene    | NA                                  |
| Treatment    | NA                                  |
| Age          | 5 days                              |
| Timepoint    | NA                                  |
| Rep          | NA                                  |
| Target Cells | 12,000                              |
| Date         | 2022-09-07                          |
| Seq Run      | NA                                  |

## UMI Counts Histogram

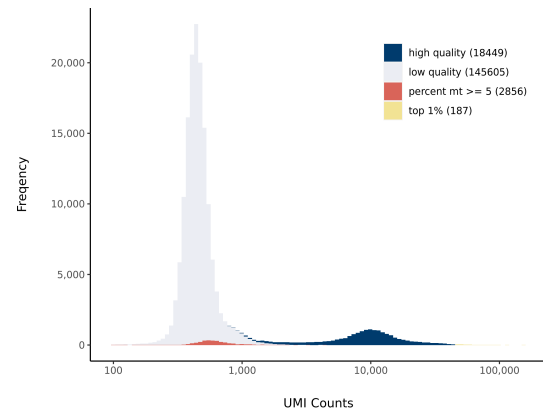

## Number of Genes Histogram

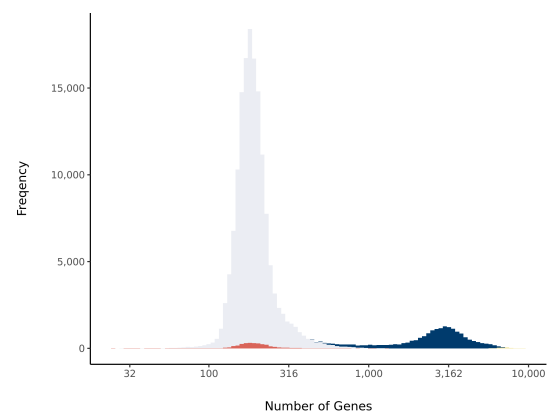

## Barcode Rank Plot

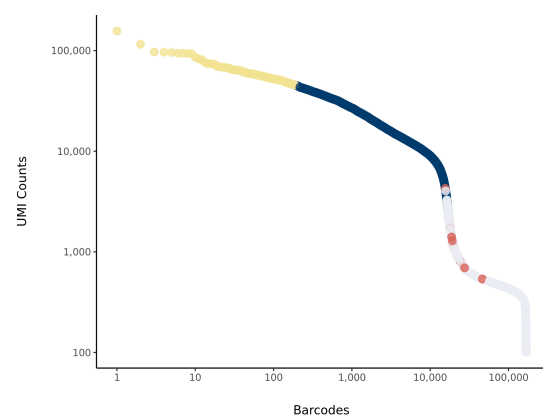

# sc\_201 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 14,649      |
| High Quality Cell                             | 8.29 %      |
| Total UMI Counts in High Quality Cell         | 158,674,815 |
| UMI Counts in High Quality Cell               | 56.08 %     |
| Median UMI Counts per High Quality Cell       | 9,227       |
| Median Genes per High Quality Cell            | 2,819       |
| Total Genes Detected in High Quality Cell     | 33,754      |
| Cell above Mitochondrial Expression Threshold | 8.14 %      |
| Estimated Doublet Rate in High Quality Cell   | 5.86 %      |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 659,131,469  |
| Reads Pseudoaligned       | 80.2 %       |
| Reads on Whitelist        | 91.18 %      |
| Total UMI Counts          | 282,927,431  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

|              |                                 |
|--------------|---------------------------------|
| Sample       | sc_201                          |
| Name         | X. kitaake soil compact 1cm tip |
| Source       | Benfey Lab                      |
| Genotype     | X. kitaake soil                 |
| Transgene    | NA                              |
| Treatment    | NA                              |
| Age          | 5 days                          |
| Timepoint    | NA                              |
| Rep          | NA                              |
| Target Cells | 20,000                          |
| Date         | 2022-09-07                      |
| Seq Run      | NA                              |

## UMI Counts Histogram

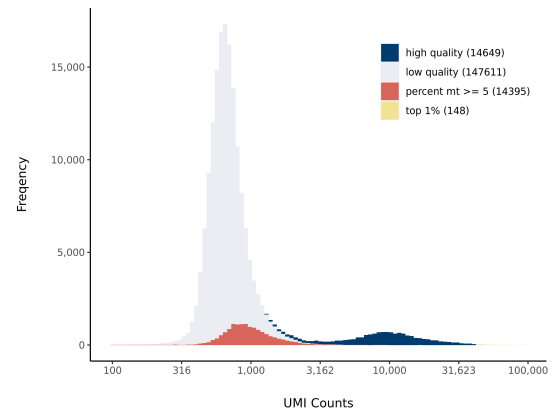

## Number of Genes Histogram

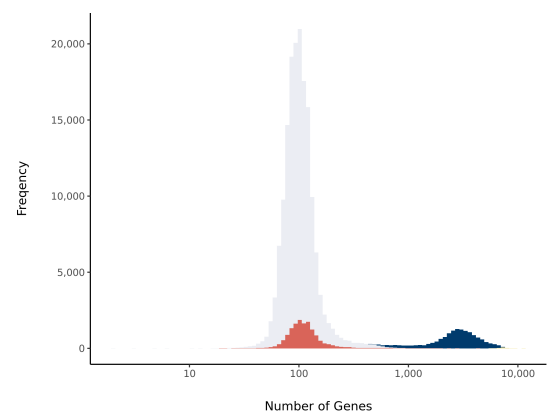

## Barcode Rank Plot

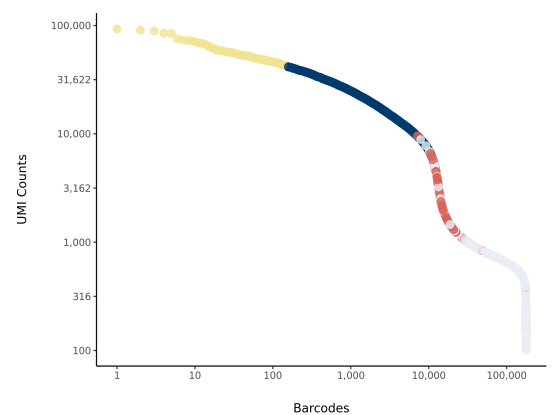

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |            |
|-----------------------------------------------|------------|
| Estimated Number of High Quality Cell         | 10,844     |
| High Quality Cell                             | 6.32 %     |
| Total UMI Counts in High Quality Cell         | 97,171,163 |
| UMI Counts in High Quality Cell               | 38.39 %    |
| Median UMI Counts per High Quality Cell       | 7,676      |
| Median Genes per High Quality Cell            | 2,464      |
| Total Genes Detected in High Quality Cell     | 32,280     |
| Cell above Mitochondrial Expression Threshold | 10.62 %    |
| Estimated Doublet Rate in High Quality Cell   | 4.34 %     |

## Sequencing Stats

|                           |              |
|---------------------------|--------------|
| Number of Reads Processed | 830,240,949  |
| Reads Pseudoaligned       | 77.2 %       |
| Reads on Whitelist        | 87.84 %      |
| Total UMI Counts          | 253,128,444  |
| Sequencing Technology     | 10xv3        |
| Species                   | Oryza sativa |
| Transcriptome             | MSU7         |

## Sample Stats

|              |                                 |
|--------------|---------------------------------|
| Sample       | sc_202                          |
| Name         | X. kitaake soil compact 1cm tip |
| Source       | Benfey Lab                      |
| Genotype     | X. kitaake soil                 |
| Transgene    | NA                              |
| Treatment    | NA                              |
| Age          | 5 days                          |
| Timepoint    | NA                              |
| Rep          | NA                              |
| Target Cells | 20,000                          |
| Date         | 2022-09-07                      |
| Seq Run      | NA                              |

## UMI Counts Histogram

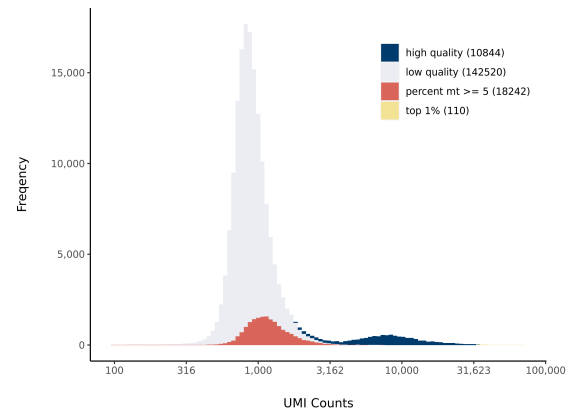

## Number of Genes Histogram

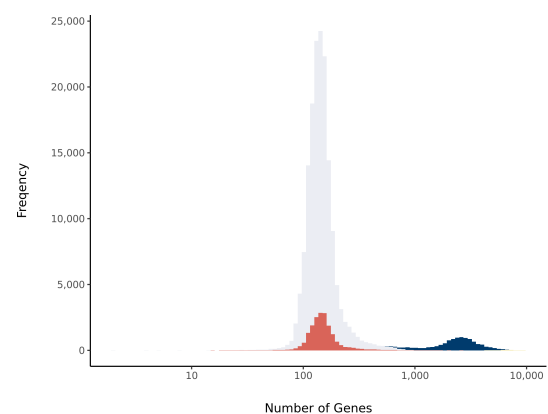

## Barcode Rank Plot

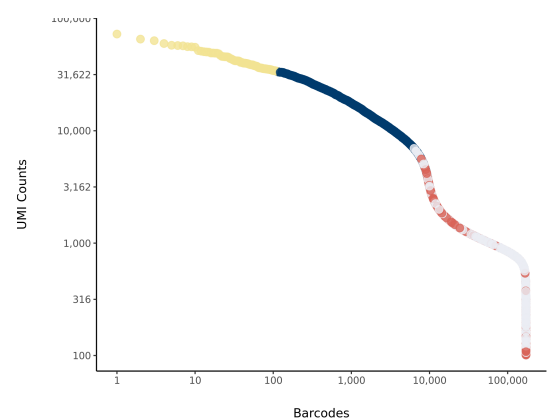

# sc\_303 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 72  |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |             |
|-----------------------------------------------|-------------|
| Estimated Number of High Quality Cell         | 2,170       |
| High Quality Cell                             | 2.03 %      |
| Total UMI Counts in High Quality Cell         | 107,382,865 |
| UMI Counts in High Quality Cell               | 41.81 %     |
| Median UMI Counts per High Quality Cell       | 39,497.5    |
| Median Genes per High Quality Cell            | 5,789.5     |
| Total Genes Detected in High Quality Cell     | 30,808      |
| Cell above Mitochondrial Expression Threshold | 3.49 %      |
| Estimated Doublet Rate in High Quality Cell   | 0.87 %      |

## Sequencing Stats

|                           |               |
|---------------------------|---------------|
| Number of Reads Processed | 1,341,840,619 |
| Reads Pseudoaligned       | 85.7 %        |
| Reads on Whitelist        | 95.63 %       |
| Total UMI Counts          | 256,837,310   |
| Sequencing Technology     | 10xv3         |
| Species                   | Oryza sativa  |
| Transcriptome             | MSU7          |

## Sample Stats

|              |                                        |
|--------------|----------------------------------------|
| Sample       | sc_303                                 |
| Name         | Kitaake gel condition scRNA-seq, rep#1 |
| Source       | Benfey Lab                             |
| Genotype     | WT                                     |
| Transgene    | NA                                     |
| Treatment    | NA                                     |
| Age          | 4 days                                 |
| Timepoint    | NA                                     |
| Rep          | 1                                      |
| Target Cells | NA                                     |
| Date         | 2024-06-10                             |
| Seq Run      | NA                                     |

## UMI Counts Histogram

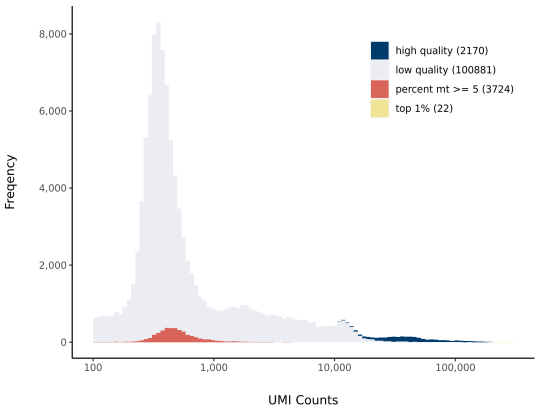

## Number of Genes Histogram

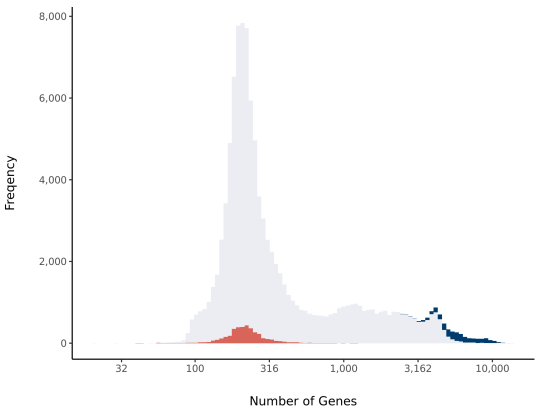

## Barcode Rank Plot

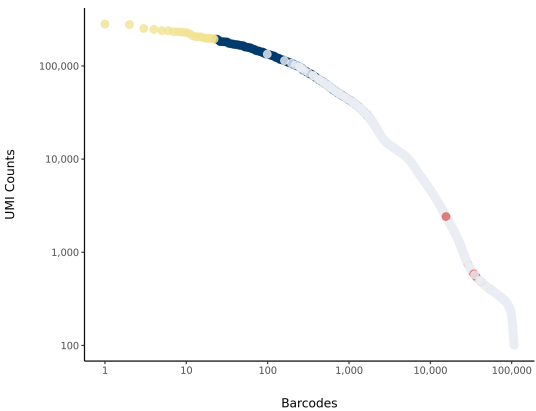

# sc\_304 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |            |
|-----------------------------------------------|------------|
| Estimated Number of High Quality Cell         | 2,839      |
| High Quality Cell                             | 3.48 %     |
| Total UMI Counts in High Quality Cell         | 81,160,087 |
| UMI Counts in High Quality Cell               | 43.34 %    |
| Median UMI Counts per High Quality Cell       | 18,772     |
| Median Genes per High Quality Cell            | 4,313      |
| Total Genes Detected in High Quality Cell     | 30,558     |
| Cell above Mitochondrial Expression Threshold | 5.38 %     |
| Estimated Doublet Rate in High Quality Cell   | 1.14 %     |

## Sequencing Stats

|                           |               |
|---------------------------|---------------|
| Number of Reads Processed | 1,302,977,145 |
| Reads Pseudoaligned       | 85.3 %        |
| Reads on Whitelist        | 94.91 %       |
| Total UMI Counts          | 187,251,975   |
| Sequencing Technology     | 10xv3         |
| Species                   | Oryza sativa  |
| Transcriptome             | MSU7          |

## Sample Stats

|              |                                        |
|--------------|----------------------------------------|
| Sample       | sc_304                                 |
| Name         | Kitaake gel condition scRNA-seq, rep#2 |
| Source       | Benfey Lab                             |
| Genotype     | WT                                     |
| Transgene    | NA                                     |
| Treatment    | NA                                     |
| Age          | 4 days                                 |
| Timepoint    | NA                                     |
| Rep          | 2                                      |
| Target Cells | NA                                     |
| Date         | 2024-06-10                             |
| Seq Run      | NA                                     |

## UMI Counts Histogram

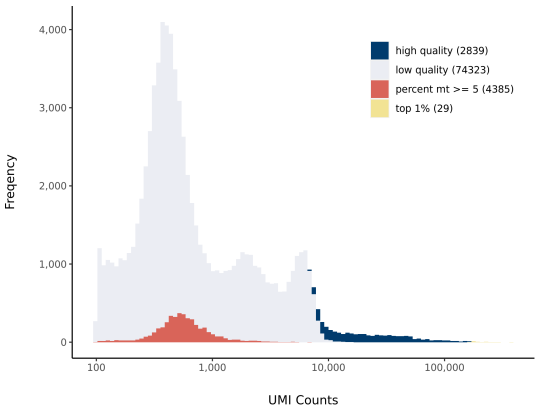

## Number of Genes Histogram

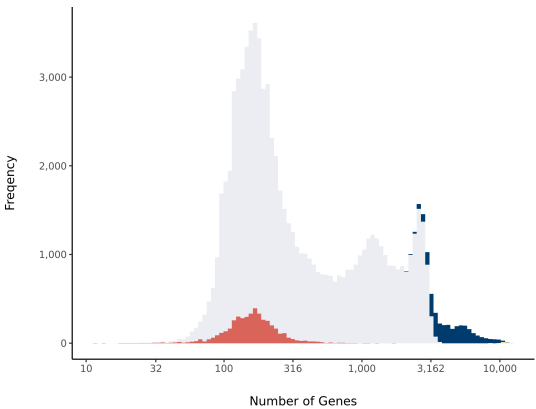

## Barcode Rank Plot

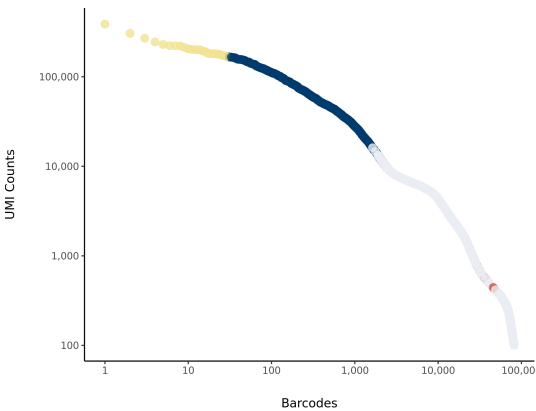

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 28  |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |            |
|-----------------------------------------------|------------|
| Estimated Number of High Quality Cell         | 4,077      |
| High Quality Cell                             | 2.84 %     |
| Total UMI Counts in High Quality Cell         | 63,699,740 |
| UMI Counts in High Quality Cell               | 44.67 %    |
| Median UMI Counts per High Quality Cell       | 12,847     |
| Median Genes per High Quality Cell            | 3,336      |
| Total Genes Detected in High Quality Cell     | 30,575     |
| Cell above Mitochondrial Expression Threshold | 11.79 %    |
| Estimated Doublet Rate in High Quality Cell   | 1.63 %     |

## Sequencing Stats

|                           |               |
|---------------------------|---------------|
| Number of Reads Processed | 1,138,984,950 |
| Reads Pseudoaligned       | 85.3 %        |
| Reads on Whitelist        | 88.32 %       |
| Total UMI Counts          | 142,616,072   |
| Sequencing Technology     | 10xv3         |
| Species                   | Oryza sativa  |
| Transcriptome             | MSU7          |

## Sample Stats

|           |                                                       |
|-----------|-------------------------------------------------------|
| Sample    | sc_305                                                |
| Name      | Kitaake non-compacted soil condition scRNA-seq, rep#1 |
| Source    | Benfey Lab                                            |
| Genotype  | WT                                                    |
| Transgene | NA                                                    |
| Treatment | NA                                                    |
| Age       | 4 days                                                |
| Timepoint | NA                                                    |
| Rep       | 1                                                     |
| Target    | NA                                                    |
| Cells     | NA                                                    |
| Date      | 2024-06-10                                            |
| Seq Run   | NA                                                    |

## UMI Counts Histogram

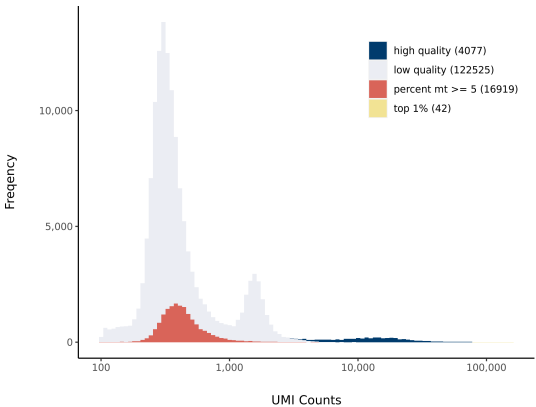

## Number of Genes Histogram

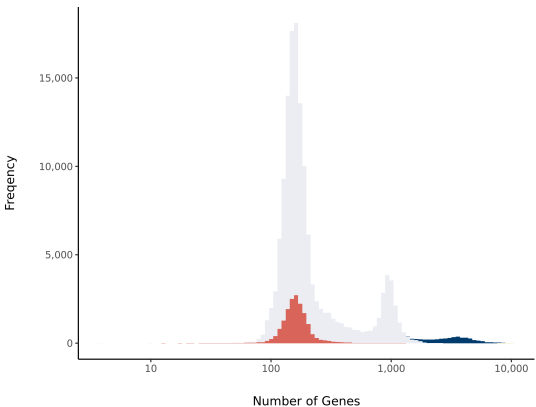

## Barcode Rank Plot

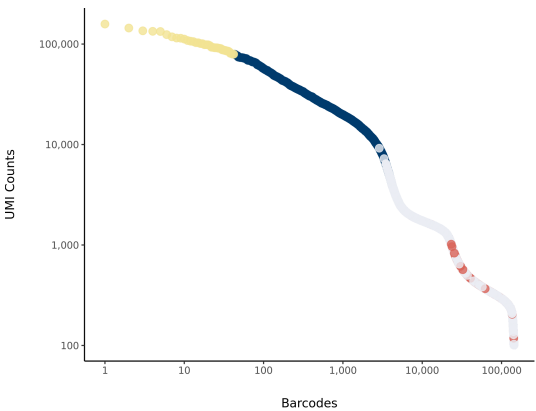

# sc\_306 Summary

Processed by COPILOT

Summary

Analysis

## Parameters

|                                    |     |
|------------------------------------|-----|
| Iteration of Filtering             | 1   |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered     | 1 % |
| Doublet Removed                    | Yes |

## Cell Stats

|                                               |            |
|-----------------------------------------------|------------|
| Estimated Number of High Quality Cell         | 2,869      |
| High Quality Cell                             | 2.97 %     |
| Total UMI Counts in High Quality Cell         | 55,480,680 |
| UMI Counts in High Quality Cell               | 45.09 %    |
| Median UMI Counts per High Quality Cell       | 16,357     |
| Median Genes per High Quality Cell            | 3,788      |
| Total Genes Detected in High Quality Cell     | 29,608     |
| Cell above Mitochondrial Expression Threshold | 16.16 %    |
| Estimated Doublet Rate in High Quality Cell   | 1.15 %     |

## Sequencing Stats

|                           |               |
|---------------------------|---------------|
| Number of Reads Processed | 1,123,165,607 |
| Reads Pseudoaligned       | 83.6 %        |
| Reads on Whitelist        | 83.77 %       |
| Total UMI Counts          | 123,054,985   |
| Sequencing Technology     | 10xv3         |
| Species                   | Oryza sativa  |
| Transcriptome             | MSU7          |

## Sample Stats

|              |                                                       |
|--------------|-------------------------------------------------------|
| Sample       | sc_306                                                |
| Name         | Kitaake non-compacted soil condition scRNA-seq, rep#2 |
| Source       | Benfey Lab                                            |
| Genotype     | WT                                                    |
| Transgene    | NA                                                    |
| Treatment    | NA                                                    |
| Age          | 4 days                                                |
| Timepoint    | NA                                                    |
| Rep          | 2                                                     |
| Target Cells | NA                                                    |
| Date         | 2024-06-10                                            |
| Seq Run      | NA                                                    |

## UMI Counts Histogram

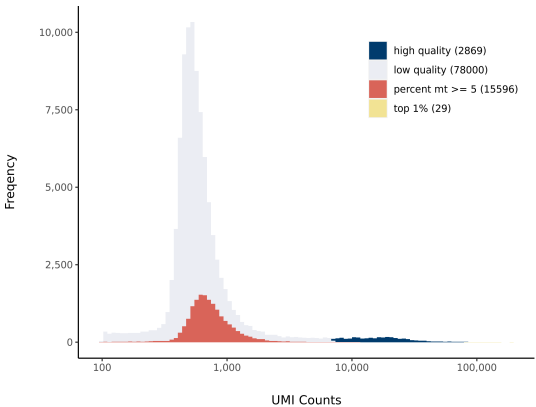

## Number of Genes Histogram

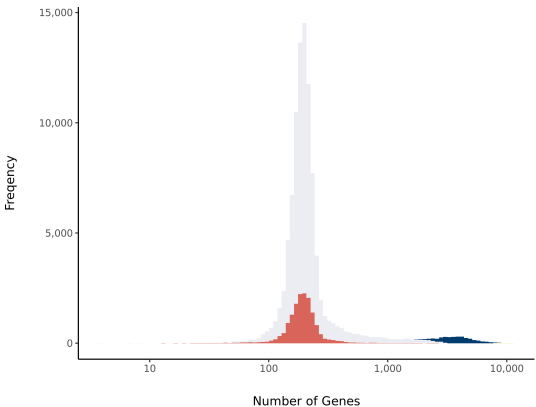

## Barcode Rank Plot

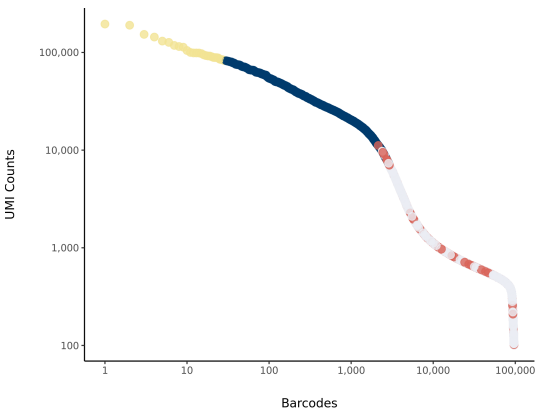

**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_192 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 7,021 |
| High Quality Cell | 9.14 % |
| Total UMI Counts in High Quality Cell | 144,773,020 |
| UMI Counts in High Quality Cell | 73.57 % |
| Median UMI Counts per High Quality Cell | 18,745 |
| Median Genes per High Quality Cell | 4,052 |
| Total Genes Detected in High Quality Cell | 32,336 |
| Cell above Mitochondrial Expression Threshold | 5.24 % |
| Estimated Doublet Rate in High Quality Cell | 5.29 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 525,577,848 |
| Reads Pseudoaligned | 87.2 % |
| Reads on Whitelist | 95.18 % |
| Total UMI Counts | 196,774,926 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_192 |
| Name | X. kitaake box |
| Source | Benfey Lab |
| Genotype | X. kitaake box |
| Transgene | NA |
| Treatment | NA |
| Age | 4 day |
| Timepoint | NA |
| Rep | NA |
| Target Cells | 10,000 |
| Date | 2022-06-14 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_192 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_193 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 5,528 |
| High Quality Cell | 7.15 % |
| Total UMI Counts in High Quality Cell | 122,376,071 |
| UMI Counts in High Quality Cell | 67.96 % |
| Median UMI Counts per High Quality Cell | 20,248 |
| Median Genes per High Quality Cell | 4,174 |
| Total Genes Detected in High Quality Cell | 32,078 |
| Cell above Mitochondrial Expression Threshold | 5.25 % |
| Estimated Doublet Rate in High Quality Cell | 4.19 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 534,162,746 |
| Reads Pseudoaligned | 86.3 % |
| Reads on Whitelist | 94.23 % |
| Total UMI Counts | 180,070,886 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_193 |
| Name | X. kitaake box |
| Source | Benfey Lab |
| Genotype | X. kitaake box |
| Transgene | NA |
| Treatment | NA |
| Age | 4 day |
| Timepoint | NA |
| Rep | NA |
| Target Cells | 10,000 |
| Date | 2022-06-14 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_193 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_194 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 4,782 |
| High Quality Cell | 5.57 % |
| Total UMI Counts in High Quality Cell | 172,090,018 |
| UMI Counts in High Quality Cell | 66.74 % |
| Median UMI Counts per High Quality Cell | 32,039 |
| Median Genes per High Quality Cell | 5,049 |
| Total Genes Detected in High Quality Cell | 31,783 |
| Cell above Mitochondrial Expression Threshold | 3.37 % |
| Estimated Doublet Rate in High Quality Cell | 3.64 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 548,632,234 |
| Reads Pseudoaligned | 87.8 % |
| Reads on Whitelist | 95.95 % |
| Total UMI Counts | 257,856,816 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_194 |
| Name | X. kitaake box |
| Source | Benfey Lab |
| Genotype | X. kitaake box |
| Transgene | NA |
| Treatment | NA |
| Age | 4 day |
| Timepoint | NA |
| Rep | NA |
| Target Cells | 10,000 |
| Date | 2022-06-21 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_194 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_195 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 4,992 |
| High Quality Cell | 5.86 % |
| Total UMI Counts in High Quality Cell | 146,293,247 |
| UMI Counts in High Quality Cell | 67.97 % |
| Median UMI Counts per High Quality Cell | 26,990 |
| Median Genes per High Quality Cell | 4,666.5 |
| Total Genes Detected in High Quality Cell | 31,265 |
| Cell above Mitochondrial Expression Threshold | 3.94 % |
| Estimated Doublet Rate in High Quality Cell | 3.8 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 413,315,420 |
| Reads Pseudoaligned | 87.6 % |
| Reads on Whitelist | 95.58 % |
| Total UMI Counts | 215,228,971 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_195 |
| Name | X. kitaake box |
| Source | Benfey Lab |
| Genotype | X. kitaake box |
| Transgene | NA |
| Treatment | NA |
| Age | 4 day |
| Timepoint | NA |
| Rep | NA |
| Target Cells | 10,000 |
| Date | 2022-06-21 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_195 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_196 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 4,719 |
| High Quality Cell | 5.88 % |
| Total UMI Counts in High Quality Cell | 77,514,592 |
| UMI Counts in High Quality Cell | 37.41 % |
| Median UMI Counts per High Quality Cell | 13,970 |
| Median Genes per High Quality Cell | 3,284 |
| Total Genes Detected in High Quality Cell | 31,700 |
| Cell above Mitochondrial Expression Threshold | 19.02 % |
| Estimated Doublet Rate in High Quality Cell | 3.6 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 654,281,982 |
| Reads Pseudoaligned | 85.3 % |
| Reads on Whitelist | 92.99 % |
| Total UMI Counts | 207,177,662 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_196 |
| Name | X. kitaake box |
| Source | Benfey Lab |
| Genotype | X. kitaake box |
| Transgene | NA |
| Treatment | NA |
| Age | 4 day |
| Timepoint | NA |
| Rep | NA |
| Target Cells | 10,000 |
| Date | 2022-07-05 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_196 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_199 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 11,155 |
| High Quality Cell | 6.65 % |
| Total UMI Counts in High Quality Cell | 201,215,055 |
| UMI Counts in High Quality Cell | 63.73 % |
| Median UMI Counts per High Quality Cell | 16,040 |
| Median Genes per High Quality Cell | 3,502 |
| Total Genes Detected in High Quality Cell | 33,467 |
| Cell above Mitochondrial Expression Threshold | 4.71 % |
| Estimated Doublet Rate in High Quality Cell | 4.46 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 695,861,968 |
| Reads Pseudoaligned | 83.2 % |
| Reads on Whitelist | 94.7 % |
| Total UMI Counts | 315,754,518 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_199 |
| Name | X. kitaake soil non-compact 1cm tip |
| Source | Benfey Lab |
| Genotype | X. kitaake soil |
| Transgene | NA |
| Treatment | NA |
| Age | 5 days |
| Timepoint | NA |
| Rep | NA |
| Target Cells | 12,000 |
| Date | 2022-09-07 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_199 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_200 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 18,449 |
| High Quality Cell | 11.04 % |
| Total UMI Counts in High Quality Cell | 196,208,424 |
| UMI Counts in High Quality Cell | 70.83 % |
| Median UMI Counts per High Quality Cell | 9,383 |
| Median Genes per High Quality Cell | 2,797 |
| Total Genes Detected in High Quality Cell | 32,153 |
| Cell above Mitochondrial Expression Threshold | 1.71 % |
| Estimated Doublet Rate in High Quality Cell | 7.38 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 455,288,708 |
| Reads Pseudoaligned | 84.9 % |
| Reads on Whitelist | 95.73 % |
| Total UMI Counts | 277,021,685 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_200 |
| Name | X. kitaake soil non-compact 1cm tip |
| Source | Benfey Lab |
| Genotype | X. kitaake soil |
| Transgene | NA |
| Treatment | NA |
| Age | 5 days |
| Timepoint | NA |
| Rep | NA |
| Target Cells | 12,000 |
| Date | 2022-09-07 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_200 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_201 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 14,649 |
| High Quality Cell | 8.29 % |
| Total UMI Counts in High Quality Cell | 158,674,815 |
| UMI Counts in High Quality Cell | 56.08 % |
| Median UMI Counts per High Quality Cell | 9,227 |
| Median Genes per High Quality Cell | 2,819 |
| Total Genes Detected in High Quality Cell | 33,754 |
| Cell above Mitochondrial Expression Threshold | 8.14 % |
| Estimated Doublet Rate in High Quality Cell | 5.86 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 659,131,469 |
| Reads Pseudoaligned | 80.2 % |
| Reads on Whitelist | 91.18 % |
| Total UMI Counts | 282,927,431 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_201 |
| Name | X. kitaake soil compact 1cm tip |
| Source | Benfey Lab |
| Genotype | X. kitaake soil |
| Transgene | NA |
| Treatment | NA |
| Age | 5 days |
| Timepoint | NA |
| Rep | NA |
| Target Cells | 20,000 |
| Date | 2022-09-07 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_201 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_202 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 10,844 |
| High Quality Cell | 6.32 % |
| Total UMI Counts in High Quality Cell | 97,171,163 |
| UMI Counts in High Quality Cell | 38.39 % |
| Median UMI Counts per High Quality Cell | 7,676 |
| Median Genes per High Quality Cell | 2,464 |
| Total Genes Detected in High Quality Cell | 32,280 |
| Cell above Mitochondrial Expression Threshold | 10.62 % |
| Estimated Doublet Rate in High Quality Cell | 4.34 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 830,240,949 |
| Reads Pseudoaligned | 77.2 % |
| Reads on Whitelist | 87.84 % |
| Total UMI Counts | 253,128,444 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_202 |
| Name | X. kitaake soil compact 1cm tip |
| Source | Benfey Lab |
| Genotype | X. kitaake soil |
| Transgene | NA |
| Treatment | NA |
| Age | 5 days |
| Timepoint | NA |
| Rep | NA |
| Target Cells | 20,000 |
| Date | 2022-09-07 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_202 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_303 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 72 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 2,170 |
| High Quality Cell | 2.03 % |
| Total UMI Counts in High Quality Cell | 107,382,865 |
| UMI Counts in High Quality Cell | 41.81 % |
| Median UMI Counts per High Quality Cell | 39,497.5 |
| Median Genes per High Quality Cell | 5,789.5 |
| Total Genes Detected in High Quality Cell | 30,808 |
| Cell above Mitochondrial Expression Threshold | 3.49 % |
| Estimated Doublet Rate in High Quality Cell | 0.87 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 1,341,840,619 |
| Reads Pseudoaligned | 85.7 % |
| Reads on Whitelist | 95.63 % |
| Total UMI Counts | 256,837,310 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_303 |
| Name | Kitaake gel condition scRNA-seq, rep#1 |
| Source | Benfey Lab |
| Genotype | WT |
| Transgene | NA |
| Treatment | NA |
| Age | 4 days |
| Timepoint | NA |
| Rep | 1 |
| Target Cells | NA |
| Date | 2024-06-10 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_303 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_304 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 2,839 |
| High Quality Cell | 3.48 % |
| Total UMI Counts in High Quality Cell | 81,160,087 |
| UMI Counts in High Quality Cell | 43.34 % |
| Median UMI Counts per High Quality Cell | 18,772 |
| Median Genes per High Quality Cell | 4,313 |
| Total Genes Detected in High Quality Cell | 30,558 |
| Cell above Mitochondrial Expression Threshold | 5.38 % |
| Estimated Doublet Rate in High Quality Cell | 1.14 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 1,302,977,145 |
| Reads Pseudoaligned | 85.3 % |
| Reads on Whitelist | 94.91 % |
| Total UMI Counts | 187,251,975 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_304 |
| Name | Kitaake gel condition scRNA-seq, rep#2 |
| Source | Benfey Lab |
| Genotype | WT |
| Transgene | NA |
| Treatment | NA |
| Age | 4 days |
| Timepoint | NA |
| Rep | 2 |
| Target Cells | NA |
| Date | 2024-06-10 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_304 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_305 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 28 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 4,077 |
| High Quality Cell | 2.84 % |
| Total UMI Counts in High Quality Cell | 63,699,740 |
| UMI Counts in High Quality Cell | 44.67 % |
| Median UMI Counts per High Quality Cell | 12,847 |
| Median Genes per High Quality Cell | 3,336 |
| Total Genes Detected in High Quality Cell | 30,575 |
| Cell above Mitochondrial Expression Threshold | 11.79 % |
| Estimated Doublet Rate in High Quality Cell | 1.63 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 1,138,984,950 |
| Reads Pseudoaligned | 85.3 % |
| Reads on Whitelist | 88.32 % |
| Total UMI Counts | 142,616,072 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_305 |
| Name | Kitaake non-compacted soil condition scRNA-seq, rep#1 |
| Source | Benfey Lab |
| Genotype | WT |
| Transgene | NA |
| Treatment | NA |
| Age | 4 days |
| Timepoint | NA |
| Rep | 1 |
| Target Cells | NA |
| Date | 2024-06-10 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_305 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 16 — scRNA-seq sample COPILOT summary information and details related to annotation. A combined PDF summary file is also included.

 R output 

import namespace="mml" implementation="#mathplayer"?

Analysis

Summary

# sc\_306 Summary

### Processed by COPILOT

### Parameters

|  |  |
| --- | --- |
| Iteration of Filtering | 1 |
| Mitochondrial Expression Threshold | 5 % |
| Top High Quality Cell Filtered | 1 % |
| Doublet Removed | Yes |

### Cell Stats

|  |  |
| --- | --- |
| Estimated Number of High Quality Cell | 2,869 |
| High Quality Cell | 2.97 % |
| Total UMI Counts in High Quality Cell | 55,480,680 |
| UMI Counts in High Quality Cell | 45.09 % |
| Median UMI Counts per High Quality Cell | 16,357 |
| Median Genes per High Quality Cell | 3,788 |
| Total Genes Detected in High Quality Cell | 29,608 |
| Cell above Mitochondrial Expression Threshold | 16.16 % |
| Estimated Doublet Rate in High Quality Cell | 1.15 % |

### Sequencing Stats

|  |  |
| --- | --- |
| Number of Reads Processed | 1,123,165,607 |
| Reads Pseudoaligned | 83.6 % |
| Reads on Whitelist | 83.77 % |
| Total UMI Counts | 123,054,985 |
| Sequencing Technology | 10xv3 |
| Species | Oryza sativa |
| Transcriptome | MSU7 |

### Sample Stats

|  |  |
| --- | --- |
| Sample | sc\_306 |
| Name | Kitaake non-compacted soil condition scRNA-seq, rep#2 |
| Source | Benfey Lab |
| Genotype | WT |
| Transgene | NA |
| Treatment | NA |
| Age | 4 days |
| Timepoint | NA |
| Rep | 2 |
| Target Cells | NA |
| Date | 2024-06-10 |
| Seq Run | NA |

### UMI Counts Histogram

### Number of Genes Histogram

### Barcode Rank Plot

Analysis

Summary

# sc\_306 Analysis

### Processed by COPILOT

# Supplementary material for: Single-cell transcriptomics reveal how root tissues adapt to soil stress
**Source:** Nature. 2025 Apr 30;642(8068):721–9. doi: 10.1038/s41586-025-08941-z
**Supplement:** Supplementary file 21 — Expression patterns of cell type markers in spatial transcriptomics data for non-compacted soil grown roots. A PDF summary file that includes the sample and gene information for visualization is included. The raw spatial transcriptomics data for non-compacted soil grown roots is also included.

Combined

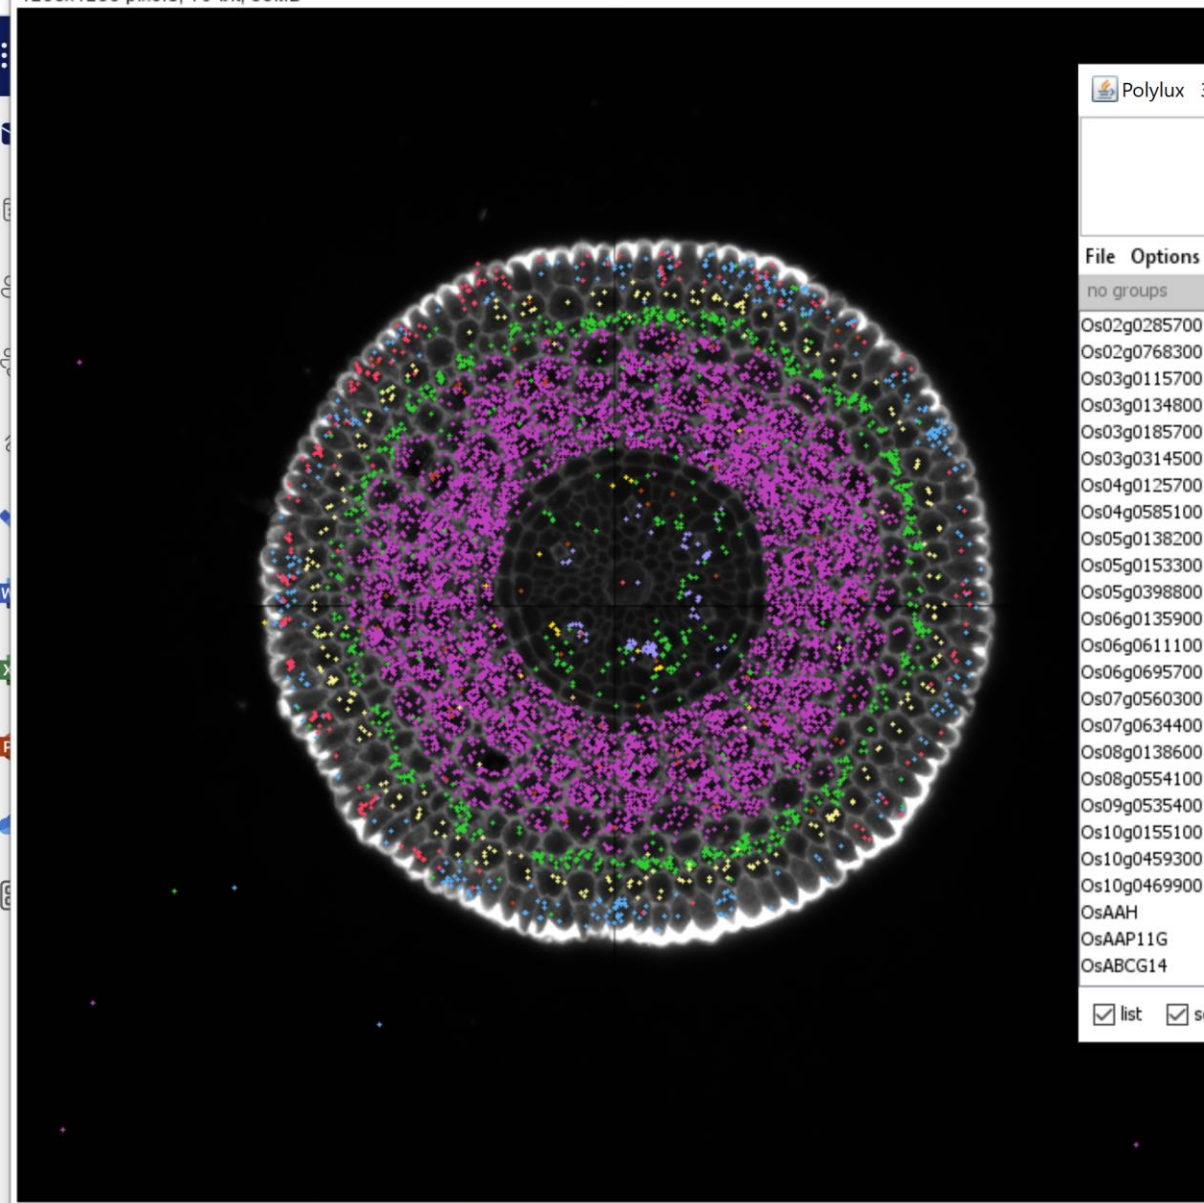

resolve biosciences

File Options Regions Coloc-Analysis Tools

no groups

>> <<

☒ list ☒ settings

**-general settings-**

upper-z: 5000  
lower-z: 1  
stroke-width: 1.0  
☒ ignore z  
☒ filled

**-specific settings-**

☐ use rectangles  
diameter: 17  
color:    
☐ show

update

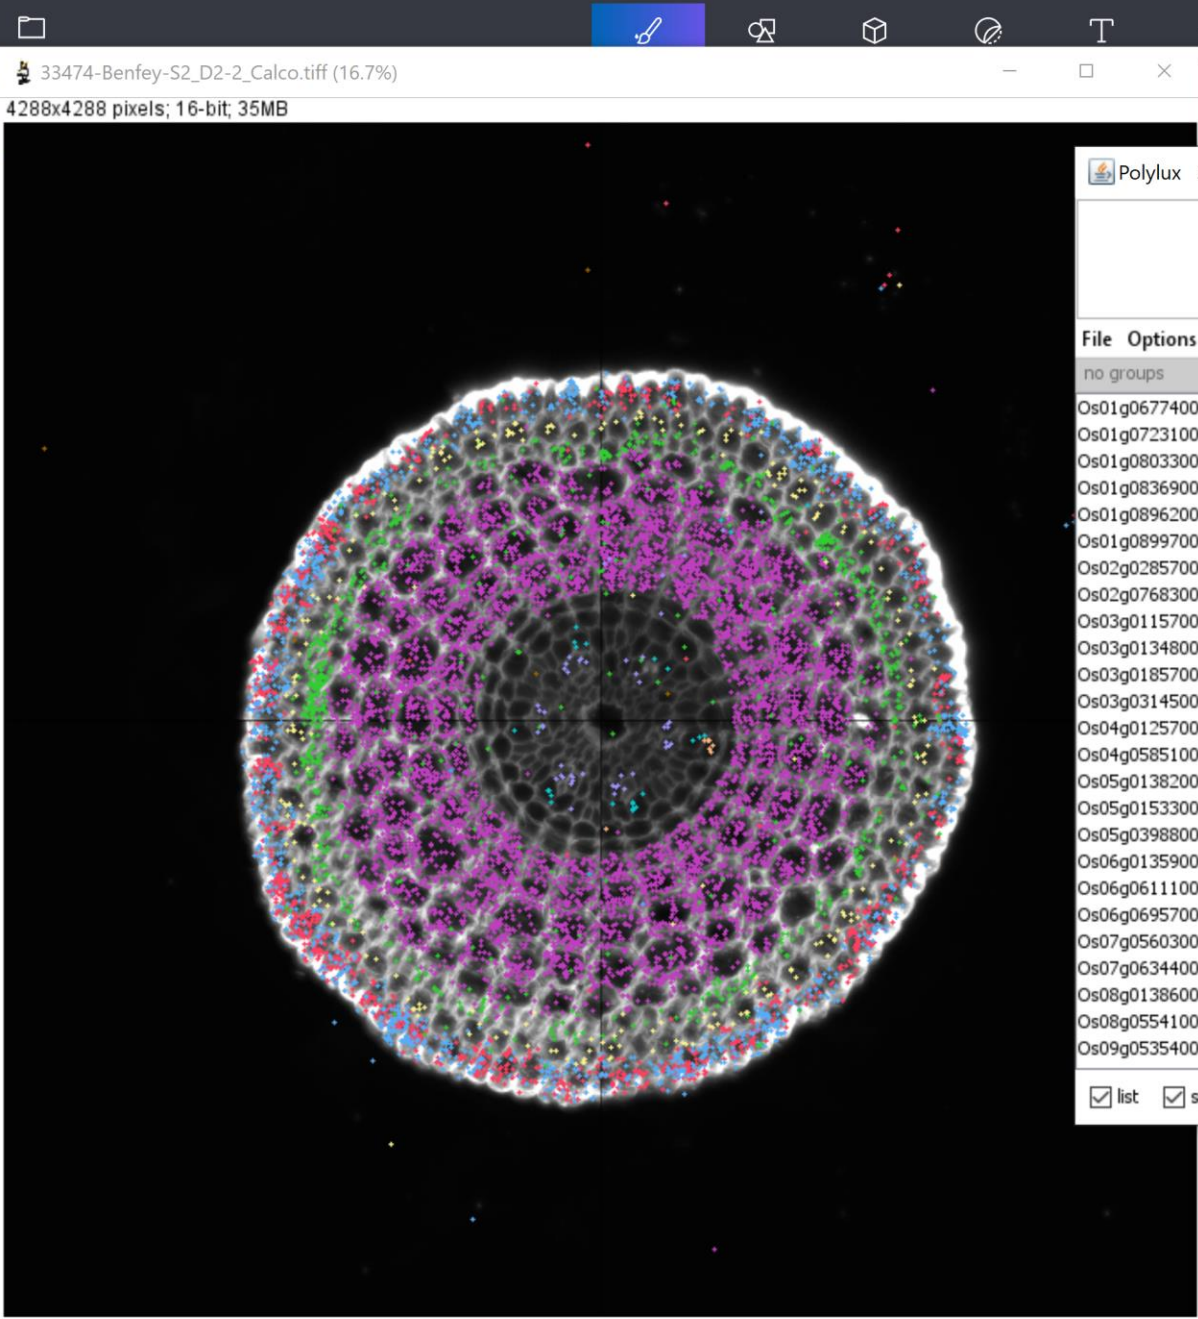

FileOptionsRegionsColoc-AnalysisTools

no groups

Os01g0677400

Os01g0723100

Os01g0803300

Os01g0836900

Os01g0896200

Os01g0899700

Os02g0285700

Os02g0768300

Os03g0115700

Os03g0134800

Os03g0185700

Os03g0314500

Os04g0125700

Os04g0585100

Os05g0138200

Os05g0153300

Os05g0398800

Os06g0135900

Os06g0611100

Os06g0695700

Os07g0560300

Os07g0634400

Os08g0138600

Os08g0554100

Os09g0535400

>><<

☒ list☒ settings

-general settings-

upper-z:5000

lower-z:1

stroke-width:1.0

☒ ignore z

☒ filled

-specific settings-

☐ use rectangles

diameter:17

color:

☒ show

update

Atrichoblast

33474-Benfey-S2\_B1-2\_Calco.tiff (16.7%)

4288x4288 pixels; 16-bit; 35MB

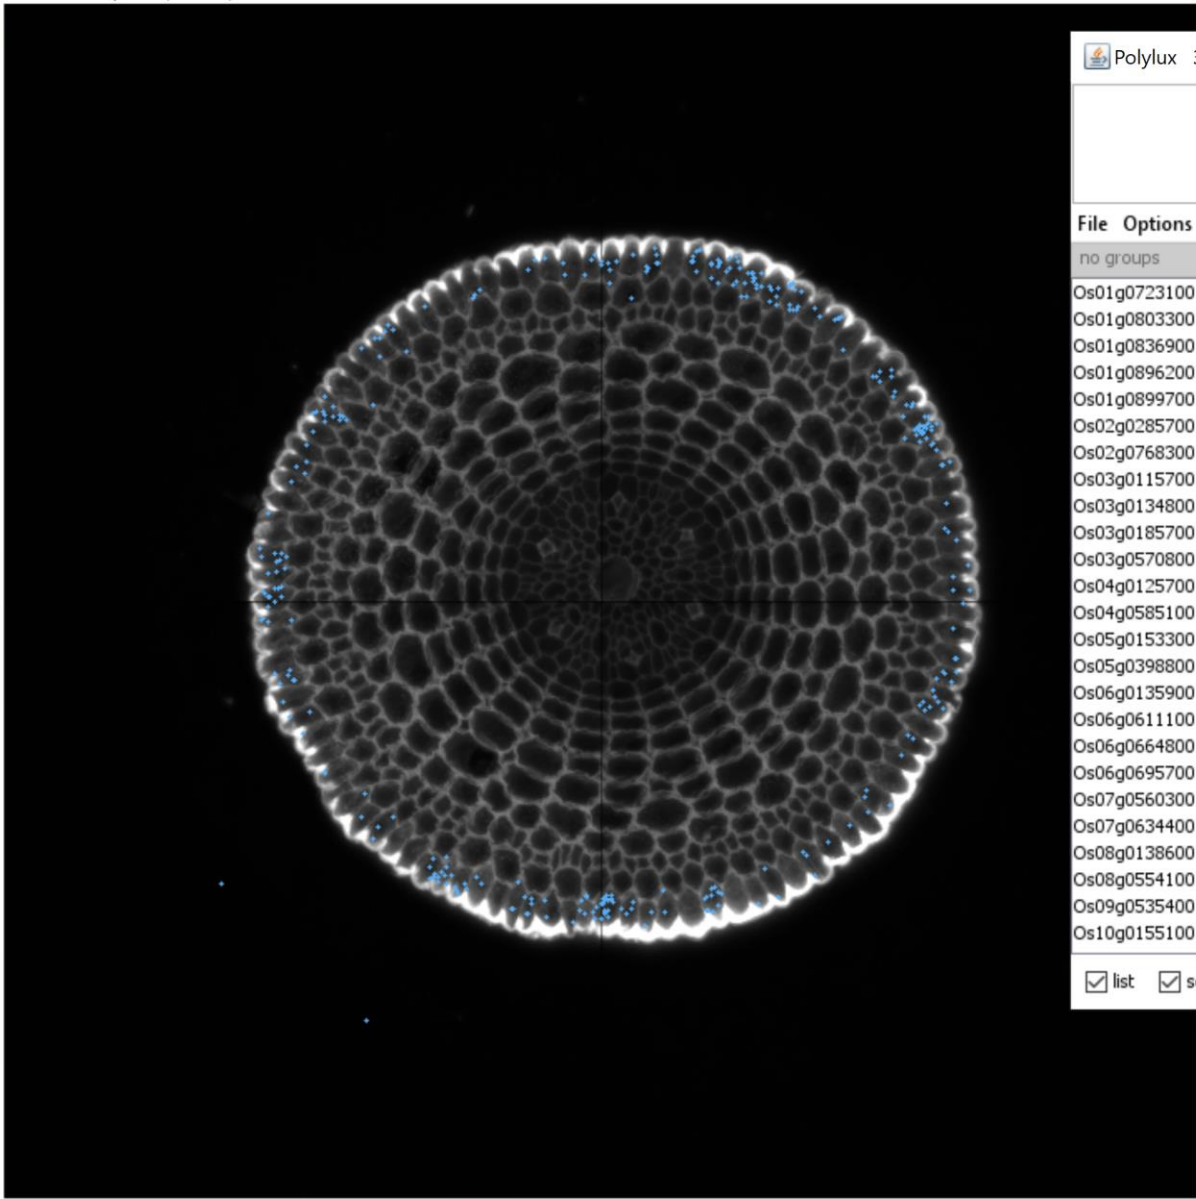

Supplementary Table2\_Marker\_genes\_list\_Final - Excel

Mingyuan Zhu, Ph.D.

View Help Acrobat Tell me what you want to do

Share

PolyLux 33474-Benfey-S2\_B1-2\_results.t

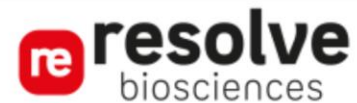

File Options Regions Coloc-Analysis Tools

no groups

Os01g0723100  
Os01g0803300  
Os01g0836900  
Os01g0896200  
Os01g0899700  
Os02g0285700  
Os02g0768300  
Os03g0115700  
Os03g0134800  
Os03g0185700  
Os03g0570800  
Os04g0125700  
Os04g0585100  
Os05g0153300  
Os05g0398800  
Os06g0135900  
Os06g0611100  
Os06g0664800  
Os06g0695700  
Os07g0560300  
Os07g0634400  
Os08g0138600  
Os08g0554100  
Os09g0535400  
Os10g0155100

>>

<<

### -general settings-

upper-z: 5000  
lower-z: 1  
stroke-width: 1.0

☒ ignore z

☒ filled

### -specific settings-

☐ use rectangles

diameter: 17

color:  

☒ show

☒ list ☒ settings

update

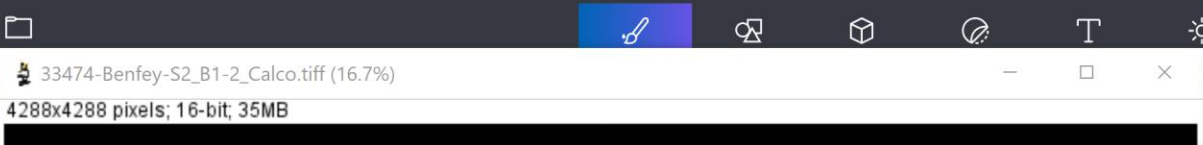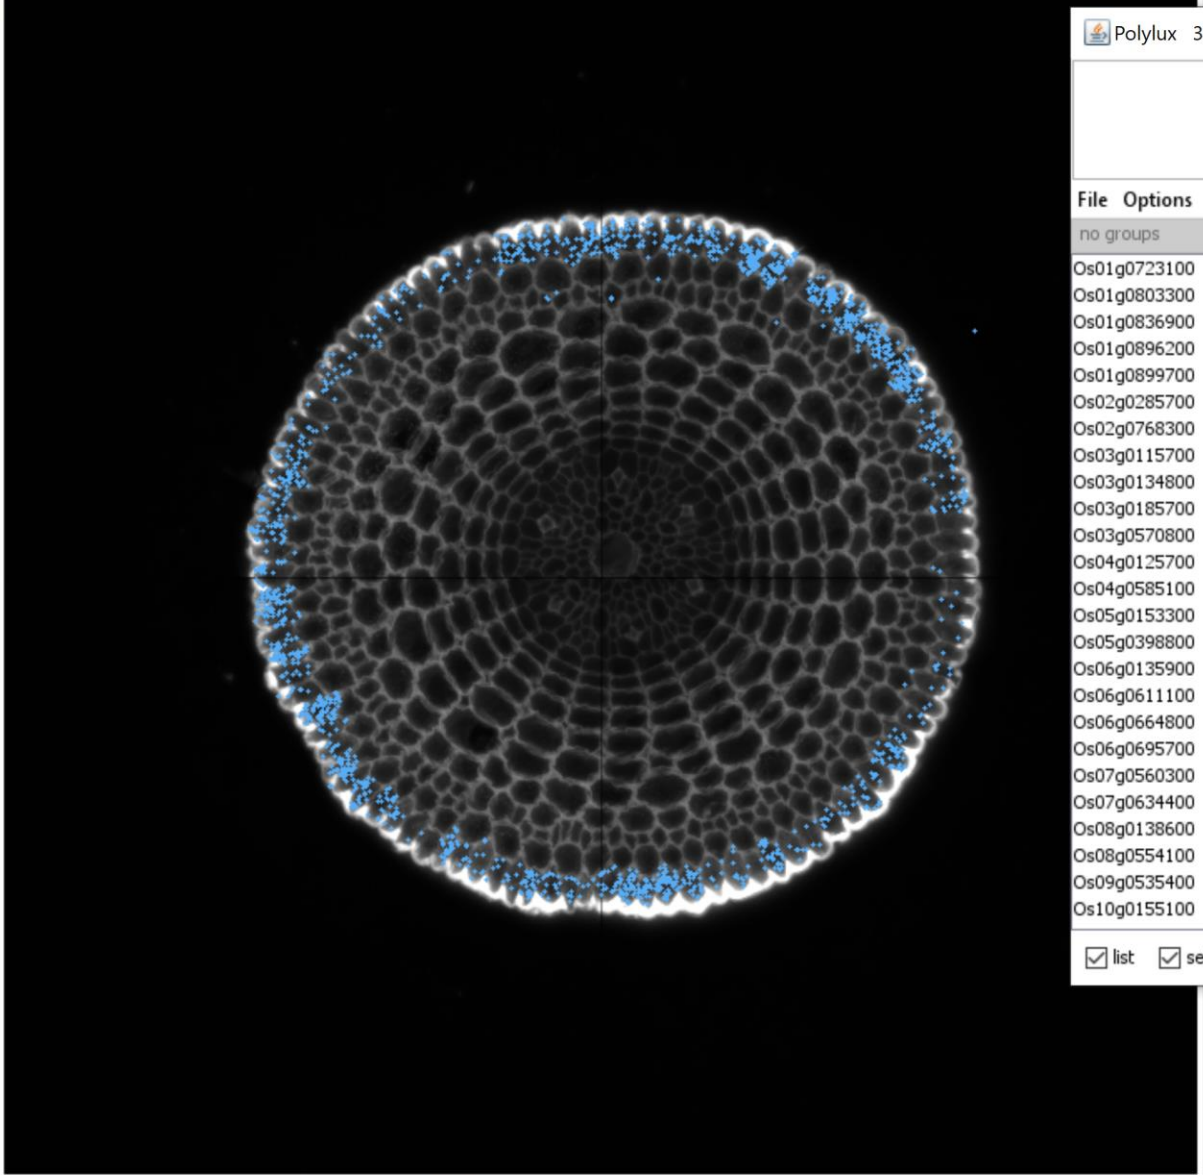

File Options Regions Coloc-Analysis Tools

no groups

Os01g0723100

Os01g0803300

Os01g0836900

Os01g0896200

Os01g0899700

Os02g0285700

Os02g0768300

Os03g0115700

Os03g0134800

Os03g0185700

Os03g0570800

Os04g0125700

Os04g0585100

Os05g0153300

Os05g0398800

Os06g0135900

Os06g0611100

Os06g0664800

Os06g0695700

Os07g0560300

Os07g0634400

Os08g0138600

Os08g0554100

Os09g0535400

Os10g0155100

>>

<<

list

settings

general settings

upper-z:

5000

lower-z:

1

stroke-width:

1.0

☒ ignore z

☒ filled

specific settings

☐ use rectangles

diameter:

17

color:

☐ show

update

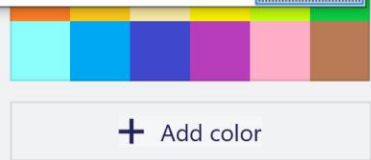

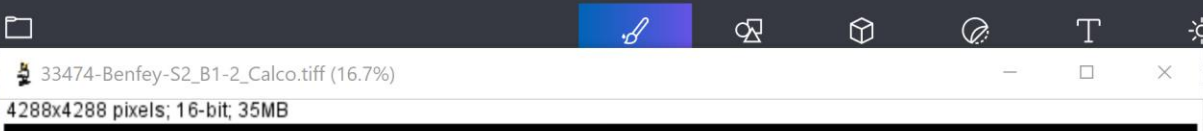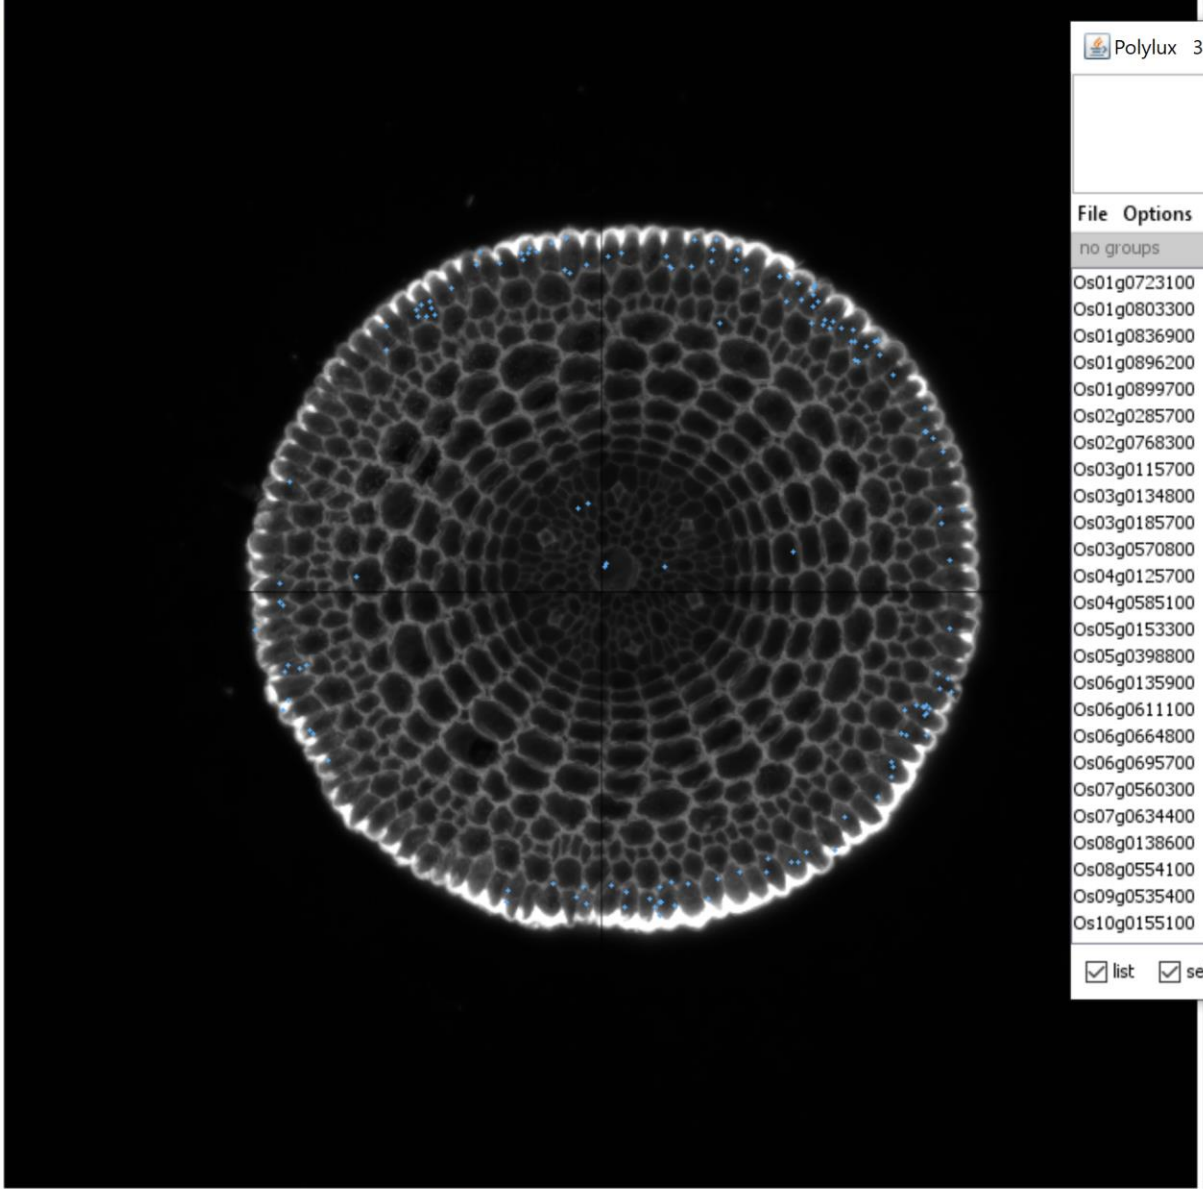

File Options Regions Coloc-Analysis Tools

**-general settings-**

upper-z: 5000

lower-z: 1

stroke-width: 1.0

☒ ignore z

☒ filled

**-specific settings-**

☐ use rectangles

diameter: 17

color:  

☒ show

update

☒ list ☒ settings

+ Add color

4288x4288 pixels; 16-bit; 35MB

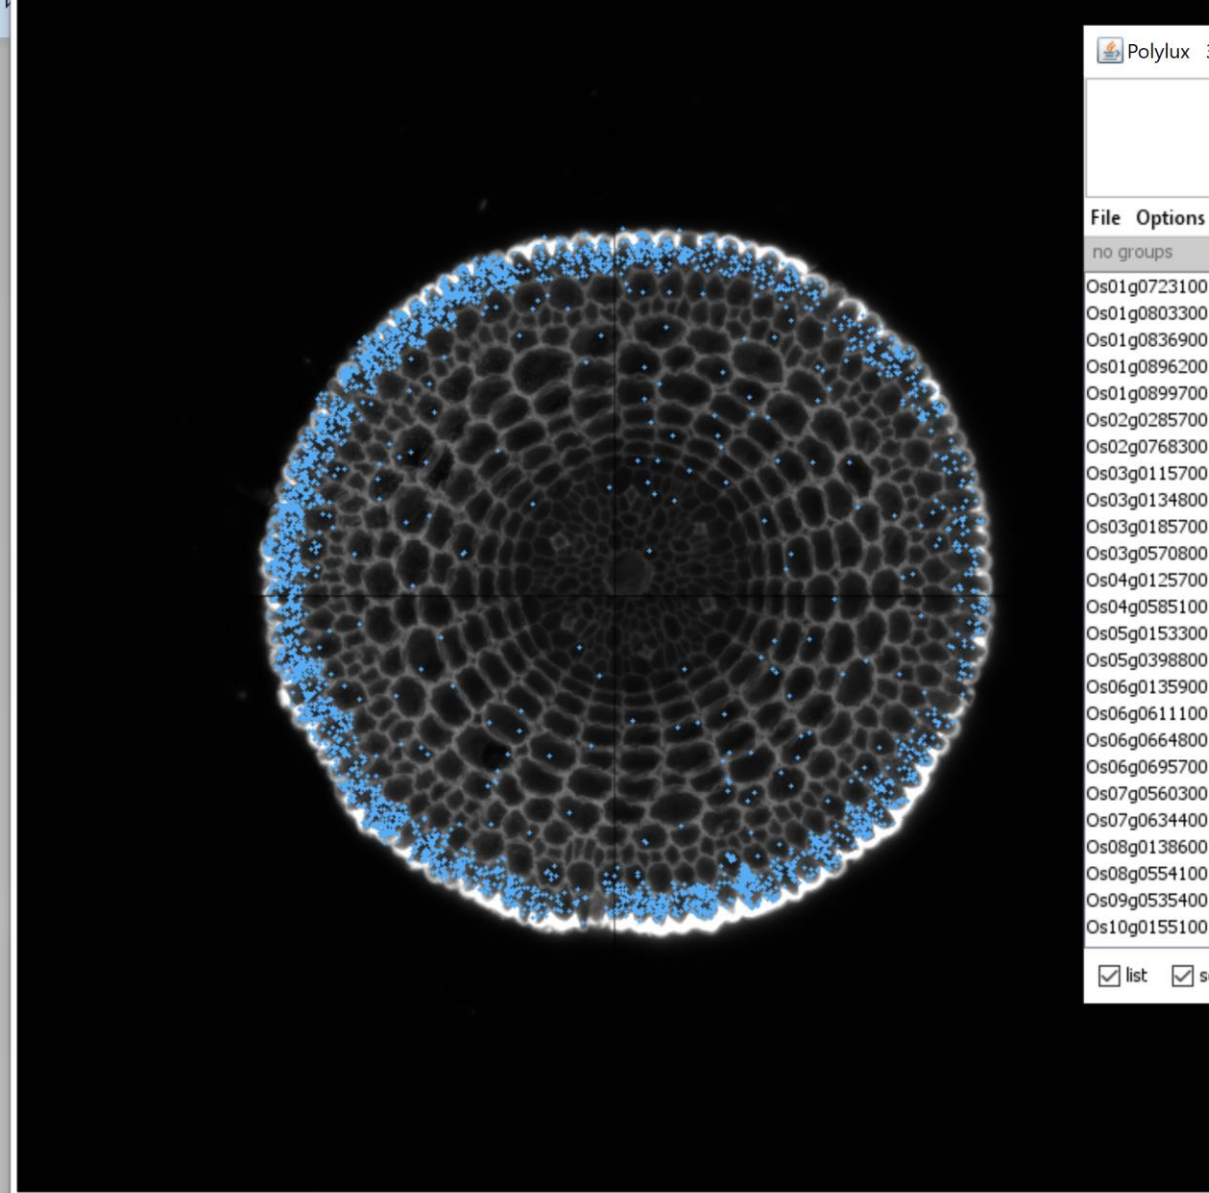

The screenshot shows the 'resolve biosciences' software interface. The main window displays a list of gene pairs in a table with columns: 'no groups', 'color', 'show', 'name', and 'count'. The 'no groups' column is expanded, showing a list of gene IDs from Os01g0723100 to Os10g0155100. The 'color' column shows blue bars for each gene pair. The 'show' column has checkboxes. The 'name' column shows the gene names. The 'count' column is empty. On the right side, there are settings for 'general settings' and 'specific settings'. The 'general settings' include 'upper-z' (5000), 'lower-z' (1), 'stroke-width' (1.0), 'ignore z' (checked), and 'filled' (checked). The 'specific settings' include 'use rectangles' (unchecked), 'diameter' (17), 'color' (blue), and 'show' (unchecked). At the bottom, there are checkboxes for 'list' and 'settings', and an 'update' button.

**-general settings-**

- upper-z: 5000
- lower-z: 1
- stroke-width: 1.0
- ☒ ignore z
- ☒ filled

**-specific settings-**

- ☐ use rectangles
- diameter: 17
- color: blue
- ☐ show

☒ list ☒ settings update

How the deposited data were processed for this re-analysis (not part of the article)

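RNA from 4 intact and 4 digested root samples of gel-grown Xkitaake rice was measured by 3′ tag sequencing. The authors aligned the reads to release 7 of the Michigan State University rice genome, removed duplicates (as the deposited files' processing history shows) and counted reads per gene with HTSeq. The deposited values are whole counts per gene, without normalization, 1 file per library. The aligner and its settings are not given in the sources used here for these libraries, and neither is the tool or the p threshold behind the paper's list of genes. The Methods' section on bulk RNA-seq of root tips from gel and soil names HISAT2, a log2 fold change of at least 1 and an adjusted p of at most 0.05, but describes another RNA kit and FPKM values and does not mention digested roots. For libraries of root sections made with the same kits as these, the Methods name STAR, UMI-Tools and HTSeq-count, without naming the digested roots.

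Groups and replicate numbers were taken from the sample labels and the Methods. The 5 summary rows of HTSeq, which name no gene, were kept out of library sizes and tests. Reads on no gene made up 13.0% to 13.9% of the rows' sum in intact and 13.4% to 14.9% in digested libraries, and reads aligned at more than 1 place 3.93% to 5.36% and 13.0% to 24.3%. Because reads aligned at several places were discarded, genes with near-identical copies are uncertain, among them OsRAB16C.

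Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM factors, glmQLFit with robust estimation, glmQLFTest, prior count 0.125, Benjamini-Hochberg adjustment), on the condition alone. Direction is digested over intact roots. edgeR gives no standard error for a log2 fold change, so the one printed is the absolute log2 fold change divided by the square root of the quasi-likelihood F. CPM were computed from the counts of tested genes and the TMM factors. Gene sets were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01, for sets with at least 3 tested genes, adjusted over the sets of each family. The sets were the cell type markers of Supplementary Table 3 (Metaxylem and Early Metaxylem joined to Xylem, Root Cap junction to Root Cap), the lists of Supplementary Table 14 and the 232 genes of the digestion time sheet of Supplementary Table 2. No overlap or set test was run on the sheet of protoplasting genes, of which 1999 of 2358 rows were read.

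The genes named were chosen by a rule set before the data were examined. It takes the 10 genes with the largest and the 10 with the smallest log2 fold change among those with an adjusted p under 0.05, an absolute log2 fold change of at least 2, a mean of at least 10 CPM and no overlap between the groups (1791 genes met these conditions), 15 genes named in the paper, any gene of the marker list or of Supplementary Table 14 past the same thresholds, and the 5 genes with the largest share of counts in each group. Names come from the paper and its tables. None of the identifiers of this genome release was found in the reference name table, so at most 2 unnamed genes that rose and 2 that fell are printed, and no coordinates are given. Supplementary Table 14 writes OsBIN1 for the identifier printed here under the name OsBRI1, which is the name in the paper's text.

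The floor for a group without counts was 3 counts over its 4 libraries, which is 0.249 CPM in intact and 3.43 CPM in digested roots. Intervals and floors cover counting error only. Single measures per library were compared by exact permutation tests, two-sided. The alternatives tried were DESeq2's size factors (RLE), total counts, upper-quartile factors, library sizes without the 10 genes with the most counts, no filter, 2 filters on CPM, a replicate block, each library left out in turn, DESeq2 1.42.0, limma-voom, a prior count of 2, an adjusted p under 0.01, fold change alone, glmTreat, fry, and camera with an estimated correlation. Thinning the intact counts to the depth of the digested libraries was added after the totals were seen.

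The procedure was tested on simulated data for the comparison of digested with intact roots at the real depths. With 200 genes changed by known amounts, as many raised as lowered, 12921 genes were tested, 182 of the changed ones among them. Of these, 162 were called in the right direction, or 89.0%, and 7 unchanged genes were called. The real comparison called 5048 genes, so the simulation does not show how the scaling performs when so many genes change. With no gene changed, 1 of 12928 genes was called, and 29 had an absolute log2 fold change of at least 2. Figures were drawn with matplotlib.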

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

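Each library was compared with the other 3 of its group, by the gap to the nearest library over the group's range, for library measures and for the genes printed. Of 56 groups, 9 exceeded Dixon's 95% critical ratio, where chance gives about 1 in 20, or 2.8. The rule was set in advance, and the values were examined with no further test beyond those given here.

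In 4 genes the ratio is 1 because the other 3 libraries had no count. OsZIP10 had 9.83 CPM in digested roots replicate 2, OsNCED2 and OsNCED4 each had 0.249 CPM in intact roots replicate 4, and LOC_Os06g44010 had 0.360 CPM in intact roots replicate 1. In the last 3 this is a single count, and for OsZIP10 it is all 4 counts of digested roots. Sampling of so few molecules stays open for each, and no biological explanation was tested.

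OsBRI1 reached 121 CPM in digested roots replicate 4, against 46.5 to 54.1 CPM in the other digested libraries, and LOC_Os06g48050 reached 15.1 CPM there, against 8.77 to 9.83 CPM. With each library left out in turn, the log2 fold change of OsBRI1 lay between 4.32 and 4.79 and that of LOC_Os06g48050 between -2.81 and -2.60, so the direction and the call of neither rest on that library. A wrong label is argued against by the correlations of log2 CPM, since every library correlated more with its own group, by at least 0.184, than with the other. Counting noise in the shallow libraries stays open, and no biological explanation was tested within a group.

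At an equal total of 115006 counts, digested roots replicate 4 had 11959 genes detected, against 12364 to 12392 in the other digested libraries. Reads that HTSeq could not assign to 1 gene made up 0.0907% in intact roots replicate 4, against 0.112% to 0.117% in the other intact libraries, and 0.240% in digested roots replicate 1, against 0.147% to 0.162%. The labels name no batch that could account for these, and the same correlation difference of at least 0.184 argues against a wrong label. No biological explanation was tested.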

How the results depend on the processing

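All alternatives were set before the data were examined, except thinning, which was chosen after the library totals were seen.

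No gene past the Methods' threshold changed direction under the alternatives that refit the counts. Under RLE, total counts and upper-quartile factors, 96.3%, 92.6% and 93.4% of these 2209 genes remained past it in the same direction. All 1022 lower genes remained under each, since these scalings lower the fold changes. Of the 1187 higher genes, 1105, 1023 and 1041 remained. Library sizes without the 10 genes with the most counts kept 99.9%. The share remaining was 94.1% with DESeq2, 81.5% with limma-voom and 89.1% with a prior count of 2. With no filter on low counts, 25256 genes were tested and 96.4% remained. The genes higher after digestion made up 51.9% of those changed, and 44.3%, 35.5% and 37.4% under RLE, total counts and upper-quartile factors. Total counts gave 3722 genes lower after digestion; the median log2 fold change of all tested genes was then -0.38, against -0.06.

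At an adjusted p under 0.01, 1611 genes were lower after digestion. Tested against the threshold by glmTreat, 145 genes were lower at a log2 fold change of 2 and 942 at a fold change of 2, and 16 figure genes, 0 cell type markers and 9 atlas markers passed, all fewer because the test asks more of each gene. At an unadjusted p under 0.05, glmTreat passed 9 of these cell type markers, and edgeR's quasi-likelihood test with the fold filter passed 18. Camera with an estimated correlation called 0 cell type marker sets and 0 process sets (0 and 7 at an unadjusted p under 0.05), and its adjusted p for the digestion time list, with a median of -1.91, was 0.0766, the highest over its alternatives (the lowest was 4.95e-09); the cause was not tested. Fry kept all 4 cell type marker sets and all 10 process sets called. It asks whether a set changes at all, not whether it changes more than other genes. With 38.5% of tested genes changed, it called 5 of the 8 marker sets and 13 of the 15 process sets, so its calls add little.

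With each library left out in turn, the genes changed numbered 3791 to 5341, those higher 1942 to 2538 and those lower 1734 to 2803. Past the Methods' threshold, 979 to 1281 were higher and 562 to 1379 lower, and at a fold change of 2, 1628 to 2124 and 1396 to 2406. Figure genes numbered 26 to 37, cell type markers 13 to 19, atlas markers 27 to 52, cell type marker sets 3 to 4, process sets 5 to 10, and the median of the digestion time list was -2.10 to -1.85. Leaving out intact roots replicate 1, 2, 3 or 4 gave 623, 562, 571 or 601 lower genes past the Methods' threshold, with 8689 to 8805 genes tested in place of 13104. Without intact roots replicate 2 or 3 there were 27 atlas markers, and without intact roots replicate 2, 3 or 4 there were 5, 6 or 6 process sets. Fewer genes were tested in each of these. Of the 109 named genes tested, 10 lost their call with some library left out, at most 6 with any 1 of them, counting only genes still tested; without intact roots replicate 1, 2, 3 or 4, only 89, 87, 86 and 86 of the 109 were tested, and the rest had no call there. Among those given values here and still tested, only LOC_Os09g18450 lost its call.

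With the intact counts thinned to the digested depths, 4592 genes were tested, 2176 changed (1191 higher, 985 lower), 609 were higher and 275 lower past the Methods' threshold, and 962 and 709 at a fold change of 2. There were 16 figure genes, 6 cell type markers, 9 atlas markers, 2 cell type marker sets and 4 process sets. Depth therefore limits how many genes can be called, above all lower ones.

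No pairing of the samples by replicate number was seen. Deviations from the group means correlated at -0.30, 0.06, -0.11 and -0.06 for numbers 1 to 4. Counting noise in the shallow digested libraries can hide a shared deviation, so a pairing cannot be excluded. With the replicate number as a block, 4180 genes changed, 1168 were higher and 979 lower past the Methods' threshold.

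One gene, LOC_Os03g46770, chosen for its share of counts and not called (log2 fold change 0.29, adjusted p = 0.139 by edgeR), changed sign under total counts, to -0.0041 with an adjusted p of 0.985 (0.0864 to 0.985 over its alternatives); that scaling lowers all values by a median of 0.31 on the log2 scale.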

Differences from the paper's values

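The paper's sheet of protoplasting genes lists 2358 genes by the paper's count of rows. Read as a fold change of at least 2 in either direction, with an adjusted p under 0.05, the deposited counts gave 4120 genes, more than 1.5 times the paper's number. Of the 22 alternatives set before the data were examined, 16 also gave more than 1.5 times that number. The other 6 did not, namely leaving out intact roots replicate 1, 2, 3 or 4 (3331, 3093, 3124 and 3110 genes), an adjusted p under 0.01 (3393 genes) and glmTreat (2424 genes). Read as an absolute log2 fold change of at least 2, the counts came closest to the paper's number with upper-quartile factors (2378), without digested roots replicate 2 (2385) and with total counts (2396), and read as higher genes only, with DESeq2 (2347) and with a filter of CPM above 0 in at least 3 libraries (2394). Thinning, chosen after the library totals were seen, gave 962 higher and 709 lower genes at a fold change of 2. How many of the paper's genes it drops was not counted, as only part of the sheet was read.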

Other observations

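The tests of the ABA and water stress sets, of the markers of mature cell types, of the trichoblast and vascular markers, of the share of counts on the 10 genes with the most counts, and of depth alone as the cause of fold changes past 2 were chosen after the result was seen. Thinning was chosen after the library totals were seen. The others were written down before.

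For each of the counts of genes changed, higher, lower and past either threshold, for the figure genes, cell type markers and atlas markers past the Methods' threshold, and for the median of the digestion time list, 1 of the 35 ways to split the 8 libraries into 4 and 4, the real one, gave a value as large, so chance can be excluded as far as 35 splits allow. For the process sets the real split was also the only 1 with 10 sets, but another split gave 8, and without intact roots replicate 2, 3 or 4 the real one gave 5, 6 or 6, so that this count sets the real split less clearly apart. For the number of cell type marker sets, 5 of the 35 splits gave 4 or more sets, and chance cannot be excluded.

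The depth of the groups differs, and several tests bear on it. Of the 2209 genes past the Methods' threshold, only 862 could still be tested after thinning. Of these 862, 96.3% remained past it in the same direction (94.1% to 96.3% over 10 thinnings). The 830 that remained, 596 higher and 234 lower, are 37.6% of the 2209. The genes outside the 862 were not tested at that depth. The intact libraries against their own thinned counts gave 0 genes past the threshold by edgeR, with 134 to 181 genes at an unadjusted p under 0.05 over 10 thinnings and no other tool run, and 3 genes with an absolute log2 fold change of at least 2. Both sides are the same libraries and share their replicate variation, so few calls were possible and this comparison cannot decide the question. The 10 genes with the most counts in each library took at most 3.82% of its counts. The other scalings kept at least 92.6% of the genes past the threshold. Of the 1187 higher genes, 1105, 1023 and 1041 remained under RLE, total counts and upper-quartile factors. These scalings lower the fold changes, so that the lower genes, all 1022 of which remained, were not put to the test. Every library correlated more with its own group, by at least 0.184. These values argue against a few abundant genes and a wrong label as the whole cause of the difference. They argue against depth for the genes still tested after thinning, and against the scaling for the higher genes. Digestion itself, the time in solution and the handling all separate the same libraries and were not separated by this design, and all stay open.

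At an equal total of 115006 counts, at most 12392 genes were detected in a digested library and at least 13403 in an intact one (exact permutation test of the means, two-sided, p = 0.0286), so fewer genes in digested roots do not follow from depth alone. Reads aligned at more than 1 place made up 19.5% ± 5.31 in digested and 4.54% ± 0.673 in intact roots (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286). No explanation of either was tested further.

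Several sets of genes that the paper reports for compacted soil were, taken as sets, higher in digested roots of gel-grown seedlings. The sets of Supplementary Table 14 called by camera were higher for Stele-ABA biosynthesis (median log2 fold change 3.11, 4 of 4 tested genes higher, adjusted p = 0.00522), Exodermis-water stress (4.29, 5 of 6, adjusted p = 3.12e-05), Endodermis-water stress (7.17, 3 of 3, adjusted p = 6.99e-05), More water stress genes (7.17, 3 of 3, adjusted p = 4.36e-05), ABA responses in outer cell layers (3.71, 5 of 8, adjusted p = 0.00522), ABA genes (1.53, 14 of 21, adjusted p = 0.0108) and Exodermis-cell wall remodeling (1.69, 5 of 6, adjusted p = 0.0421; called under 1 of 3 other scalings). Fry kept these calls and an estimated correlation kept none. Fry does not ask whether a set changes more than other genes, and it called 13 of the 15 process sets. ABA genes lost its call without intact roots replicate 2 (adjusted p = 0.0501 by camera). Its median was 0.59 without digested roots replicate 2. Exodermis-cell wall remodeling lost its call without any 1 intact library or digested roots replicate 2 (adjusted p of 0.0630 to 0.178 by camera). It was also lost with the replicate block (0.0598). The other sets called higher kept their calls in each leave-out fit that could test them. The sets share genes, so that their calls are not independent: of the 41 tested genes they hold together, 10 are in more than 1 of them, among them all 3 of Endodermis-water stress, all 4 of Stele-ABA biosynthesis, 5 of the 6 of Exodermis-water stress and 2 of the 3 of More water stress genes. WSI18 (LOC_Os01g50910) rose by a log2 fold change of 8.22 (standard error 0.34, adjusted p = 4.62e-17 by edgeR). OsRAB16C (LOC_Os11g26760), with 3 counts in intact roots, had a log2 ratio of 10.01 (95% counting interval 8.45 to 12.30), and is uncertain where reads are shared within its family. OsNCED5, with 5 counts in intact and 17 in digested roots, and OsNCED1, with 57 and 0, were left out by the filter; fitted without it, OsNCED5 was higher (log2 fold change 5.16, adjusted p = 2.57e-11 by edgeR) and OsNCED1 lower (adjusted p = 0.0275 by edgeR). OsAO3 (LOC_Os07g18120), listed under ABA biosynthesis, was also lower, by a log2 fold change of -3.18 (standard error 0.40, adjusted p = 2.21e-07 by edgeR). Over the 12 tested genes of the ABA biosynthesis and water stress sets joined, the median of 4.70 was 5.02 after thinning (6 genes tested), at least 4.38 under the other scalings and at least 3.17 with 1 library left out, without digested roots replicate 2. After thinning, 5 of the 6 genes were of Exodermis-water stress, which stayed called (adjusted p = 0.0215 by camera). ABA responses in outer cell layers also stayed called (0.00356), and ABA genes did not (7 tested, 0.0954). Stele-ABA biosynthesis and the other sets called higher had too few genes to test there. Depth is argued against as the whole cause only for the sets that stayed called. Scaling and 1 library are argued against as the whole cause for the joined genes. A hypothesis is that digestion, or the mannitol in the enzyme solution of the Methods, may raise these genes. Osmotic stress was not separated from digestion. The paper's comparisons of compacted with non-compacted soil used other samples, among them undigested root tips, and were not tested here.

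The sets lower after digestion were Rice root defense responses (median -1.38, 1 of 9 tested genes higher, adjusted p = 0.00409 by camera), Cell wall genes (mean -0.70, 8 of 35 higher, adjusted p = 0.00522) and Root hair development (-2.44, 0 of 3, adjusted p = 0.0421; not called under the other scalings). Auxin genes, Ethylene genes, Cell wall integrity, Endodermis-cell wall remodeling and the suberin and lignin genes were not called by camera; fry called the ethylene, endodermis and suberin and lignin sets. For the last, the median (-0.51) and the mean (0.95) differ in sign, with CCR18 (LOC_Os08g17500) at 9.75. For auxin genes the precision-weighted mean was 0.13 and the median -0.30. The median of ethylene genes was 0.23, and -0.09 to 0.08 under the other scalings.

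Of the cell type markers of Supplementary Table 3, 47 of 58 were tested and 18 were past the Methods' threshold, all lower, as many when adjusted over the list alone. Sets lower by camera were Trichoblast (median -2.43, 8 of 8 tested genes lower, adjusted p = 0.00107), Vascular tissue (-2.55, 4 of 4, adjusted p = 0.00697), Xylem (-1.40, 8 of 8, adjusted p = 0.00697) and Cortex (-1.04, 5 of 5, adjusted p = 0.0332; called under 2 of 3 other scalings). Cortex lost its call without intact roots replicate 2, 3 or 4 or digested roots replicate 2 or 3 (adjusted p of 0.0550 to 0.103 by camera). It kept its call without intact roots replicate 1 or digested roots replicate 1 or 4. Trichoblast, Vascular tissue and Xylem kept theirs without any 1 library. Atrichoblast, Endodermis and Sclerenchyma were not called by camera, fry called Sclerenchyma, and Meristem had a median of 0.18, which was -0.14 to 0.04 under the other scalings. Over 42 tested markers other than those of the meristem, the median was -1.57, and -1.74 after thinning (15 tested), which argues against depth as the whole cause. The other scalings lower all genes alike and so do not test this, but the markers' median lay further below that of all tested genes (by a difference of -1.50 or lower under each scaling) than the largest shift between scalings, -0.31, which argues against scaling as the whole cause. The 8 trichoblast markers did not differ beyond their standard errors from one common change of -2.26 (Cochran's Q of 8.06, under its approximate 95% limit of 14.1), which is consistent with fewer trichoblast transcripts as a whole, though standard errors are wide. The vascular tissue and xylem markers differed from one another (Cochran's Q of 56.7, over its limit of 19.7), from -2.79 to -0.09, which argues against a uniform loss of vascular transcripts. A change in transcript levels within cells stays open for each set. The paper chose these markers from other samples.

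Of the 126 genes in the paper's figures, 69 were tested and 34 were past the Methods' threshold, 18 higher and 16 lower. Of 154 atlas markers, 99 were tested and 46 were past it, 2 higher and 44 lower. Both counts were the same when adjusted over the list alone. By cell type, the median of atlas markers ranged from -2.96 for trichoblast to 0.73 for meristem. The 56 tested genes of the 232 on the digestion time sheet had a median of -1.91 (-1.88 with genes without counts at their bound), 52 of them lower (adjusted p = 1.87e-08 by camera and 0.000542 by fry, both of limma). That sheet compares roots digested for different times and gives no direction.

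With no p threshold, 2248 genes had an absolute log2 fold change of at least 2, where depth alone gave 3 (1 to 6 over 10 thinnings). Thinned counts of the same libraries carry no variation between replicates, and simulated libraries with no gene changed, at the real depths, gave 29. The 5 genes with the largest share of counts made up 1.74% of the counts in intact roots and the 5 of digested roots 1.94% of theirs; no table used here gives them names.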
